# Dysfunction of infiltrating cytotoxic CD8^+^ T cells within the graft promotes murine kidney allotransplant tolerance

**DOI:** 10.1172/JCI179709

**Published:** 2024-06-18

**Authors:** Takahiro Yokose, Edward S. Szuter, Ivy Rosales, Michael T. Guinn, Andrew S. Liss, Taisuke Baba, David A. Ruddy, Michelle Piquet, Jamil Azzi, A. Benedict Cosimi, Paul S. Russell, Joren C. Madsen, Robert B. Colvin, Alessandro Alessandrini

**Keywords:** Immunology, Transplantation, Organ transplantation, T cells, Tolerance

## Abstract

Tolerance of mouse kidney allografts arises in grafts that develop regulatory tertiary lymphoid organs (rTLOs). Single-cell RNA-seq (scRNA-seq) data and adoptive transfer of alloreactive T cells after transplantation showed that cytotoxic CD8^+^ T cells are reprogrammed within the accepted graft to an exhausted/regulatory-like phenotype mediated by IFN-γ. Establishment of rTLOs was required because adoptive transfer of alloreactive T cells prior to transplantation results in kidney allograft rejection. Despite the presence of intragraft CD8^+^ cells with a regulatory phenotype, they were not essential for the induction and maintenance of kidney allograft tolerance since renal allotransplantation into CD8-KO recipients resulted in acceptance and not rejection. Analysis of scRNA-seq data from allograft kidneys and malignant tumors identified similar regulatory-like cell types within the T cell clusters and trajectory analysis showed that cytotoxic CD8^+^ T cells are reprogrammed into an exhausted/regulatory-like phenotype intratumorally. Induction of cytotoxic CD8^+^ T cell dysfunction of infiltrating cells appears to be a beneficial mechanistic pathway that protects the kidney allotransplant from rejection through a process we call “defensive tolerance.” This pathway has implications for our understanding of allotransplant tolerance and tumor resistance to host immunity.

## Abstract 2

scRNA-Seq and adoptive cell transfer reveal graft-infiltrating cytotoxic CD8^+^ T cells are reprogrammed to an exhausted/regulatory phenotype within accepted kidney allografts in mice.

## Introduction

Traditionally, inflammatory and regulatory immune responses after transplantation were thought to be primarily generated in secondary lymphoid organs (1, 2). However, it has been increasingly recognized that both deleterious and beneficial alloimmune responses can also be regulated locally within the graft (3). Our laboratory has focused on understanding how murine kidney allografts are spontaneously accepted across fully mismatched donor-recipient strain combinations (e.g., DBA/2J to C57BL/6 [B6]) without any immunosuppressive drug treatment and maintained without the development of acute and chronic rejection in all cases.

We have shown that DBA/2J-to-B6 spontaneously accepted kidney allografts develop localized, intragraft aggregates of various lymphocytes around the small vessels of the graft and represent novel regulatory tertiary lymphoid organs (rTLOs), similar to tertiary lymphoid structures (TLSs) found in solid tumors (4, 5). These structures have been shown to be consistently present in accepted kidney allografts and absent in rejected allografts. They contain Foxp3^+^ regulatory T cells (Tregs) and have hence been named Treg-rich organized lymphoid structures (TOLS) (4). Depletion of Tregs prior to 6 months from recipients results in dissolution of these rTLOs and acute rejection of the graft (4); however, Treg depletion at 24 weeks does not result in rejection (6). We have previously reported that spontaneously accepted DBA/2J kidneys in B6 can induce systemic, donor-specific tolerance of cardiac allografts and is dependent on Foxp3^+^ cells (7). We further showed that Foxp3 induction by plasmacytoid dendritic cells in vitro closely correlated with strain combinations that led to kidney allograft acceptance (8). While Tregs are typically CD4^+^CD25^+^Foxp3^+^, CD8^+^ Tregs have also been shown to play a role in tolerance. These cells are characterized by CD8^+^FGL2^+^CD122^+^ markers and have been found to induce regulatory B cells and inhibit maturation of dendritic cells through interactions of FGL2 and its receptor FcγRIIB (9–12). Interestingly, upon analysis of single-cell RNA-seq (scRNA-seq) data from pancreatic and colorectal tumors in mice, we have identified similar cells within the CD8^+^ T cell cluster that express *Fgl2* and *Il2rb* (CD122).

We initially observed that both kidney allografts that were ultimately rejected and those that were accepted had similar levels of leukocyte infiltration 1 week after transplantation (5). Importantly, however, bulk mRNA analysis and digital spatial protein profiling analyses identified differential gene expression in the allografts that went on to rejection versus acceptance. The most notable difference was the increase in transcripts and proteins related to Treg phenotype and elevated function in accepted kidney allografts (5). Furthermore, bulk mRNA analysis identified early infiltration of cytotoxic CD8^+^ T cells in grafts destined for acceptance, which diminished with time (5). Digital spatial protein profiling of rTLOs within accepted kidneys showed that markers of exhaustion (i.e., PD-1, LAG3, and TIM3) are highly expressed when compared with the adjacent cortex at 1–8 weeks after transplantation (5). While previous studies have shown that Foxp3^+^ cells in rTLOs play an important role in downregulating alloimmune responses, several important facets of how rTLOs promote tolerance and how infiltrating cytotoxic CD8^+^ T cells might be reprogrammed remain undefined. We hypothesized that rTLOs might disarm or reprogram CD8^+^ effector cells.

The T cell population consists of naive cells and memory cells that arise after sensitization to donor antigens. Memory cells can generate more effector cells than naive cells, and infiltration of memory cells usually triggers graft rejection (13). Thus, adoptive transfer of alloreactive CD8^+^ cells after kidney or heart transplantation causes graft rejection (14). However, recipients of spontaneously accepted kidney grafts showed increased blood urea nitrogen (BUN) levels after adoptive transfer of donor-sensitized splenocytes, but then recovered and maintained normal renal function (15). We hypothesized that cytotoxic CD8^+^ T cells infiltrating the allograft are reprogrammed to regulatory-like and/or exhausted CD8^+^ T cells within the kidney allograft.

To test this hypothesis, we analyzed scRNA-seq data from different time points after transplantation and have characterized the gene expression patterns of these cells. We found that the gene expression signature of infiltrating cytotoxic CD8^+^ T cells shifts from an effector phenotype to one that is reflective of exhaustion/regulation only within the accepted kidney allografts. Adoptive transfer of alloreactive T cells prior to transplantation resulted in rejection of the kidney. In contrast, adoptive transfer after transplantation did not lead to rejection. We also showed that transplantation of DBA/2J kidney allografts into CD8-KO recipients results in the spontaneous acceptance of the renal grafts. These observations emphasize that an ongoing state of tolerance is required for reprogramming of cytotoxic CD8^+^ T cells to non-effector cell types and that such reprogramming is necessary to protect the kidney from CD8^+^ T cell cytotoxicity, but is not required for the induction and maintenance of kidney allograft acceptance. This intragraft reprogramming appears to be a secondary, regulatory, or protective mechanism. Overall, these findings help to clarify not only how allotransplant tolerance in this model is maintained, but also appear to have implications in our understanding of how tumors escape the host’s immune system.

## Results

### scRNA-seq and flow cytometry show that CD8^+^ T cells constitute the significant population of infiltrating immune cells in the early stages of kidney allograft acceptance.

Bulk mRNA transcripts from accepted DBA/2J kidney allografts transplanted into B6 recipients revealed that the CD8^+^ T cells decreased with time (5). Furthermore, digital spatial protein profiling of rTLOs within accepted kidney grafts showed that markers of exhaustion (PD-1, LAG3, TIM3) are highly expressed within rTLOs when compared with the adjacent cortex of the accepted kidney allograft at 1–8 weeks after transplantation (5). The rTLOs begin to form 1 week after transplantation and are fully formed at around 2 to 3 weeks (5, 7). Tregs play an important role in the induction and maintenance of tolerance in the early phase following transplantation and as mentioned, alternative tolerance mechanisms are at play at 24 weeks after transplantation since Treg depletion does not result in rejection at this time (6).

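CD45+ cells from accepted DBA/2J kidney allografts and from the spleens of their B6 recipients were profiled by droplet scRNA-seq, in which each captured mRNA molecule carries a unique molecular identifier (UMI). B6 and DBA/2J are inbred mouse strains with different histocompatibility genes. The authors mapped the reads with Cell Ranger, filtered cells by UMIs, mitochondrial content, and expressed genes, and named cell types by hand from markers of Seurat clusters. They deposited raw UMI counts for the cells that they had called CD8+ T cells, as 1 matrix for each tissue and time point. Each cell barcode carries a library tag. There were 3 tags at 1 week, 5 tags at 3 weeks, and 3 tags at 24 weeks in each tissue. These are the numbers of mice that the paper gives, so each tag was taken as 1 mouse. The kidney matrices held 16467 CD8+ T cells at 1 week, 22206 cells at 3 weeks, and 4033 cells at 24 weeks. The spleen matrices held 11913, 5891, and 4538 cells at these times. The total UMIs of a kidney library ranged from 13384744 to 25960721 (median 14117968) at 1 week, from 9756240 to 11205319 (median 10984386) at 3 weeks, and from 5542803 to 7685811 (median 6220566) at 24 weeks. Those of a spleen library ranged from 9427111 to 13295925 (median 11475398), from 3820842 to 5024862 (median 4631700), and from 3596506 to 5028739 (median 4243446). The paper states a sequencing depth in read pairs per sample, and the values given here rest on UMIs. The median CD8+ T cell held 2558, 2171, and 4538 UMIs in the kidney at 1, 3, and 24 weeks and 2503, 3604, and 2603 UMIs in the spleen.
UMIs were summed over the cells of each library and scaled to a common total, as CPM. Libraries were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, with plain library totals as the main scaling. Shares of cells with a UMI of a gene were taken after each cell was thinned at random to 1000 UMIs, because depth differed between conditions. Cells with fewer UMIs were left out, which removed 313, 53, and 97 cells from the spleen matrices of 1, 3, and 24 weeks and 0 cells from the kidney matrices. Differences between shares were tested by exact permutation of the libraries, two-sided. The 95% intervals are exact Clopper-Pearson intervals and cover counting error only.
The cells called CD8+ T cells were not alike in the 6 matrices. A UMI of Cd8a or Cd8b1 was found in 84.8%, 96.8%, and 47.4% of the unthinned kidney cells at 1, 3, and 24 weeks and in 44.2%, 46.8%, and 94.6% of the spleen cells. A Cd4 UMI without a Cd8a or Cd8b1 UMI was found in 2.52%, 0.365%, and 20.3% of the kidney cells and in 12.1%, 20.5%, and 0.485% of the spleen cells. Of 20 genes listed beforehand as RNA of the kidney parenchyma, 15 genes had a higher CPM in kidney than in spleen at 1 week and 18 genes did at 3 weeks. At 24 weeks 3 genes were higher in the libraries labelled kidney and 16 genes were higher in those labelled spleen. Every direction that rests on the 24-week libraries carries this limit.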

We performed scRNA-seq analysis to resolve the gene expression evolution of immune cell subtypes within the accepted kidney 1, 3, and 24 weeks after transplantation. scRNA-seq analyses of CD45^+^ cells isolated from accepted kidney allografts revealed that the major immune cell population at 1 week and 3 weeks consists of CD8^+^ T cells. However, by 24 weeks, the CD8^+^ T cell population decreased from 48% to 19% of CD45^+^ cells, at which point the B cell population became the dominant population (Figure 1, A and B). 

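The share of CD8+ T cells was taken as the number of barcodes in the CD8+ T cell matrix over the number of CD45+ barcodes of the same libraries. In accepted kidney allografts it was 16467 of 38119 cells at 1 week, or 43.2% (95% interval 42.7% to 43.7%). It was 22206 of 61311 cells at 3 weeks, or 36.2% (35.8% to 36.6%). It was 4033 of 20888 cells in the libraries labelled 24 weeks, or 19.3% (18.8% to 19.8%). Per mouse, the share was 42.0% ± 9.41 (SD, n = 3) at 1 week, 36.6% ± 3.40 (SD, n = 5) at 3 weeks, and 19.6% ± 3.43 (SD, n = 3) at 24 weeks. From 3 to 24 weeks the mean fell by 17.0 percentage points, and every mouse at 24 weeks lay below every mouse at 3 weeks (exact permutation test, p = 0.0357, the smallest this test gives with 3 mice against 5). From 1 to 3 weeks the mean fell by 5.39 percentage points, less than the spread between mice (exact permutation test, p = 0.393). The 1-week mice had shares of 35.5%, 37.7%, and 52.8%, and without the mouse with the highest share the pooled 1-week value was 36.3%. All CD8+ T cell barcodes were found among the CD45+ barcodes, so a restriction to such barcodes could not change the 3 shares. A Cd8a or Cd8b1 UMI was found in 13963 of 16467 matrix cells at 1 week, 21487 of 22206 at 3 weeks, and 1910 of 4033 at 24 weeks. For cells with such a UMI the fall from 3 to 24 weeks was thus larger. In these kidney data the paper states that CD8+ T cells were the major population at 1 and 3 weeks and that B cells took their place by 24 weeks (Figure 1, A and B).

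**Figure D1:**
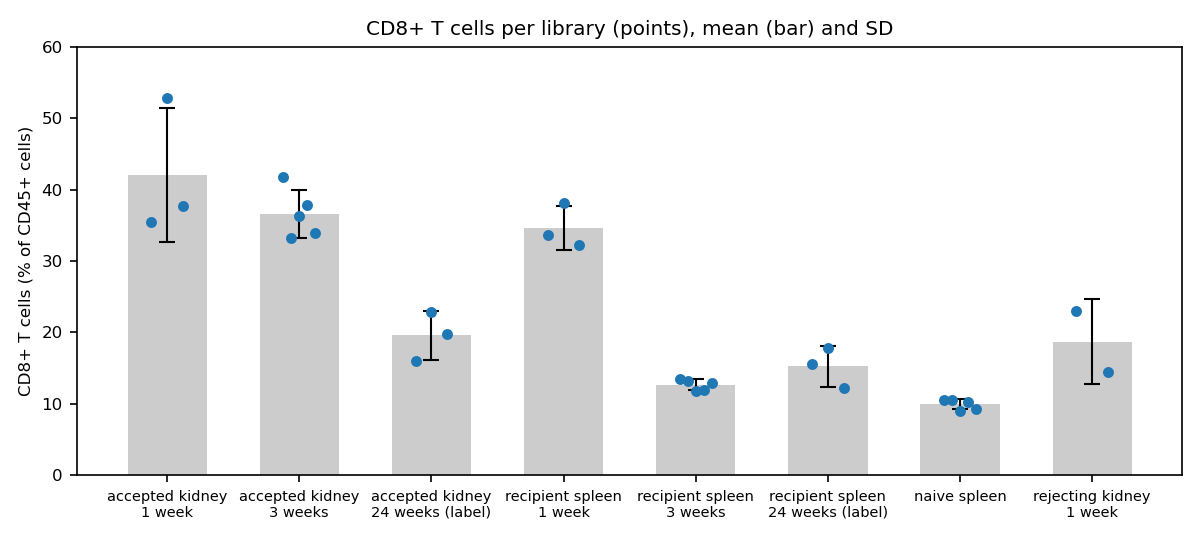
CD8+ T cells as a percent of CD45+ cells (y axis) by condition (x axis), with 1 point per library and the mean and SD as a bar with its error. The kidney libraries of 24 weeks lie between 16.0% and 22.9%, below all kidney libraries of 3 weeks, which lie between 33.3% and 41.8%.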

Uniform manifold approximation and projection (UMAP) plots of integrated data for each time point corroborate these changes with a shift from a T cell–rich to a B cell–rich environment (Figure 1, A and B). In contrast, in the recipient’s spleen, as well as naive spleen, the B cell population was consistently the major cell population during the same time period, with CD8^+^ T cells representing the next most abundant population (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/JCI179709DS1).

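In recipient spleens, 11913 of 34717 CD45+ cells were in the CD8+ T cell matrix at 1 week, a share of 34.3% and of 34.7% ± 3.09 per mouse (SD, n = 3). At 3 weeks it held 5891 of 46900 cells, or 12.6%, and 12.7% ± 0.748 per mouse (SD, n = 5). At 24 weeks it held 4538 of 30382 cells, or 14.9%, and 15.2% ± 2.83 per mouse (SD, n = 3). The mean fell by 22.0 percentage points from 1 to 3 weeks (exact permutation test, p = 0.0357). It rose by 2.56 percentage points from 3 to 24 weeks, within the spread between mice (exact permutation test, p = 0.143). Matrix cells with a Cd8a or Cd8b1 UMI were 5262 of the 34717 CD45+ cells at 1 week, 2757 of 46900 at 3 weeks, and 4293 of 30382 at 24 weeks. For cells with such a UMI the rise from 3 to 24 weeks was thus larger, and it was not tested.
CD45+ cells of naive B6 spleen came as raw counts of 47060 cells in 5 libraries. Their total UMIs ranged from 30054753 to 37016197 (median 35916511), and the median cell held 3068 UMIs. The cells were clustered with the Leiden method, and each cluster was named from fixed marker lists. Cells of B cell–like clusters made up 61.99% (29171 cells), and 62.4% ± 3.804 per library (SD, n = 5). CD4 T cell–like clusters held 14.1% of the cells (SD 1.12), CD8 T cell–like clusters 12.1% (SD 0.769), myeloid-like clusters 5.26%, and NK cell–like clusters 3.04%. Clusters without enough markers held 3.52% of the cells. The higher of the alternative clustering resolutions moved the CD8 T cell–like share most, to 11.4%. In the deposited CD8+ T cell matrix there were 4681 naive spleen cells, 9.95% of the CD45+ cells.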

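In the rejection model, B6 kidneys were transplanted into DBA/2J recipients, so that the infiltrating T cells came from the strain that was the kidney donor in the accepted transplants. Raw UMI counts were deposited for the CD45+ cells and for the cells called CD8+ T cells. The barcodes of rejecting kidney allografts carry 2 library tags, and those of the rejecting recipients' spleens carry 3 tags. The paper gives 3 replicates at 1 week and does not say whether this number holds for this model too, so the tags are called libraries. The CD45+ kidney matrix held 11948 cells and 32989665 UMIs, of which the libraries had 13437087 and 19552578, with a median of 2280 UMIs per cell. Its CD8+ T cell matrix held 2184 cells, a median of 1964 UMIs per cell, and library totals of 2377015 and 3081986 UMIs. The spleen matrix held 726 CD8+ T cells from libraries of 153266 to 794456 UMIs (median 661245). A UMI of Cd8a or Cd8b1 was found in 77.2% of the kidney CD8+ T cells and in 100% of the spleen CD8+ T cells. None of these kidney cells had a Cd4 UMI, and none of the 59 CD45+ cells with a CD3, a CD8, and a Cd4 UMI was in the CD8+ T cell matrix. The exact permutation test used here doubles the one-sided p, so with 2 libraries against 3 or 5 it gives at least p = 0.2 or p = 0.0952.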

For comparison, we analyzed scRNA-seq data of isolated CD45^+^ cells isolated from rejecting kidney allografts at 1 week after transplantation using an established kidney allograft rejection model (i.e., B6 to DBA/2J) that has a median survival time (MST) of 9 to 10 days (8). 

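The CD45+ cells of rejecting kidney allografts were clustered and named with the same marker lists as those of naive spleen. Myeloid-like clusters held 7458 cells, or 62.4% (61.9 ± 7.47 per library, SD, n = 2). The CD8 T cell–like clusters held 2240 cells, or 18.7% (19.0 ± 3.51 per library). Clusters like NK cells held 4.74%, like CD4 T cells 4.09%, and like B cells 0.904% of the cells. Another 1087 cells, or 9.10%, were in clusters without enough markers of 1 lineage. With a Leiden resolution of 0.4 instead of 0.8, the CD8 T cell–like share rose to 23.3% and no cluster was CD4 T cell–like. At a resolution of 1.5 it was 17.1%. By the deposited CD8+ T cell matrix, the share was 18.3% of CD45+ cells (95% interval 17.6% to 19.0%), with 22.9% and 14.5% in the libraries.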

UMAP and bar plots of rejecting renal allografts showed that the myeloid cell cluster was the major population (67%), with CD8^+^ T cells being the second most abundant one (23%) (Figure 1C). Interestingly, principal component analysis (PCA) and sample-to-sample distance analysis in total immune cells obtained from kidneys and spleens from accepted, rejecting, and naive mice showed clustering of 1- and 3-week accepted kidney samples with 24-week recipient spleen samples and clustering of 24-week accepted kidney samples with naive, 1-, and 3-week recipient spleen samples; kidney and spleen samples from rejecting recipients showed the most variation with other samples (Supplemental Figure 1, D and E).

Flow cytometry of CD45^+^ cells isolated from DBA/2J kidneys transplanted into WT B6 at 1 and 25 weeks after transplantation showed that kidney allografts contain high levels of infiltrating CD8^+^ T cells. However, this number decreased with time (38.8% at 1 week and 20.7% at 25 weeks, *P* = 0.0002) (Figure 1D). The percentage of CD4^+^ T cells stayed relatively constant throughout the same time period (14% and 12%) (Supplemental Figure 1F), while B cells increased in percentage (7% at 1 week and 74% at 25 weeks) (6). In contrast, native B6 and DBA/2J kidneys had significantly fewer lymphocytes (9.7% and 9.3%, respectively) than accepted kidney allografts (55.0%) or recipient’s spleen (94.4%) at 1 week after transplant, with CD8^+^ T cells comprising only 1%–2% of total isolated lymphocytes (Figure 1D and Supplemental Figure 1G).

DBA/2J-to-B6 spontaneously accepted kidney allografts at 1 week after transplantation showed widespread cortical interstitial infiltrates of T cells with focal collections around interlobular and arcuate arteries, followed by progressive formation of periarterial rTLOs at 2–3 weeks after transplantation (Supplemental Figure 1H). Immunohistochemical analysis of rTLOs within kidney allografts between 1 and 6 weeks showed that they were rich in CD3^+^Foxp3^+^ cells (Supplemental Figure 1I) and CD8^+^ T cells (Figure 1, E and F). In contrast, rejecting kidney allografts (i.e., B6 to DBA/2J) (8) showed diffuse infiltration of lymphocytes without rTLO formation (Figure 1G). CD8^+^ cells infiltrate diffusely rather than perivascularly in rejected kidney allografts (Figure 1H).

### Intragraft gene expression within the CD8^+^ T cell clusters in accepted kidney allografts shows changes from a cytotoxic to an exhausted/regulatory-like phenotype.

CD8^+^ T cell clusters changed over time, as shown by scRNAseq analysis (Figure 2A). UMAP plot analysis showed that cytotoxic and proliferative CD8^+^ T cells were the major subset at 1 week, but at 3 weeks, exhausted cells, regulatory-like cells, and tissue-resident memory CD8^+^ T cells became the major subset. 

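CD8+ T cells were counted into subsets by gene lists that were fixed beforehand, a cell being counted when at least 2 genes of the list had a UMI after thinning to 1000 UMIs. The lists may overlap, so that shares do not add up to 100%. They hold genes that the paper reports as higher at 1 or 3 weeks in these same data. These are all genes of the proliferation list, Pdcd1, Tox, and Lag3 of the exhaustion list, and Cxcr6, Itga1, Itgae, Runx3, Ccl5, and Id2 of the memory lists. The shares of these lists are therefore no independent support for the paper's result. The cytotoxic list (Gzmb, Prf1, Ifng, Ccl3, Ccl4, Xcl1, Il2ra) took 24.0% ± 0.914 of the cells per mouse at 1 week (SD, n = 3) and 37.0% ± 2.08 at 3 weeks (SD, n = 5). The proliferation list (Mki67, Top2a, Pclaf, Stmn1, Birc5) took 21.3% ± 11.3 at 1 week, with 13.4%, 16.2%, and 34.2% in the mice, and 0.190% ± 0.0572 at 3 weeks. The exhaustion list (Pdcd1, Tox, Lag3, Havcr2, Tigit) took 6.94% ± 0.463 and 17.6% ± 1.28. The tissue-resident memory list (Cxcr6, Itga1, Itgae, Runx3, Prdm1) took 8.03% ± 2.46 and 46.3% ± 1.83. The effector memory list (Cx3cr1, Cd44, Il7r, Ccl5, Id2) took 20.8% ± 4.15 and 52.3% ± 3.42.
Each of these 5 differences was larger than the spread between mice, and all 3-week mice lay on the same side of all 1-week mice (exact permutation test, two-sided, p = 0.0357 for each, the smallest this test gives here). The mean share rose by 10.6 percentage points for exhaustion, 38.3 for tissue-resident memory, 31.5 for effector memory, and 13.1 for cytotoxic cells, and it fell by 21.1 for proliferating cells. Without thinning, the rise was 12.9 for exhaustion (exact permutation test, p = 0.107) and 14.0 for cytotoxic cells (p = 0.0714). The subset calls read free RNA as well. In the myeloid-like cells of the rejecting kidney, which should lack T cell transcripts and held a median of 2312 UMIs, 0.711% of the cells had a Gzmb UMI, 0.335% a Pdcd1 UMI, and 0.670% a Tox UMI. In its 108 B cell–like cells, with a median of 1585 UMIs, the shares were 8.33%, 7.41%, and 13.9%, which is more than free RNA alone gives. Tox, which is in the exhaustion list, rose by about as much as genes of similar intron length. The CD45+ matrices of accepted kidneys were not analyzed here, so the background in other cell types of those kidneys is not known.

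**Figure D2:**
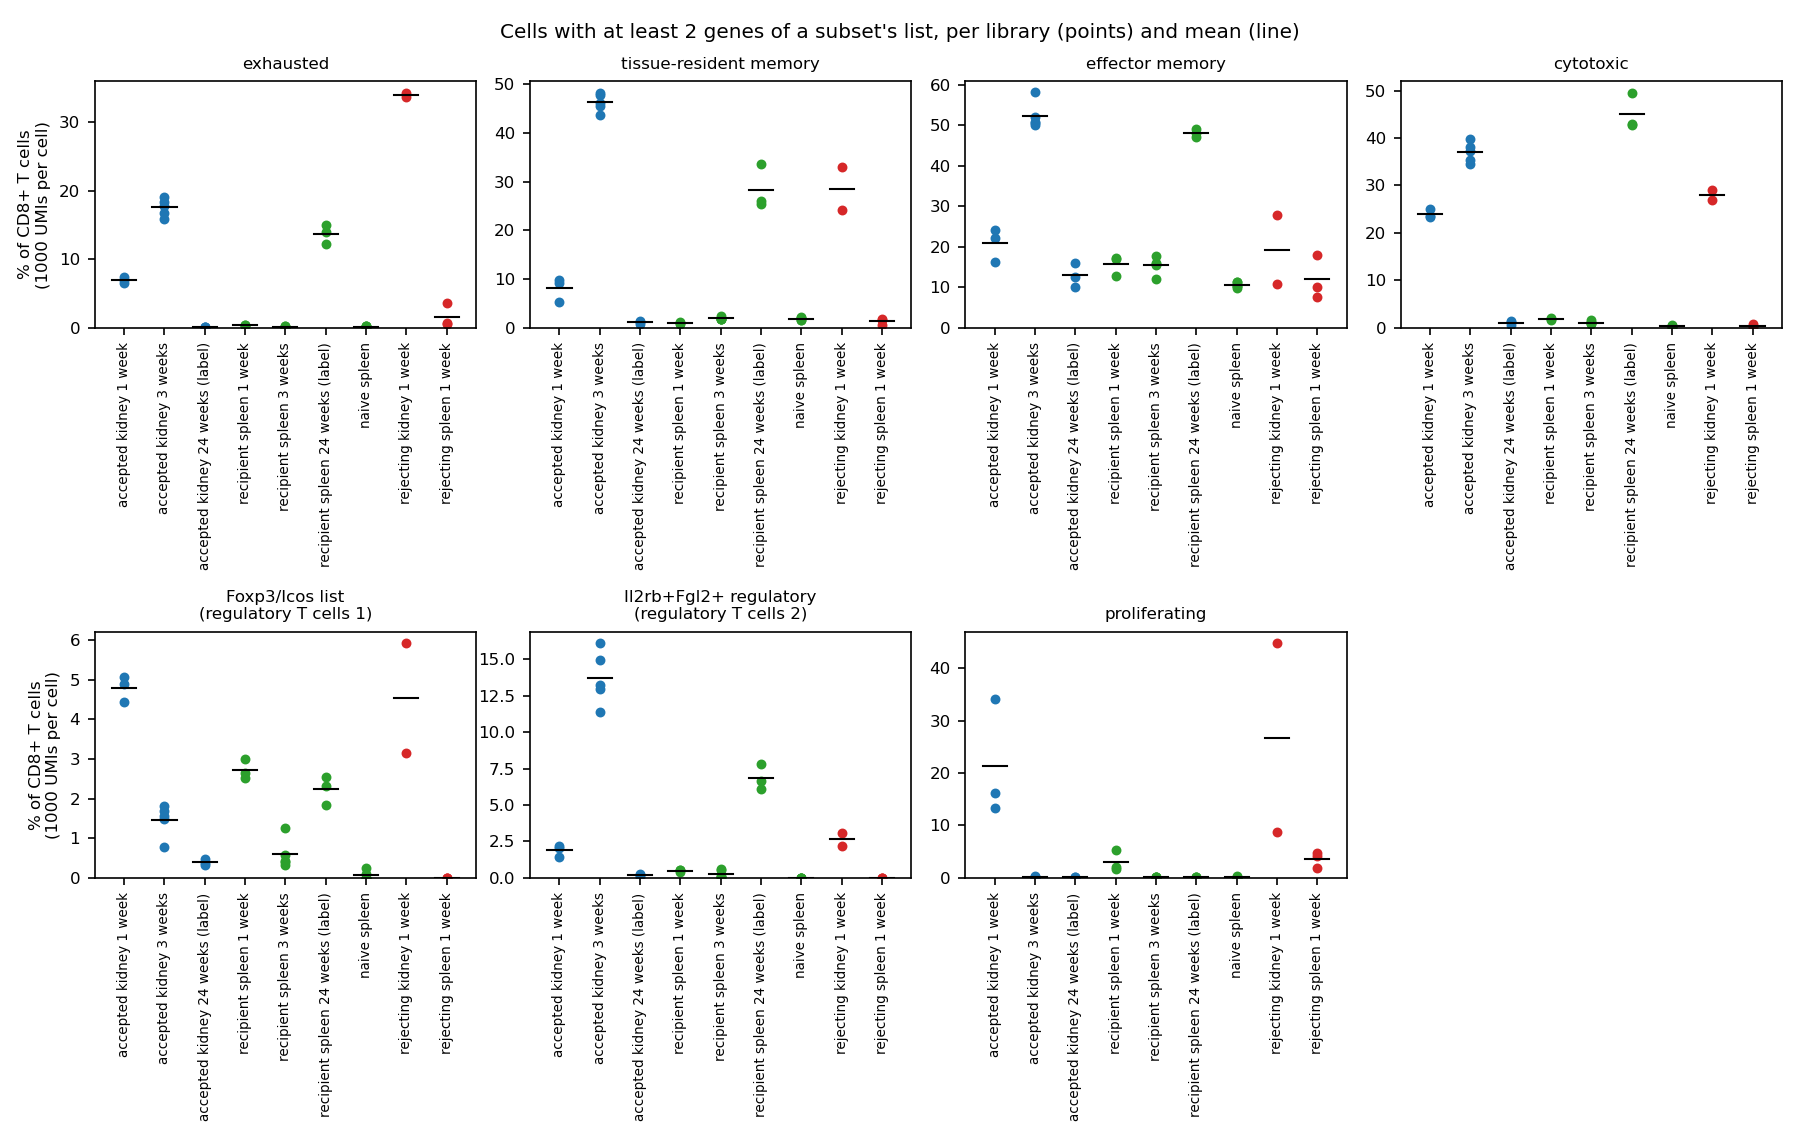
Percent of CD8+ T cells counted into each subset (y axis) by condition (x axis; accepted kidneys in blue, recipient and naive spleens in green, the rejecting model in red), with 1 point per library and the mean as a line. The proliferating share is high in kidneys at 1 week only, and the exhausted, tissue-resident memory, and effector memory shares of accepted kidneys are highest at 3 weeks.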

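For regulatory subsets of CD8+ T cells, a Foxp3/Icos list (Foxp3, Icos, Tnfrsf4, Tnfrsf18) and the presence of both Il2rb and Fgl2 UMIs were counted in accepted kidney allografts. The Foxp3/Icos list took 4.802% ± 0.331 of the cells per mouse at 1 week (SD, n = 3), 1.46% ± 0.405 at 3 weeks (SD, n = 5), and 0.393% ± 0.0829 at 24 weeks (SD, n = 3). A cell met it with any 2 of the 4 genes, and 111 of the 801 cells that met it at 1 week (13.9%) and 9 of 333 cells at 3 weeks (2.70%) had a Foxp3 UMI. Foxp3 lies on chromosome X of GRCm38 from 7573644 to 7595245. In all, 1.12%, 0.0856%, and 0.124% of the cells had a Foxp3 UMI after thinning at 1, 3, and 24 weeks (3.32%, 0.243%, and 0.546% without it), with library medians of 1951 to 5420 UMIs. Among cells that should lack Foxp3, it was found in 0.0268% of the myeloid-like cells of rejecting kidneys (median 2312 UMIs). It was also found in 1 of their 108 B cell–like cells (1585 UMIs). In naive spleen it was found in 0.0241% of the B cell–like (2669 UMIs) and 0.213% of the myeloid-like cells (4614 UMIs). The thinned shares at 3 and 24 weeks lay above 0.0268% and 0.0241% but below 0.213%. They are thus not above every background. Cells with both Il2rb and Fgl2 made up 1.88% ± 0.405 at 1 week, 13.7% ± 1.82 at 3 weeks, and 0.171% ± 0.102 at 24 weeks. Between 1 and 3 weeks the Foxp3/Icos share fell by 3.34 percentage points and the Il2rb+Fgl2+ share rose by 11.8, each without overlap between mice (exact permutation test, p = 0.0357). At 24 weeks 16 of 4033 cells met the Foxp3/Icos list and 7 cells held both other genes, which leaves little depth for these subsets. A Cd4 UMI was found in 5.16%, 1.15%, and 21.8% of the unthinned cells at 1, 3, and 24 weeks, so a cell with a Foxp3 UMI may be a CD4 T cell.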

There are 2 potentially CD8^+^ Treg subtypes in accepted renal allografts, CD8^+^Foxp3^+^ Tregs and CD8^+^IL-2RB^+^ Tregs (Figure 2A and Supplemental Figure 2, A and B) (16). 

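In the CD8+ T cells of the libraries labelled 24-week accepted kidney, genes of naive cells had their highest levels. Lef1 was at 48.6 ± 10.2 CPM at 1 week (SD, n = 3), 8.18 ± 3.39 CPM at 3 weeks (SD, n = 5), and 505 ± 38.1 CPM at 24 weeks (SD, n = 3). Tcf7 was at 99.6 ± 18.2, 12.0 ± 2.22, and 345 ± 27.7 CPM, Klf2 at 192 ± 20.3, 67.2 ± 9.03, and 841 ± 32.0 CPM, and Ccr7 at 51.4 ± 19.0, 5.22 ± 1.55, and 174 ± 15.8 CPM. Effector memory cells were still 12.9% ± 2.99 of the cells at 24 weeks, while the tissue-resident memory list took 1.14% ± 0.301, the cytotoxic list 0.994% ± 0.483, and the exhaustion list 0.0747% ± 0.00631. As these libraries held less RNA of the kidney parenchyma than the 24-week spleen libraries, the direction is that of the labels.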

At 24 weeks, central memory CD8^+^ T cells and naive cells became the major subset (Figure 2A and Supplemental Figure 2, A and B). 

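In CD8+ T cells of rejecting kidney allografts, the exhaustion list took 34.0% ± 0.382 of the cells per library (SD, n = 2), the tissue-resident memory list 28.5% ± 6.26, and the cytotoxic list 28.0% ± 1.36. Proliferating cells were 8.68% and 44.8% in the libraries, so their pooled share of 24.4% rests on 1 library. The effector memory list took 19.2% ± 12.0. The Foxp3/Icos list took 4.54% ± 1.96, which differed from accepted kidneys at 1 week by −0.264 percentage points, within the spread of the libraries (exact permutation test, p = 0.8). Without thinning, 254 of 2184 cells met this list, against 3214 of 16467 cells of accepted kidneys at 1 week, a lower share. A Cd4 UMI was found in 849 of these accepted cells and in 0 of the rejecting cells, so CD4 T cells may add to the accepted share. Cells with both Il2rb and Fgl2 were 2.65% ± 0.618. This mean was 0.762 percentage points above that of accepted kidneys at 1 week, about as large as the spread between libraries of 0.739, and without thinning it was 2.63 points lower (exact permutation test, p = 0.2 thinned and p = 0.8 unthinned). It was 11.1 percentage points lower than in accepted kidneys at 3 weeks, where the Foxp3/Icos share of rejecting kidneys was 3.08 points higher (exact permutation test, p = 0.0952 for each, the smallest this test gives here). The exhaustion share was 27.1 percentage points above that of accepted kidneys at 1 week and 16.4 above that at 3 weeks. Tox, which is in the exhaustion list, has long introns, and genes with long introns had higher counts in both rejecting tissues. A Lag3 UMI was found in 2.78% of the 108 B cell–like cells and in 0.188% of the myeloid-like cells of the rejecting kidney.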

CD8^+^ Treg subsets represented a small fraction in rejecting grafts compared with the accepted grafts, with cytotoxic T cells, exhausted T cells, and tissue-resident memory T cells making up most of the subsets and no Treg cell cluster (Figure 2B and Supplemental Figure 2, C and D).

Temporal scRNA-seq analysis within the CD8^+^ T cell clusters shows a shift from a cytotoxic to an exhausted/regulatory phenotype (Figure 2C). Violin plots of gene expression levels of cytotoxic and proinflammatory mediators (*Gzmb*, granzyme B; *Ifng*, IFN-γ) in CD8^+^ T cells appeared early and decreased with time, whereas exhaustion markers (*Pdcd1*, PD-1; *Lag3*, LAG3; *Tox*, TOX) and CD8^+^ Treg markers (*Fgl2*, FGL2; *Il2rb*, CD122) (10, 16) within the same clusters began to be expressed at 1 week, and peaked at 3 weeks before decreasing by 24 weeks (Figure 2C). 

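Gzmb lies on chromosome 14 of GRCm38 from 56258838 to 56262260 and Ifng on chromosome 10 from 118441046 to 118445892. In CD8+ T cells of accepted kidneys, Gzmb was at 731 ± 84.8 CPM at 1 week (SD, n = 3), 858 ± 126 CPM at 3 weeks (SD, n = 5), and 3.20 ± 1.95 CPM at 24 weeks (SD, n = 3). Ifng was at 167 ± 20.6, 196 ± 19.5, and 14.3 ± 6.76 CPM. From 1 to 3 weeks the log2 fold change was 0.23 for Gzmb (standard error 0.12, adjusted p = 0.0862, edgeR) and 0.23 for Ifng (standard error 0.10, adjusted p = 0.0444). The median gene moved by 0.34 on the log2 scale under plain library totals and by −0.05 under TMM, edgeR's scaling by the bulk of genes. Under TMM the changes of Gzmb and Ifng reversed, to −0.16 and −0.15, and in DESeq2 they were −0.17 and −0.16. Over all alternatives the adjusted p ranged from 0.00590 to 0.289 for Gzmb and from 0.0228 to 0.220 for Ifng (edgeR and DESeq2). Gzmb passed the threshold without the second mouse of 1 week, at 0.33, or the first mouse of 3 weeks, at 0.31, and at 0.28 with the shift of genes of similar intron length taken out. Ifng lost it without any 1 of 5 mice, most without the third mouse of 1 week, at 0.14. From 3 to 24 weeks Gzmb changed by −8.15 (standard error 0.25, adjusted p = 8.61e-13) and Ifng by −3.79 (standard error 0.19, adjusted p = 1.59e-10). For this interval the median gene moved by −0.44, and by −0.06 under TMM.
Of the exhaustion markers, Pdcd1 (chromosome 1, 94038305 to 94052553) was at 257 ± 20.6 CPM at 1 week, 507 ± 98.0 CPM at 3 weeks, and 1.83 ± 0.607 CPM at 24 weeks. Lag3 (chromosome 6, 124904361 to 124911705) was at 79.3 ± 13.3, 135 ± 26.2, and 1.91 ± 1.04 CPM. Tox (chromosome 4, 6686353 to 6991557) was at 174 ± 25.3, 330.2 ± 42.5, and 50.8 ± 5.69 CPM. By edgeR the log2 fold changes from 1 to 3 weeks were 0.98 for Pdcd1 (standard error 0.14, adjusted p = 1.14e-05), 0.77 for Lag3 (standard error 0.14, adjusted p = 0.000186), and 0.93 for Tox (standard error 0.11, adjusted p = 3.77e-06). Under TMM they were 0.60, 0.39, and 0.55, all past the threshold. With the median shift of genes of similar intron length taken out, an alternative chosen after the data were seen, they were 0.87, 0.74, and 0.12, and Tox lost the threshold (adjusted p = 0.275, range over all alternatives 1.05e-08 to 0.275). With each mouse left out in turn, they stayed between 0.89 and 1.07, 0.63 and 0.86, and 0.82 and 1.03. Between 3 and 24 weeks they were −8.05, −6.06, and −2.71, with adjusted p values of 6.19e-13, 1.59e-11, and 2.41e-11. Il2rb (chromosome 15, 78479256 to 78495271) was at 295 ± 16.5, 682 ± 71.7, and 104 ± 8.10 CPM.
After thinning, a Gzmb UMI was found in 29.7%, 35.5%, and 0.273% of the cells at 1, 3, and 24 weeks, and in 44.7%, 47.9%, and 0.793% without thinning. Pdcd1 was found in 21.9%, 37.0%, and 0.248% (45.4%, 60.3%, and 0.719% without thinning). The thinned shares for Gzmb and Pdcd1 were 0.711% and 0.335% in myeloid-like cells of rejecting kidneys (median 2312 UMIs), 8.33% and 7.41% in their 108 B cell–like cells (median 1585 UMIs), and 0.0138% and 0.0103% in B cell–like cells of naive spleen (median 2669 UMIs). From the course of these markers, the paper states that the CD8+ T cells shifted to an exhausted/regulatory phenotype (Figure 2C).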

The increased expression of *Fgl2* within the CD8^+^ T cell clusters at 3 weeks is particularly interesting. 

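Fgl2 lies on chromosome 5 of GRCm38 from 21372642 to 21378374. Its level in CD8+ T cells of accepted kidneys was 78.4 ± 19.1 CPM at 1 week (SD, n = 3), 385 ± 38.2 CPM at 3 weeks (SD, n = 5), and 7.52 ± 3.95 CPM at 24 weeks (SD, n = 3). The log2 fold change from 1 to 3 weeks was 2.30 (standard error 0.15, adjusted p = 6.52e-09, edgeR), and it stayed between 2.11 and 2.42 with each mouse left out in turn. Under TMM it was 1.92. From 3 to 24 weeks, by the labels, it was −5.73 (standard error 0.22, adjusted p = 1.04e-11). A Fgl2 UMI was found in 6.63% of the thinned cells at 1 week, 29.7% at 3 weeks, and 0.570% at 24 weeks, and in 17.0%, 51.1%, and 2.48% of the unthinned cells. In rejecting kidneys 33.6% of myeloid-like cells and 5.56% of B cell–like cells had a Fgl2 UMI after thinning. Their cells held medians of 2312 and 1585 UMIs. In B cell–like cells of naive spleen, with a median of 2669 UMIs, it was 0.0757%.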

*Fgl2* encodes fibrinogen-like protein 2 (FGL2), which has been shown to be secreted by CD8^+^ Tregs and functions to induce regulatory B cells and inhibit dendritic cell maturation (9, 10). Density plots show that *Cd8a*^+^*Fgl2*^+^*Il2rb*^+^ cells were present in the CD8^+^ Treg cluster at 3 weeks (Figure 2D).

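Cells with UMIs of Cd8a, Fgl2, and Il2rb together made up 0.835% ± 0.408 of the thinned CD8+ T cells per mouse at 1 week (SD, n = 3) and 9.81% ± 1.40 at 3 weeks (SD, n = 5). The increase of 8.97 percentage points was larger than the spread between mice (exact permutation test, p = 0.0357). Without thinning, 8.65% and 34.3% of the pooled cells had all 3 genes. Cd8a lies on chromosome 6 of GRCm38 from 71373427 to 71379173. In libraries labelled 24-week kidney the pooled thinned share was 0.0248%, which is 1 of 4033 cells. In recipient spleens it was 0.00862% at 1 week, 0 of 5838 cells at 3 weeks, and 4.17% at 24 weeks. The shares were counted over all CD8+ T cells of a time point, not within a cluster.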

These patterns were not observed in CD8^+^ T cells from recipient splenocytes (Figure 2E). In contrast to intragraft cells, cytotoxic and proinflammatory mediators (*Gzmb* and *Ifng*) in CD8^+^ T cell clusters in recipient spleen cells were expressed only weakly at 1 and 3 weeks after transplantation, but increased at 24 weeks. Furthermore, exhaustion and regulatory markers (*Pdcd1*, *Lag3*, *Tox*, *Fgl2*, and *Il2rb*) were barely expressed at 1 and 3 weeks, but were upregulated at 24 weeks (Figure 2E). 

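In CD8+ T cells of recipient spleens, Gzmb was at 73.5 ± 25.5 CPM at 1 week (SD, n = 3), 5.59 ± 2.33 CPM at 3 weeks (SD, n = 5), and 585 ± 53.5 CPM at 24 weeks (SD, n = 3). Ifng was at 29.5 ± 3.42, 13.3 ± 1.91, and 288 ± 17.0 CPM. The log2 fold change from 3 to 24 weeks was 6.70 for Gzmb (standard error 0.15, adjusted p = 1.07e-18, edgeR) and 4.43 for Ifng (standard error 0.10, adjusted p = 9.92e-19). This test was added after the data were seen. The 24-week spleen libraries are those that held more RNA of the kidney parenchyma than the 24-week kidney libraries.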

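Pdcd1 was at 8.27 ± 1.63 CPM in the spleen at 1 week, 2.30 ± 1.14 CPM at 3 weeks, and 455 ± 38.3 CPM at 24 weeks (SD, n = 3, 5, and 3 mice). Lag3 was at 9.66 ± 1.55, 1.53 ± 0.486, and 80.5 ± 4.77 CPM, and Fgl2 at 15.9 ± 2.18, 5.30 ± 1.52, and 298 ± 31.8 CPM. At 1 and 3 weeks Tox and Il2rb were already above these 3 genes. Tox was at 50.9 ± 1.68, 72.1 ± 10.7, and 277 ± 30.9 CPM, and Il2rb at 173 ± 34.6, 179.8 ± 19.1, and 365 ± 35.7 CPM. The log2 fold changes from 3 to 24 weeks were 7.62 for Pdcd1, 5.72 for Lag3, 5.82 for Fgl2, 1.94 for Tox, and 1.02 for Il2rb. The largest adjusted p among them was 3.57e-09 (edgeR), for Il2rb.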

In naive spleen, cytotoxic, exhausted, and regulatory markers were rarely expressed in CD8^+^ T cell clusters and most of them were naive cells (Supplemental Figure 2E). 

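The CD8+ T cell matrix of naive spleen held 4681 cells from 5 libraries of 3593160 to 4954145 UMIs (median 4174380), with a median of 4296 UMIs per cell. Gzmb was at 2.00 ± 1.27 CPM (SD, n = 5), Ifng at 3.14 ± 1.53, Pdcd1 at 0.804 ± 0.409, Lag3 at 0.412 ± 0.439, and Fgl2 at 0.642 ± 0.340 CPM. Higher levels were found for Prf1 at 55.4 ± 6.97, Tox at 65.1 ± 4.36, and Il2rb at 103 ± 15.2 CPM. After thinning, 8.48% of the cells had an Il2rb UMI and 5.90% a Tox UMI (27.9% and 22.9% without thinning). In B cell–like cells of the same spleens, with a median of 2669 UMIs, the thinned shares were 0.182% and 0.0654%. The pooled cytotoxic share was 0.278% and the exhausted share 0.150%.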

PCA and sample-to-sample distance analysis of CD8^+^ T cells in kidneys and spleens from accepted, rejecting, and naive mice showed that accepted kidney samples at 1 and 3 weeks clustered with accepted recipient spleen at 24 weeks and not with rejecting kidney allograft samples (Supplemental Figure 2, F and G).

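Distances between the 9 conditions were taken as Euclidean distances of log2 CPM, with 1 CPM added, over the 500 most variable of the genes present in all 9 matrices. CD8+ T cells of 3-week accepted kidneys lay nearest to 24-week recipient spleen, at a distance of 17.7. Their distance was 48.2 to 1-week accepted kidneys and 73.8 to rejecting kidneys. Cells of 1-week accepted kidneys lay 49.5 from 24-week recipient spleen and 61.3 from rejecting kidneys. In log2 terms the distance to 24-week spleen over that to rejecting kidneys was −0.31 for the summed cells of 1-week kidneys and −0.37 ± 0.13 per mouse (SD, n = 3), below 0 in 3 of 3 mice. For 3-week kidneys it was −2.06 for the summed cells and −1.91 ± 0.08 per mouse (SD, n = 5). Average linkage into 3 groups put 1- and 3-week kidneys with 24-week spleen, 24-week kidneys with naive and 1- and 3-week recipient spleen, and rejecting kidney with rejecting spleen. The first principal component held 50.9% of the variance and the second 32.5%. With 1 minus Spearman's correlation across genes the ratios were −0.11 and −3.48, and rejecting kidneys then lay nearest to 1-week accepted kidneys, at 0.445, and in the group of 1- and 3-week kidneys and 24-week spleen, with rejecting spleen alone. With all 9335 of these genes with at least 10 CPM in a condition the ratios were −0.59 and −1.35, and 1-week kidneys lay nearest to 1-week recipient spleen, at 81.3. With these genes or with 2000 genes, all accepted and naive conditions formed 1 group, and rejecting kidney and rejecting spleen were each alone. Genes with long introns had higher counts in the rejecting libraries, and the parenchyma RNA of the 24-week libraries runs against their labels.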

ELISPOT assay analysis showed that the production of IFN-γ by isolated CD8^+^ T cells from renal grafts at 24 weeks after transplantation was significantly lower in response to donor antigen when compared with CD8^+^ T cells isolated from recipient spleen (Figure 2F) and to total T cells (Figure 2F).

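Rejecting and accepted kidney allografts at 1 week were compared by the log2 ratio of CPM over the summed CD8+ T cells, and across libraries by edgeR, a test added after the data were seen. Gzmb was at 1280.4 ± 416 CPM in rejecting kidneys (SD, n = 2 libraries), and the ratio to accepted kidneys was 0.87. Ifng was at 181 ± 15.1 CPM, with a ratio of 0.18. Prf1 (chromosome 10 of GRCm38, 61297833 to 61304680) was at 199 ± 43.7 CPM against 46.8 ± 2.02 CPM in accepted kidneys (SD, n = 3), a ratio of 2.12. By edgeR the log2 fold change was 2.09 for Prf1 (standard error 0.18, adjusted p = 2.74e-05), 0.81 for Gzmb (standard error 0.22, adjusted p = 0.0113), and 0.12 for Ifng (standard error 0.17, adjusted p = 0.559). The median gene had a ratio of 0.63, and under TMM on the summed counts it had −0.24. Under TMM on the libraries, edgeR's fold change was 1.40 for Prf1 (adjusted p = 0.000390), 0.11 for Gzmb (adjusted p = 0.709), and −0.57 for Ifng (adjusted p = 0.0255). A Gzmb UMI was found in 48.9% of thinned rejecting cells, Ifng in 11.0%, and Prf1 in 14.2%, and without thinning in 63.5%, 20.8%, and 26.9%. In B cell–like cells of the same kidneys Ifng and Prf1 were each found in 0.926%, and in myeloid-like cells in 0.174% and 0.121%.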

To further investigate whether these gene expression patterns are unique to acceptance, we compared CD8^+^ T cell clusters in scRNA-seq data from accepted and rejected kidney allografts at 1 week after transplantation, showing that intragraft CD8^+^ T cells express more cytotoxic markers (*Gzmb*, *Ifng*, and *Prf1*) than CD8^+^ T cells isolated from accepted kidneys (Figure 2G). These results support our previous report (5) in bulk RNA analysis, which showed that *Prf1* expression was significantly higher in rejected kidney allografts than in accepted ones at 1 week. In addition, there was greater expression of *Pdcd1* in CD8^+^ T cells from rejecting kidneys, as well as expression of other exhaustion and regulatory markers (*Tox*, *Lag3*, *Fgl2*, and *Il2rb*). However, 3 weeks after transplantation, we observed greater gene expression in the acceptance samples of exhausted and regulatory markers (*Fgl2* and *Il2rb*), including *Pdcd1* (Figure 2G).

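Pdcd1 was at 501 ± 40.4 CPM in rejecting kidneys (SD, n = 2 libraries), with a log2 ratio of 0.93 to accepted kidneys at 1 week. The ratio was 2.84 for Tox (1194 ± 24.3 CPM), 1.09 for Lag3 (164 ± 24.7 CPM), 0.33 for Fgl2 (95.2 ± 37.3 CPM), and 0.37 for Il2rb (385 ± 13.9 CPM). With Gzmb, Ifng, and Prf1, 8 of 8 markers had a ratio above 0, and 5 of 8 did under TMM on the summed counts. Fgl2 then had −0.54 and Il2rb −0.49. By edgeR, Pdcd1 (0.97, standard error 0.16, adjusted p = 0.000885), Lag3 (1.05, 0.19, 0.00175), and Tox (2.79, 0.18, 7.36e-06) passed the threshold, and Fgl2 (0.28, 0.29, 0.426) and Il2rb (0.39, 0.15, 0.0543) did not. Under TMM on the libraries, Pdcd1 had 0.27 (adjusted p = 0.182) and Lag3 0.36 (adjusted p = 0.161).
Genes with long introns were raised in both tissues of the rejecting model. Tox holds 297596 bp of introns, and it was also 2.04 higher on the log2 scale in rejecting than in accepted recipient spleen at 1 week. The median ratio of genes of similar intron length was therefore subtracted, an adjustment chosen after the data were seen. It left 0.70 for Pdcd1, 0.65 for Tox, 1.29 for Lag3, 0.52 for Fgl2, and 0.14 for Il2rb. The Tox value lies at percentile 72.8 and the Lag3 value at percentile 94.5 of the genes of similar intron length. Among genes with a mean of at least 100 CPM, the largest ratios included Kcnq5 (6.91), Oprm1 (8.12), and Gm36975 (10.96). The predicted genes Gm37240 and Gm26827, with 1115 and 1578 UMIs in rejecting kidneys against 1 and 2, had ratios of 13.42 (counting interval 10.94 to 18.72) and 12.92 (11.06 to 15.97). The lowest were Klf2 (−3.20), Hist1h2ap (−2.57), H2-Q7 (−2.35), Mndal (−2.33), and Tomm22 (−2.32).

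**Figure D3:**
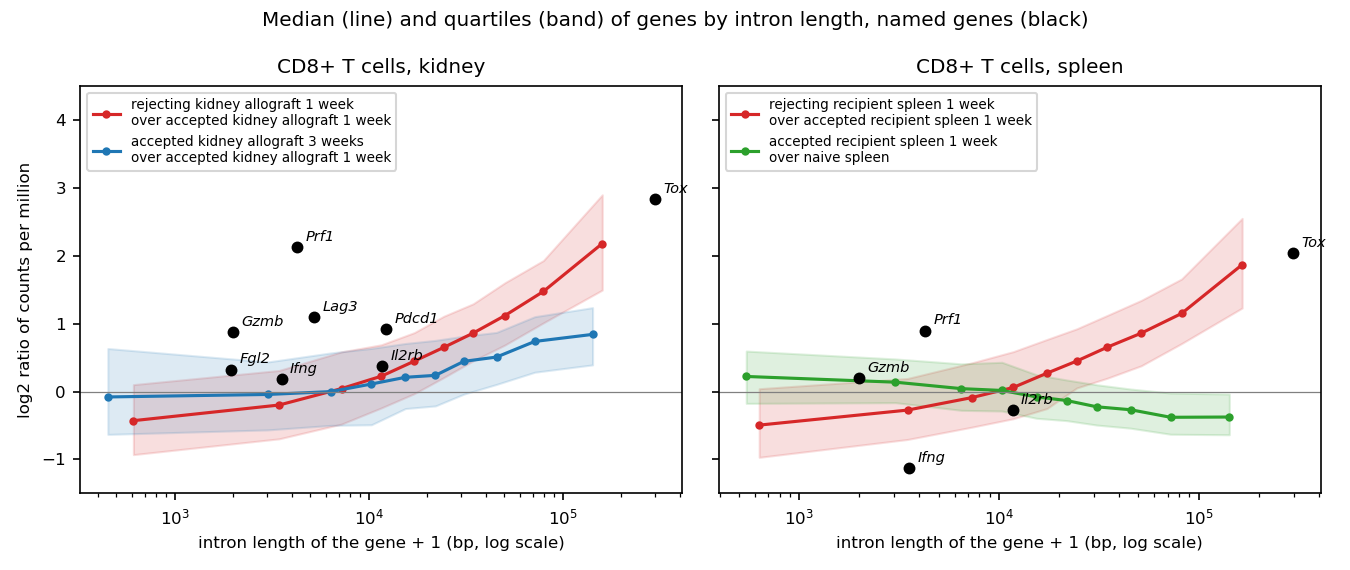
Log2 ratio of CPM (y axis) against intron length (x axis, log scale), with the median (line) and quartiles (band) of 10 groups of genes, and named genes in black for rejecting over accepted at 1 week. Red is rejecting over accepted at 1 week, blue is accepted kidney at 3 weeks over 1 week, and green is accepted recipient spleen at 1 week over naive spleen. The rejecting ratios climb with intron length in kidney and in spleen.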

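Against accepted kidneys at 3 weeks, the log2 ratio of rejecting kidneys was −2.07 for Fgl2, −0.82 for Il2rb, and −0.02 for Pdcd1. By edgeR, added after the data were seen, the fold change was −2.02 for Fgl2 (standard error 0.21, adjusted p = 1.42e-05), −0.82 for Il2rb (standard error 0.12, adjusted p = 0.000196), and −0.02 for Pdcd1 (standard error 0.17, adjusted p = 0.944). The median gene had a ratio of 0.32, and −0.19 under TMM on the summed counts. With TMM on the libraries, edgeR gave −2.35 for Fgl2, −1.16 for Il2rb, and −0.35 for Pdcd1 (adjusted p = 0.117), so the Pdcd1 difference did not pass the threshold either way. The other markers had ratios of 1.85 for Tox, 0.63 for Prf1, 0.62 for Gzmb, 0.26 for Lag3, and −0.10 for Ifng. Lag3 turned to −0.25 under TMM on the summed counts, and Ifng to 0.04 when each cell weighed the same. By edgeR, Gzmb (adjusted p = 0.0178) and Prf1 (adjusted p = 0.00209) passed the threshold. With TMM on the libraries they lost it (adjusted p = 0.272 and 0.0876). Ifng passed it with TMM on the libraries, at −0.44 (edgeR adjusted p = 0.00762, against 0.459 with plain totals). It also did in DESeq2, at −0.41 (adjusted p = 0.00379). Less the median of genes of similar intron length, Fgl2 was at −1.93, Il2rb at −0.89, Pdcd1 at −0.09, and Tox at 0.49. The largest ratios at this contrast included Hist1h3c (8.85), Gm36975 (8.29), and Oprm1 (7.77), besides Gm26827 and Gm37240 with 1 UMI each in accepted kidneys. The lowest were Ier5l (−3.86), Mndal (−3.36), Ccl5 (−3.28), Itgae (−3.24), and H2-Q7 (−2.99).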

Heatmap analysis of CD8^+^ T cell clusters showed the top differentially expressed genes at each time point after transplantation (Figure 2H). 

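Among genes that fell in CD8+ T cells of accepted kidneys from 1 to 3 weeks, the proliferation genes were the most changed. The log2 fold change was −3.87 for Mki67 (chromosome 7 of GRCm38, 135689784 to 135716361; standard error 0.18, adjusted p = 5.10e-10, edgeR), −2.88 for Top2a (0.15, 1.64e-09), and −5.63 for Stmn1 (0.18, 4.13e-11). It was −7.46 for Birc5 (chromosome 11, 117849251 to 117855743; 0.28, 8.24e-11) and −6.68 for Pclaf (0.21, 4.13e-11). For Hist1h1b it was −4.85 (0.16), for Hist1h1e −2.15 (0.12), and for Plac8 −1.72 (0.15), with adjusted p values from 4.13e-11 to 8.88e-08. The 5 lowest log2 ratios of summed counts among genes with a mean of at least 100 CPM were those of Birc5 (−7.62), Ube2c (−7.44), Pclaf (−6.79), Stmn1 (−5.74), and Hist1h1b (−4.95). All are measured on 3 mice at 1 week and 5 mice at 3 weeks.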

At 1 week, gene markers of proliferation (*Mki67*, *Top2a*, and *Stmn1*), cell cycle progression (*Birc5* and *Pclaf*), and chromatin binding (*Hist1h1b*, *Hist1h1e*, and *Plac8*) were some of the highest expressors. However, at 3 weeks, gene markers of CD8^+^ Tregs (*Fgl2* and *Il2rb*), tissue-resident memory T cells (*Itga1*, *Itgae*, *Cxcr6*, and *Runx3*), effector memory T cells (*Ccl5*, *Cd7*, and *Id2*), and genes associated with the apoptosis regulator (*Bcl2*) represented the highest expression. 

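The log2 fold change from 1 to 3 weeks was 1.21 for Il2rb (standard error 0.10, adjusted p = 4.40e-08, edgeR), and 0.83 under TMM. Of the tissue-resident memory genes, it was 3.07 for Itga1 (chromosome 13 of GRCm38, 114953096 to 115101964; standard error 0.17, adjusted p = 2.73e-09), 2.52 for Itgae (chromosome 11, 73090583 to 73147446; 0.19, 2.49e-08), 1.66 for Cxcr6 (0.15, 1.36e-07), and 1.95 for Runx3 (0.10, 1.23e-09). Of the effector memory genes, it was 1.45 for Ccl5 (0.30, 0.000461), 2.14 for Cd7 (0.23, 9.62e-07), and 1.59 for Id2 (0.11, 1.26e-08). With each mouse left out in turn, Ccl5 ranged from 1.06 to 1.90. Against the libraries labelled 24 weeks, the 3-week level of each of these 8 genes was higher. The log2 fold change from 3 to 24 weeks was −2.72 for Il2rb, −5.59 for Itga1, −4.15 for Itgae, −3.67 for Cxcr6, −2.81 for Runx3, −3.01 for Ccl5, −2.07 for Cd7, and −1.78 for Id2. Bcl2 changed by −1.94.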

By 24 weeks, gene markers of naive cells (*Lef1*, *Klf2*, *Satb1*, *Sell*, *Tcf7*, and *Ccr7*) and central memory T cells (*Sell* and *Il7r*) dominated the pool of highest expressors. 

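Satb1 and Ccr7 rose from 3 to 24 weeks, by log2 fold changes of 3.59 (standard error 0.12, adjusted p = 2.98e-12, edgeR) and 5.07 (0.15, 5.43e-13). Il7r rose by 0.96 (0.16, 6.88e-05), and by 0.88 to 1.14 with each mouse left out in turn. The highest log2 ratios of summed counts over 3 weeks, among genes with a mean of at least 100 CPM, included those of Dapl1 (7.46; chromosome 2 of GRCm38, 59484653 to 59505020), Lef1 (5.95), Tcf7 (4.83), and S1pr1 (4.62). The direction is that of the 24-week label.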

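Across 11693 genes tested in CD8+ T cells of accepted kidneys, 6251 genes were higher and 2516 genes lower at 3 weeks than at 1 week at an adjusted p under 0.05 (edgeR, n = 5 and 3 mice). The scaling moved these counts most, to 4112 higher and 4165 lower with TMM and to 3884 and 4068 with DESeq2. With the median shift of genes of similar intron length taken out, they were 4557 and 3708. With each mouse left out in turn, the plain scaling gave 5965 to 6245 higher and 2368 to 2606 lower genes. Bcl2 (chromosome 1 of GRCm38, 106538178 to 106714274) rose by 2.84 on the log2 scale (standard error 0.13, adjusted p = 5.10e-10) and Btg1 by 1.502 (standard error 0.10, adjusted p = 7.18e-09). The 5 highest ratios of summed counts were those of 2900026A02Rik (3.21), Itga1 (3.19), AC149090.1 (3.03), Bcl2 (2.92), and Itgae (2.65).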

Volcano plot analysis of CD8^+^ T cell clusters between 1-week, 3-week, and 24-week time points showed that gene expression of regulatory genes (*Il2rb*, *Fgl2*, *Bcl2*, and *Btg1*) and markers of tissue-resident memory T cells (*Itgae*, *Itga1*, and *Runx3*) were increased by 3 weeks when compared with 1 week (Supplemental Figure 3A). At 1 week, genes related to proliferation (*Mki67*, *Top2a*, *Pclaf*, and *Stmn1*) and cytotoxicity (*Nme2*) were elevated, as well as regulatory genes (*Ppia*, *Ran*, and *Tpt1*). 

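Nme2 (chromosome 11 of GRCm38, 93949814 to 93956259) changed by −1.62 on the log2 scale from 1 to 3 weeks (standard error 0.10, adjusted p = 4.33e-09, edgeR), Ppia by −1.20 (0.08, 1.11e-08), and Ran by −1.70 (0.10, 4.97e-09). Tpt1 (chromosome 14, 75845093 to 75848525) changed by −0.14 (standard error 0.08, adjusted p = 0.121) and stayed between −0.20 and −0.10 with each mouse left out in turn. It passed the threshold under TMM, with −0.52 (adjusted p = 0.000175), and in DESeq2, with −0.53 (adjusted p = 1.19e-09). It also did without the first mouse of 3 weeks (−0.18, adjusted p = 0.0310) or without the third mouse of 1 week (−0.20, adjusted p = 0.0210).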

Comparison of 3 and 24 weeks showed that regulatory/exhaustion–related genes (*Pdcd1*, *Fgl2*, and *Il2rb*) were more elevated at 3 weeks, while marker genes of naive phenotype and central memory cells (*Lef1*, *Klf2*, *Sell*, and *Tcf7*) were upregulated at 24 weeks (Supplemental Figure 3B). 

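Of 11617 genes tested between 3 and 24 weeks, 1933 genes were higher and 6610 genes lower in the libraries labelled 24-week kidney at an adjusted p under 0.05 (edgeR, n = 3 and 5 mice). DESeq2 gave 3541 and 3666, TMM 3689 and 3928, and the removal of the median shift of genes of similar intron length 3708 and 3862. Lef1 (chromosome 3 of GRCm38, 131110471 to 131224356) rose by 5.94 on the log2 scale (standard error 0.19, adjusted p = 1.10e-12), Klf2 by 3.64 (0.09, 1.72e-13), and Tcf7 (chromosome 11, 52252371 to 52283014) by 4.84 (0.11, 1.16e-13). The lowest ratios of summed counts were those of Ier5l (−8.51), Gzmb (−8.17), Pdcd1 (−8.05), 2900026A02Rik (−7.77), and Hspa1a (−7.17). In recipient spleens, 3102 of 10415 genes were higher and 3210 lower at 24 than at 3 weeks, and 2171 and 4680 with totals without mitochondrial and ribosomal protein genes.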

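CD8+ T cells of the libraries labelled 24-week accepted kidney lay nearest to 3-week recipient spleen, at a Euclidean distance of 11.5, and then to naive spleen, at 21.2. Their distance to 3-week accepted kidneys was 62.3. In log2 terms, the distance to 3-week spleen over that to 3-week kidneys was −2.44 for the summed cells and −2.10 ± 0.09 per mouse (SD, n = 3). Among cells with a CD8 UMI and no marker of other cells it was −2.38, an alternative chosen after the data were seen. Across genes, the changes from 3 to 24 weeks in kidney and in recipient spleen had a Spearman correlation of −0.544 and a Pearson correlation of −0.765, and 37.9% of the genes had the same sign. Genes are not independent replicates. The change differed between the tissues for 7765 of 11090 genes (edgeR interaction test, adjusted p under 0.05). RNA of the kidney parenchyma, summed over 17 listed genes that T cells hardly express, was at 0.308 CPM in these 24-week kidney libraries and at 11.1 CPM in 3-week kidneys.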

The renal CD8^+^ T cell population signatures at 1 and 3 weeks show similarity to the CD8^+^ T cell signature in 24-week recipient spleen; 24-week CD8^+^ T cells from accepted kidney samples showed similarity to naive, 1-, and 3-week recipient spleen samples (Supplemental Table 1 and Supplemental Figure 4, A–H).

### CD8^+^CD122^+^ T cells from accepted kidney allografts exhibit suppressive function.

We investigated the regulatory function of CD8^+^CD122^+^ T cells isolated from accepted kidney allografts for their ability to suppress proliferation of CD4^+^ T cells in vitro. FACS-isolated CD8^+^CD122^+^ T cells, CD8^+^CD122^–^ T cells, and CD4^+^CD25^+^ Tregs, cocultured with CellTrace Violet–labeled CD4^+^CD25^–^ T cells at various ratios, revealed that cells sorted from accepted kidney allografts significantly suppressed naive CD4^+^ T cell proliferation in a dose-dependent manner (suppressor/responder ratio = 2:1, 27.5%; 1:1, 23.5%; 0:1, 17.1%), although less effectively than CD4^+^CD25^+^ Tregs isolated from naive spleen (suppressor/responder ratio = 2:1, 60.8%; 1:1, 45.3%) (Supplemental Figure 5, A and B).

### CD8^+^ T cells are reprogrammed to an exhausted/regulatory-like phenotype in the graft.

To investigate the possibility of intragraft reprogramming of cytotoxic CD8^+^ T cells to an exhausted/regulatory state, we performed trajectory analysis of the scRNA-seq data using Monocle 3 (17–19), with a focus on the CD8^+^ T cell subcluster in accepted kidney allografts. This software platform allows for determining terminal cellular states, intermediate states, and potential starting states within the transplanted allografts. To perform an accurate trajectory analysis of T cells within the transplanted allograft, “cells of origin” were selected in Monocle 3 (17–19) (Figure 3A, indicated by red arrow). Using the cytotoxic CD8^+^ T cell cluster as the point of origin, trajectory analysis of the integrated scRNA-seq data set revealed multiple branches (black line) and termination points (gray circles). 

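Monocle 3 was not at hand, so diffusion pseudotime was computed on CD8+ T cells of accepted kidneys, with 2500 cells drawn per time point. Its cytotoxic root was the 1-week cell nearest the centre of the 1-week cells of the cytotoxic list. That cell was not required to meet the list itself. The median pseudotime was 0.0762 for the 1588 cells of the cytotoxic list and 0.0781 for the 601 exhausted cells. It was 0.0906 for proliferating cells. The pooled steps from cytotoxic to exhausted (0.00186) and to proliferating cells (0.0143) mix time points, so the steps were also taken within each mouse, a comparison chosen after the data were seen. The step to exhausted cells was 3.47e-05 ± 0.00246 at 1 week (SD, n = 3) and 0.000403 ± 0.00103 at 3 weeks (SD, n = 5), less than the spread between mice. To proliferating cells it was 0.0739 ± 0.00403 at 1 week (SD, n = 3), above 0 in 3 of 3 mice. By time point the median was 0.0239 at 1 week, 0.0798 at 3 weeks, and 0.120 at 24 weeks. The choice of root moved the order most. With a root nearest the centre of proliferating cells, these lay −0.102 from cytotoxic cells, which a root there gives by construction. With the cytotoxic root and 15 principal components, the pooled step to proliferating cells also reversed, to −0.0233. From its Monocle 3 trajectory, the paper states that cytotoxic cells evolved into the other subsets (Figure 3A).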

Cytotoxic CD8^+^ T cells evolved into proliferating T cells, exhausted T cells, and finally into *Il2rb*^+^*Fgl2*^+^ Tregs, tissue-resident memory T cells, effector memory T cells, and central memory T cells within the accepted kidney allografts (Figure 3A). Pseudotime analysis represents how quickly or slowly the cell type transitions to other states. 

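For the later subsets of accepted kidneys, the median diffusion pseudotime was 0.0810 for the 420 Il2rb+Fgl2+ cells, 0.0794 for the 1386 tissue-resident memory cells, and 0.0788 for the 2092 effector memory cells. These lay 0.00292, 0.00134, and 0.000757 above the exhausted cells. Within mice of 3 weeks, a comparison chosen after the data were seen, the step from exhausted cells was 0.000502 ± 0.00165 to Il2rb+Fgl2+ cells (SD, n = 5), with 3 of 5 mice above 0. It was −0.000708 ± 0.000866 to tissue-resident memory cells, with 1 of 5 mice above 0, and −0.00147 ± 0.00116 to effector memory cells, with 0 of 5 mice above 0. Within mice of 1 week it was 0.000492 ± 0.00349 to tissue-resident memory cells (SD, n = 3), with 1 of 3 mice above 0, and 0.000635 ± 0.00390 to effector memory cells, with 2 of 3 mice above 0. Pseudotime reads free RNA as well, and the lists overlap.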

Overlaying the pseudotime graphic with the UMAP of T cell subtypes, the transition from cytotoxic CD8^+^ T cells to exhausted CD8^+^ T cells occurred before the transition to *Fgl2*^+^*Il2rb*^+^ CD8^+^ Tregs, tissue-resident memory T cells, and effector memory T cells (Figure 3B). We next performed trajectory analysis of scRNA-seq data from rejecting kidney allografts and used cytotoxic CD8^+^ T cells as a point of origin. 

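In CD8+ T cells of rejecting kidneys, the median diffusion pseudotime from a cytotoxic root was 0.237 for cytotoxic cells (SD of library medians 0.0277, n = 2), 0.253 for exhausted cells, 0.225 for tissue-resident memory cells, and 0.246 for effector memory cells. Exhausted cells lay 0.0164 above cytotoxic cells when pooled, within that SD, and 0.0161 and 0.0374 above them within the libraries, a comparison chosen after the data were seen. The regulatory lists were met by few cells. The 103 cells of the Foxp3/Icos list had a median of 0.395 and the 59 Il2rb+Fgl2+ cells 0.384, which is 0.131 above exhausted cells. Proliferating cells, at 0.527, lay 0.290 above cytotoxic cells. With a root nearest the centre of proliferating cells they lay −0.218 from cytotoxic cells, which a root there gives by construction.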

Although we found that cytotoxic CD8^+^ T cells evolved into exhausted T cells and tissue-resident memory T cells within a week, they did not evolve into Tregs (Figure 3, C and D).

### Increased IFN-γ expression and production within the T cell population in accepted kidney allografts.

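Fgl2 was counted among the CD8+ T cells that met the cytotoxic list, which does not hold Fgl2. In accepted kidneys 9.83% ± 3.03 of these cells had a Fgl2 UMI after thinning at 1 week (SD, n = 3 mice) and 31.3% ± 1.82 at 3 weeks (SD, n = 5). The difference of 21.4 percentage points was larger than the spread between mice (exact permutation test, p = 0.0357, two-sided). Without thinning, the pooled shares were 23.6% and 54.6%. In rejecting kidneys at 1 week the pooled share was 8.79% after thinning and 18.8% before it. In the B cell–like cells of rejecting kidneys, with a median of 1585 UMIs against 1964 in the CD8+ T cells, it was 5.56%, and in those of naive spleen it was 0.0757%.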

Our scRNA-seq data showed that *Fgl2* is markedly elevated in graft-infiltrating cytotoxic CD8^+^ T cells by 3 weeks after transplantation, reflective of a regulatory-like phenotype. It has been shown that *Fgl2* expression can be driven by exposure to several cytokines, such as TNF-α and IFN-γ (20–22). Analysis of scRNA-seq data from the different time points after transplantation showed an increase in *Ifng* expression within the T cell and NK cell clusters (Figure 4, A and B). ELISPOT analysis of T cells isolated from accepted kidneys showed increased production of IFN-γ even in media-alone samples, which suggested that IFN-γ is actively produced by cells in tolerated kidney allografts even without in vitro antigen stimulation (Figure 4C). T cells from recipient spleens did not secrete IFN-γ in media alone (Figure 4C).

The importance of IFN-γ production in our kidney acceptance model was further assessed in DBA/2J kidneys transplanted into B6.*Ifng*^–/–^ (IFN-γ–KO) recipients (*n* = 3). These kidney allografts were rejected with an MST of 22 days (*P* = 0.007) (Figure 4D). Similar observations have been reported by Mele and colleagues when looking at spontaneous acceptance of liver allografts in IFN-γ–KO recipients (23). Our data suggest that IFN-γ is required to maintain kidney allograft acceptance. We hypothesize that sustained production of IFN-γ creates an intragraft environment favorable for the increased expression of *Fgl2* within infiltrating CD8^+^ T cells.

### FGL2 and CD8^+^ cells are not needed for the induction and maintenance of accepted kidney allografts.

Fgl2-KO mouse recipients were used to test the functional significance of the increased expression of *Fgl2*. Figure 4E shows that 2 out of 6 Fgl2-KO recipients rejected their kidney allografts, while 4 out of 6 survived over 60 days (Figure 4E) without rejection or renal dysfunction (Figure 4F). These data suggest that FGL2 is not essential for induction and maintenance of kidney allograft tolerance. We have shown that CD8^+^ T cells infiltrate the grafts as cytotoxic T cells, but are reprogrammed in situ to an exhausted/regulatory-like phenotype. This reprogramming would suggest that CD8^+^ T cells may not play a role in the induction and maintenance of kidney allograft tolerance. To test this, we transplanted DBA/2J kidneys into CD8-KO mouse recipients. CD8-KO mice reject skin and heart allografts (24). DBA/2J kidneys transplanted into CD8-KO B6 recipients were accepted long term (over 90 days) (Figure 4G), while DBA/2J heart allografts were rejected at similar rates in CD8-KO and WT recipients (Figure 4H). Kidney allografts obtained from CD8-KO recipients showed normal rTLO formation, with no signs of rejection (Figure 4I) and the absence of CD8^+^ cells (Figure 4J). These data show that CD8^+^ cells are not needed for kidney allotransplant tolerance.

### PD-1 is required for the maintenance of accepted kidney allografts.

To investigate whether T cell exhaustion plays a key role in kidney allotransplant tolerance, we transplanted renal grafts into B6.PD-1–KO recipients. In Figure 4K, we show that B6.PD-1–KO recipients rejected DBA/2J kidney allografts, with an MST of 21 days (*P* = 0.002). Pathological findings confirmed acute cellular rejection without rTLO formation (Figure 4L). These results suggest that the induction and maintenance of tolerance is lost in the absence of PD-1.

### Reprogramming of donor-reactive T cells following adoptive transfer in the presence of an accepted kidney allograft.

The next question is whether accepted kidney allografts can reprogram sensitized effector cytotoxic CD8^+^ T cells to provide a defense against tissue damage by converting pro-rejection immune cells to a benign, pro-tolerance cell type. Russell and colleagues previously reported that adoptive transfer of donor-sensitized cells did not cause rejection of tolerated kidneys, although they caused a transient renal dysfunction (15). Here, donor-sensitized T cells were isolated from the spleen of CD45.1 B6 recipients of DBA/2J skin grafts. The alloreactive T cells were adoptively transferred into kidney transplant CD45.2 B6 recipients that received DBA/2J kidney allografts 2 months earlier (Figure 5A). Donor alloreactivity of CD45.1^+^ T cells was confirmed by ELISPOT before adoptive transfer (Figure 5B). Flow cytometric analysis showed that the CD8^+^ T cell population represented 37% of total T cells, and 10% of CD8^+^ T cells were PD-1^+^ prior to adoptive transfer (Figure 5C).

In this experiment, the serum BUN and creatinine levels did not increase, but were maintained within normal range 14 days after adoptive transfer of sensitized cells (Supplemental Figure 6A). Histology showed fully formed rTLOs and no histologic signs of rejection (Figure 5D), similar to accepted kidney allografts that received no alloreactive T cells (4, 5). Remarkably, immunohistochemistry showed CD45.1^+^ cells mostly localized within the rTLOs of CD45.2 kidney allografts (Figure 5E).

T cells were purified from kidney allografts, spleens, and lymph nodes at a median time of 14 days after adoptive cell transfer. Flow cytometry showed the transferred cells migrated selectively into kidney allografts (0.35% of viable lymphocytes), compared with the spleen and lymph nodes (0.05% [*P* = 0.0182] and 0.12% [*P* = 0.0718], respectively) (Figure 5F). The percentage of CD8^+^CD45.1^+^ cells expressing PD-1 was significantly higher in the kidney allografts (93.6%) compared with spleen (20.7%, *P* < 0.0001), lymph node (11.3%, *P* < 0.0001), or the alloreactive cells prior to being adoptively transferred (9.1%, *P* < 0.0001) (Figure 5G). CD8^+^CD45^+^ cells isolated from DBA/2J kidney allografts at 1 week after transplantation that did not receive alloreactive donor cells had a similar level of PD-1 expression (90.5%, *P* = 0.9996) (Figure 5G). The increase in PD-1 expression in alloreactive CD8^+^ T cells infiltrating the kidney allograft occurred within 2 weeks, similar to the peak expression of *Pdcd1* at 3 weeks after transplantation in scRNA-seq analysis of the accepted kidney allografts.

Recipient-endogenous CD8^+^CD45.2^+^ T cells isolated from the kidney allografts represented 15.8% of viable lymphocytes, of which 79.1% were PD-1^+^ and less than CD8^+^CD45.1^+^ transferred T cells (*P* = 0.0630). In contrast, recipient-endogenous CD8^+^ T cells in the spleen and lymph nodes represented 4.2% and 10.7% of the viable lymphocytes, and only 3.2% and 3.1% of them were PD-1^+^, respectively (Figure 5, F and G).

### Reprogramming of donor-reactive T cells does not occur in the absence of an accepted kidney allograft.

The observation that adoptively transferred alloreactive T cells did not cause rejection in the presence of an already accepted kidney allograft suggests that cytotoxic T cells are being reprogrammed to an exhausted/regulatory-like phenotype that does not mediate tolerance, but permits it by inactivity. Here, we asked whether the presence of a kidney allograft was necessary for cytotoxic-to-exhausted/regulatory-like CD8^+^ T cell reprogramming.

To test this, we adoptively transferred donor-sensitized CD45.1^+^ cells into CD45.2 WT.B6 recipients 3 days prior to the transplantation of DBA/2J kidneys (Figure 6A). We showed that the transfer of alloreactive cells before a kidney is transplanted and developed rTLOs resulted in the rejection of 3 out of 4 allografts, with an MST of 8 days after transplantation (*P* = 0.036) (Figure 6B) and elevated BUN levels over 100 mg/dL (Supplemental Figure 6B). Histological analysis confirmed cellular graft rejection without rTLO formation (Figure 6C). Immunohistochemical staining with anti-CD45.1 antibodies showed a diffuse infiltrate of CD45.1^+^ cells within the graft (Figure 6D). This diffuse distribution of CD45.1-alloreactive cells contrasts with the localized distribution of CD45.1^+^ cells specifically in rTLOs when alloreactive cells were transferred into recipients 8 weeks after kidney transplantation (Figure 5E).

Recipients of adoptively transferred cells before kidney transplantation showed a significantly higher number of CD8^+^CD45.1^+^ and CD8^-^CD45.1^+^ T cells migrating in kidney allografts, spleen, and lymph nodes (CD8^+^CD45.1^+^: 4.64%, 0.38%, and 0.46%; CD8^-^CD45.1^+^: 1.70%, 0.27%, and 0.46%, respectively) than in recipients with a preexisting kidney transplant (Figure 6, E and F). Further analysis showed that CD8^+^CD45.1^+^ T cells infiltrating the kidney allografts following adoptive transfer before and after transplantation differed in CD122, Eomes, and Foxp3 expression. CD8^+^CD45.1^+^ cells infiltrating the kidney allograft were shown to express more CD122 and Foxp3 if the alloreactive T cells were adoptively transferred after transplantation versus if transferred before transplantation (10.8% and 11.3% versus 3.9% and 5.3%, *P* = 0.0280 and *P* = 0.0059, respectively) (Figure 6, G and H). Interestingly, if alloreactive cells were transferred before transplantation, infiltrating CD8^+^CD45.1^+^ cells showed greater Eomes expression when compared with alloreactive cells transferred after transplantation (54.7% versus 20.0%, *P* = 0.0075) (Figure 6, G and H). Expression of PD-1 was comparable between the 2 groups (93.6% versus 96.8%, *P* = 0.3039) (Figure 6H).

### Reprogramming of donor-reactive T cells does not occur in alloreactive T cells that lack IFN-γ receptor.

In Figures 5 and 6, we showed that adoptively transferring alloreactive T cells into a kidney allograft recipient did not cause rejection, but if alloreactive cells were adoptively transferred before the kidney was transplanted, rejection of the subsequent renal transplant occurred, suggesting that ongoing tolerance is required if the reprogramming of cytotoxic T cells to exhausted/regulatory-like cells is to occur. In addition, the observation that IFN-γ production was increased in renal allografts, as assessed by both scRNA-seq and ELISPOT (Figure 4, B and C), and that kidney transplantation into B6.IFN-γ–KO recipients resulted in rejection (Figure 4D), suggested to us a possible role of IFN-γ in the reprogramming of cytotoxic to exhaustion/regulatory-like CD8^+^ T cells.

To test this, we adoptively transferred donor-sensitized T cells that lack the IFN-γ receptor (CD45.2^+^ IFNGR-KO T cells) into CD45.1 B6 kidney allograft recipients that received DBA/2J kidney allografts 2 to 5 weeks earlier (Figure 7A). The donor alloreactivity of IFNGR-KO T cells was assessed by ELISPOT prior to adoptive transfer (Figure 7B).

To be consistent with the experiment outlined in Figure 5D, in which WT alloreactive T cells were adoptively transferred and the kidney graft was isolated at 14 days to assess pathology, a similar experiment was performed following the adaptive transfer of alloreactive IFNGR-KO T cells. Although the serum BUN and creatinine levels did not increase and were maintained within normal range 14 days after adoptive transfer of alloreactive T cells, histologic images of kidney allografts after adoptive transfer of donor-sensitized T cells showed signs of acute cellular rejection beginning at 2 weeks, characterized by multiple foci of interstitial inflammation, marked tubulitis, and the disruption of rTLOs (Figure 7, C–E). Glomerulitis was also present and was more prominent in adoptive transfer at 5 weeks after transplantation, suggesting an antibody-mediated component (H&E, ×200) (Figure 7E). Untreated kidney allografts at the same time point after transplantation showed intact rTLOs and no signs of rejection (Figure 7, F and G), similar to what was observed with adoptive transfer of WT alloreactive T cells (Figure 5D).

Flow cytometry showed the transferred CD8^+^ T cells migrated selectively into the kidney allografts (1.48% of viable lymphocytes), compared with the spleen and lymph nodes (0.26% and 0.19%, respectively) (Figure 7H). In addition, infiltrating CD8^+^ T cells from kidney allografts show higher levels of Eomes expression (Figure 7I), consistent with what we observed in rejecting grafts when alloreactive cells were transferred before transplantation (Figure 6, G and H).

### The T cell population in pancreatic and colorectal tumors also exhibits Cd8^+^Fgl2^+^Il2rb^+^ cells, similar to tolerant allografts.

While accepted kidneys develop rTLOs that may function to maintain tolerance to the graft, resulting in long-term survival, the tumor immune microenvironment is defined by the development of TLSs (25–27), similar to rTLOs found in kidney allografts and may serve a similar function — in other words, maintaining tolerance to the tumor. Therefore, we sought to define whether *Cd8*^+^*Fgl2*^+^*Il2rb^+^* cells, similar to those in accepted kidney allografts, could be found within the immune cell population in tumors. In Figure 8, we summarize the scRNA-seq data derived from 3 independent, spontaneous mouse tumors (2 pancreatic and 1 colorectal) (Supplemental Figure 7A). We observed that not only were the T cell clusters made up of exhausted T cells and Treg, but we also observed the presence of *Cd8*^+^*Fgl2*^+^*Il2rb^+^* cells (Figure 8, A and B and Supplemental Figure 7B) and increased *Ifng* expression (Figure 8C and Supplemental Figure 7B), similar to cells in tolerated kidney allografts. Interestingly, *Ifng*-expressing cells were densely located in Treg clusters, and their distribution was similar to that of *Fgl2^+^Il2rb^+^* cells. We performed trajectory analysis of the scRNA-seq data via Monocle 3 (17–19) to determine whether intratumor cytotoxic CD8^+^ T cells were also reprogrammed to an exhausted/regulatory state. Since no cytotoxic CD8^+^ T cells were identified in the scRNA-seq data set for KPC tumor, we used naive CD4^+^ and CD8^+^ T cells as the point of origin for our analysis for that sample and found that these cells evolved into CD4^+^ and CD8^+^ Tregs within the tumor (Figure 8D). Using cytotoxic CD8^+^ T cells as the point of origin for Panc02 and mc38 tumors, these cells evolved into CD8^+^ exhausted T cells, Tregs, and finally, naive cells (Figure 8D). PCA and sample-to-sample distance analyses comparing tumor data sets with kidney and spleen data sets revealed that 2 of the 3 tumor data sets were strongly associated with accepted kidney allografts at 1 to 3 weeks after transplantation. One tumor data set, in which naive and central memory cells were the major cell populations, was associated with accepted kidney allografts at 24 weeks after transplantation (Supplemental Figure 7, C and D).

## Discussion

Our previous studies have shown that, in certain murine strain combinations, kidney allografts are accepted without the use of immunosuppressive drugs (4, 5, 7, 15, 28). These accepted allografts are characterized by the presence of TOLS, novel regulatory TLOs that form perivascularly and comprise various immune cells (4–6). We have also shown through bulk mRNA and scRNA-seq analyses that CD8^+^ T cells were the abundant cell type early after transplantation (i.e., at 1 and 3 weeks) and then decreased with time (i.e., by 6 months), while the B cell signature increased and Tregs remained constant (5, 6). These findings were corroborated by flow cytometric and immunohistological analyses (5, 6).

In the current study, we more specifically characterized the infiltrating CD8^+^ T cell population using scRNA-seq on CD45^+^ sorted cells isolated from accepted or rejecting renal allografts at 1 week, and accepted kidneys at 3 weeks and 24 weeks after transplantation. scRNA-seq data revealed, in accepted kidneys, a temporal shift of kidney allograft–infiltrating CD8^+^ T cells from a cytotoxic phenotype at 1 week to an exhausted/regulatory-like one by 3 weeks after transplantation. We have termed this process “defensive tolerance.”

The current study revealed that cytotoxic markers (*Gzmb* and *Ifng*) and proliferating T cell markers (*Mki67* and *Top2a*) were highly expressed within the CD8^+^ T cell population as early as 1 week after transplantation. These transcripts then decreased by 3 weeks. At the same time, the expression of exhaustion/regulatory markers (*Fgl2*, *Il2rb*, *Pdcd1*, *Tox*, and *Lag3*) and effector memory CD8^+^ T cell markers (*Id2* and *Ccl5*) were significantly increased. In addition, tissue-resident memory T cell markers (*Itga1*, *Itgae*, *Cxcr6*, and *Runx3*) were significantly elevated at 3 weeks. By 24 weeks, expression of cytotoxic and exhaustion/regulatory markers were reduced. However, memory and naive T cell markers (*Lef1*, *Klf2*, *Sell*, *Ccr7*, *Il7r*, and *Tcf7*) were highly expressed. Trajectory analysis confirmed the intragraft reprogramming of infiltrating cytotoxic CD8^+^ T cells to exhausted/regulatory-like CD8^+^ T cells. In contrast, the CD8^+^ T cell cluster in the recipient spleen expressed regulatory and exhausted markers only at 24 weeks. Neither cytotoxic nor exhaustion/regulatory markers were expressed in the naive spleen.

One of the genes found to be highly expressed at 3 weeks after transplantation, especially within the CD8^+^ T cell cluster, is *Fgl2*. This gene encodes fibrinogen-like protein 2 and has been shown to be secreted by CD8^+^ Tregs (10, 11). In the present study, *Fgl2* expression was notably elevated in accepted kidney allografts at 3 weeks after transplantation when rTLOs were fully formed, while in the spleen, it was barely elevated in the early stages and only late in the process. However, 4 out of 6 Fgl2-KO recipients did not reject their kidney transplants. This indicates that the expression of *Fgl2* within the CD8^+^ T cell population does not directly contribute to the maintenance of allotransplant tolerance. Thus, our finding of elevated *Fgl2* expression results from the immune microenvironment in the accepted kidney, such as increased levels of IFN-γ, a cytokine shown to induce *Fgl2* expression (20–22). Our finding that T cells in the accepted kidney allografts increase IFN-γ secretion despite the absence of antigen stimulation corroborates prior studies that showed that IFN-γ abundance drives Tregs to restrain tumor-specific T cell function in tumor-draining lymph nodes or the tumor microenvironment (29, 30), that IFN-γ is secreted by inducible Tregs and has a crucial role in allografts tolerance (31–34), and that CD8^+^ central memory cells promote tolerance in a murine lung transplantation model through TNF-α– and IFN-γ–mediated mechanisms (35). To determine whether CD8^+^ T cells are required for the induction and maintenance of kidney allograft tolerance, we transplanted DBA/2J kidneys into B6.CD8-KO recipients. In our study, DBA/2J heart allografts were rejected in these KO mice, but the kidney allograft was accepted long term. These data demonstrate that CD8^+^ T cells are not needed for the induction and maintenance of kidney allograft tolerance in our model. Our finding that PD-1–KO recipients reject kidney allografts confirmed that T cell exhaustion is essential for kidney allograft tolerance. Furthermore, our current study revealed that reprogramming of donor-reactive T cells is mediated by IFN-γ, as shown by the adoptive transfer of donor-sensitized IFNGR-KO T cells that resulted in graft rejection. These results show that the CD8^+^ T cells possess the capacity to reject transplants, but are prevented from rejecting allografts by reprogramming that occurs within the accepted kidney to exhausted/regulatory-like cells via an IFN-γ–mediated mechanism, rendering them innocuous via a process we call “defensive tolerance.”

To assess whether accepted kidney allografts can defend against presensitized cells, we adoptively transferred donor-alloreactive CD45.1^+^ T cells into CD45.2 B6 recipients before or after the transplantation of DBA/2J kidney allografts. While transfer of the alloreactive T cells prior to renal transplantation resulted in the loss of spontaneous acceptance of the kidney, rejection was not observed if the adoptive transfer of alloreactive cells occurred after the kidney transplant had developed rTLOs. In these experiments, isolation of CD45.1^+^ T cells from an accepted kidney versus a rejecting graft showed a higher percentage of CD122^+^PD-1^+^ CD8^+^ T cells, known as regulatory-like CD8^+^ T cells (16, 36). In contrast, Eomes^+^PD-1^+^ CD8^+^ T cells, known as exhausted CD8^+^ T cells (37, 38), were more prevalent in rejecting allografts. Whether these divergent populations can be used as reliable biomarkers to assess if an allograft is undergoing the process of acceptance versus rejection is a focus of ongoing investigation.

We believe that “defensive tolerance,” which can protect normal allografts from rejection, has similarities with tolerance that are mediated by malignant tumors. In our scRNA-seq analysis of T cells from spontaneous murine tumor models, we found exhausted and regulatory-like T cells, including *Cd8*^+^*Fgl2*^+^*Il2rb^+^* cells. We hypothesize that in the models of both spontaneous acceptance of kidney allografts and spontaneous murine tumors, infiltrating proinflammatory cells are reprogrammed to innocuous cells because of the pro-tolerance microenvironment that consists of regulatory TLOs. One might further postulate that the establishment of “defensive tolerance” may contribute to the exhaustion or dysfunction that is observed in CAR-T cells when targeting solid tumors (39–41).

In summary, reprogramming of infiltrating cytotoxic CD8^+^ T cells to an exhausted/regulatory-like phenotype occurs within the accepted kidney allograft mediated by IFN-γ. A “tolerant” environment must be in place for reprogramming to occur. Adoptive transfer of alloreactive T cells before the transplantation of kidney allografts results in rejection. We believe that the reprogramming of cytotoxic CD8^+^ T cells into innocuous cells results from what we have termed “defensive tolerance.” Our further understanding of how this reprogramming is accomplished in some allografts or tumors has implications for designing more effective, clinically applicable treatment protocols for achieving allotransplant tolerance, as well as giving us an understanding of tumor immunobiology.

## Methods

### Sex as a biological variable.

Our study exclusively examined male mice. We have done some kidney allotransplants using female recipients and have obtained similar results with regards to the induction of tolerance, but there was greater variability regarding survival rates, not due to rejection of the renal allograft, but from technical complications resulting from our DBA/2J-to-B6 kidney transplantation technique when using female recipients.

### Mice.

The C57BL/6J (B6, H2^b^), DBA/2J (H2^d^), B6.129S2-*Cd8a^tm1Mak^*/J (CD8-KO), B6.129S7-*Ifng^tm1Ts^*/J (IFN-γ–KO), B6.Cg-*Pdcd1^tm1.1Shr^*/J (PD-1–KO), B6.*Ptprc*^a^ *Pepc*^b^/BoyJ (CD45.1), B6.129S7-*Ifngr1^tm1Agt^*/J (IFNGR-KO), B6.129S6(Cg)-*Ptf1a^tm2(cre/ESR1)Cvw^*/J, B6.129P2-*Trp53^tm1Brn^*/J, and B6.129S4-*Kras^tm4Tyj^*/J strains were purchased from The Jackson Laboratory. The B6.*Fgl2*^–/–^ (Fgl2-KO) mice were a gift from Mandy Ford (Emory University School of Medicine, Atlanta, Georgia, USA) and Vijay Kuchroo (Harvard Medical School and Brigham and Women’s Hospital, Boston, Massachusetts, USA). All mice were maintained under pathogen-free conditions in filter-top cages throughout the experiments with an automatic water system and were cared for according to methods approved by the American Association for the Accreditation of Laboratory Animal Care.

### Kidney transplantation.

Kidney transplantation was performed as detailed previously (28). In brief, a cuff of the aorta and inferior vena cava was anastomosed in an end-to-side manner. The ureter was anastomosed to the urinary bladder. A bilateral nephrectomy was also simultaneously performed.

### Skin transplantation.

Full-thickness skin allografts (1 cm × 1 cm) harvested from donor mice were transplanted to the recipient’s lateral flank and were held in place by sutures. A gauze dressing was maintained for 7 days after the transplantation to prevent the graft from being dislodged. Graft survival was monitored by daily visual inspection, and rejection was determined when greater than 80% of the graft became necrotic.

### Heart transplantation.

Mouse hearts were transplanted to a heterotopic abdominal location with appropriate microsurgical anastomoses as previously described (42). DBA/2J donor hearts were transplanted into C57BL/6J or B6.CD8-KO recipients. Transplanted hearts were monitored by direct transabdominal palpation at least twice a week. The vigor of contraction of the transplants was recorded on a scale of 0–3+ (43).

### Histological and immunopathological analysis.

Sagittal sections of allografts were fixed in formalin and sections were stained with hematoxylin and eosin (H&E) and periodic acid–Schiff (PAS). Immunohistochemistry was performed using anti-Foxp3 (FJK-16s, Invitrogen/Thermo Fisher Scientific, 14-5773-37), individually and as a double stain with anti-CD3 (polyclonal, DAKO Agilent, A045201-2). Other antibodies included anti-CD8 (4SM15, Invitrogen/Thermo Fisher Scientific, 14-0808-82) and anti-CD45.1 (A20, Abcam, ab25078). Pathologic evaluation was done using an Olympus BX53 microscope equipped with a digital camera (DP76, Olympus).

### Isolation of kidney and spleen cells.

Prior to tissue collection, the kidney was perfused using a collagenase solution (2 mL of 1× HBSS, 1 mL of collagenase A, and 3 μL of DNase I). The kidney tissue was harvested, manually ground down, and digested in the collagenase solution. The remaining undigested tissue was manually ground down using a 70-μm strainer, washed 3 times, and resuspended using FACS buffer. The spleen was collected in RPMI and then ground down using a syringe and 70-μm strainer. One milliliter of ACK Lysis Buffer (Gibco/Thermo Fisher Scientific) was added to remove red blood cells from the spleen. Cells were washed 3 times and resuspended in FACS buffer.

### Flow cytometry analysis.

Cells were collected at scheduled time points and stained with viability dye (eFlour 506, 1:1,000 dilution; Invitrogen, L34976 A). After viability staining, CD16/32 Fc Block (1:100 dilution; BioLegend, 101302) was added to each sample for a 5- to 10-minute preincubation step. After Fc Block, 2 staining panels were created using conjugated monoclonal antibodies. One panel consisted of anti-FGL2 (Alexa Fluor 488; Invitrogen, PA5-71472), anti–PD-1 (PE-Cy7; Biolegend, 109109), anti-CD122 (BV421; BD Biosciences, 562960), anti-CD45.1 (Percp-Cy5.5; BioLegend, 110727), and anti-CD4 (APC-Cy7; BioLegend, 100413). The other panel consisted of anti-FGL2 (Alexa Fluor 488), anti–PD-1 (PE-Cy7), anti-CD122 (BV421), anti-CD45.1 (Percp-Cy5.5), and anti-CD8a (APC-Cy7; BioLegend, 100713). The surface markers were added to the samples at a 1:200 dilution for each antibody for 30 minutes (Supplemental Table 2). Following incubation of the surface markers, anti-Foxp3 (APC; Invitrogen, 17-5773-80) and anti-Eomes (PE; BioLegend, 157705) intracellular staining was performed. The samples were resuspended in FACS buffer and analyzed via flow cytometry on a BD Biosciences FACSVerse instrument. Gating strategies were controlled using fluorescence-minus-one (FMO) controls and universal negatives (Supplemental Figure 8). For negative controls, unstained cells or cells stained with each isotype-controlled monoclonal antibody were utilized. All samples were analyzed on a FACSVerse with FlowJo software (Tree Star). Figures from flow cytometry are representative of triplicate samples.

### scRNA-seq of kidney allografts and spleen.

Isolated kidney or spleen cells were sorted for viable CD45^+^ cells via flow cytometry using an anti-CD45 antibody (BioLegend, 103114) and a fixable viability dye (Invitrogen, L34976 A). These cells were used to construct scRNA-seq libraries on a 10× Genomics Chromium instrument using a Chromium Next GEM Single Cell 3′ kit, which were sequenced in paired-end fashion (44) on an Illumina HiSeq 2500 instrument to a depth of approximately 100 million read pairs per sample.

### Bioinformatics analyses of scRNA-seq data of kidney allografts and spleen.

The raw sequencing data underwent initial mapping and processing using the CellRanger package (10× Genomics). The resulting read counts were further analyzed using Seurat (45, 46) and Monocle 3 (17–19). This included filtering cells by the number of unique molecular identifiers (UMIs), mitochondrial content, and number of expressed genes and further normalization and scaling of read counts. Data sets for various time points (1 week, 3 weeks, and 24 weeks for accepted recipient and 1 week for rejecting recipient) and biological replicates (*n* = 3 at 1 week, *n* = 5 at 3 weeks, and *n* = 3 at 24 weeks) were integrated, followed by PCA, generation of UMAP plots, and cell clustering using Seurat functions with default parameters. All mouse replicates were integrated using Seurat after scRNA-seq was performed. This creates a data object for all pooled samples together. While each mouse is a separate sample, replicates in a single time point are pooled and compared between other time points. Annotation of cell types was performed manually by investigating canonical markers in the literature. Gene expression analysis across time and cluster type was performed using Seurat software (45, 46) and Nebulosa packages (47).

Integrated data from Seurat analysis were then transformed into a Monocle 3 object, including expression data and cell-level metadata using the as.cell_data_set function to allow trajectory analysis. This object underwent further analysis, including unsupervised clustering of cells using the cluster_cells function and updating the Monocle 3 object. Next, the Monocle 3 object underwent analysis using the learn_graph function to determine the biological program of gene expression for the scenario in question and, therefore, learned the trajectory of cells through this higher-dimensional space. Lastly, the order_cells function chooses root states using the interactive Monocle 3 online software and determines the pseudotime values based on the object produced using the learn_graph function. When this was complete, various qualitative graphs were produced to illustrate the trajectories of cell types in a larger population.

### scRNA-seq data of KPC tumor.

A mouse model of pancreatic ductal adenocarcinoma was employed that combined the tamoxifen-inducible pancreatic acinar cell–specific expression of Cre recombinase (*Ptf1a*-CreER) with the expression of oncogenic Kras^G12D^ (LSL-Kras^G12D^) and heterozygous loss of *Tp53^+/fl^* (48–50). Mice were administered tamoxifen at 6 weeks of age and tumors harvested for scRNA-seq analysis at 6 months of age. Approximately 50 mg of tumor was enzymatically disassociated in RPMI containing 0.1 mg/mL DNase I (Roche), 0.2 mg/mL collagenase P (Roche), 0.1 mg/mL Dispase (Gibco/Thermo Fisher Scientific), and 2% fetal bovine serum (FBS). The cell suspension volumes were calculated for a target cell recovery of between 4,000 and 8,000 cells and loaded on the Chromium instrument using the 10× Genomics Chromium Single Cell 3′ Reagents v3 kit according to the manufacturer’s guidelines. Purified cDNAs were quantified using High Sensitivity D5000 ScreenTapes and Reagents on an Agilent Tapestation (Agilent). The final single-cell 3′ libraries were quantified using an Agilent Tapestation with High Sensitivity D1000 ScreenTapes and Reagents. Libraries were loaded at 160 pM on an Illumina cBOT and sequenced on a HiSeq 4000 for 28 base pairs on the first read, followed by an 8–base pair index read, and a 91–base pair second read, using 2 HiSeq 4000 SBS kits, 50 cycles. Illumina Real Time Analysis software was employed to generate sequence intensity files that were then demultiplexed and aligned to the human genome, version hg38, using the 10× Genomics CellRanger v3.0.1 software package.

### Bioinformatics analyses of scRNA-seq data of tumor data sets.

Tumor-infiltrating immune cells in the pancreatic cancer cell (Panc02-SIY) data sets GSM6048775, GSM6048776, GSM6048777, and GSM6048778 contained in data set GSE201026 (51), and colon cancer cell (mc38) data sets GSM5460383, GSM5460384, GSM5460385, and GSM5460386 contained in data set GSE180296 (52), were downloaded from the NCBI Gene Expression Omnibus (GEO). Cells from tumor data sets were included with the following exclusion criteria: (a) cells with greater than 10% mitochondrial genes (b), cells expressing fewer than 200 genes or more than 7,000 genes, and (c) cells with fewer than 1,000 UMIs or greater than 40,000 UMIs, and further normalization and scaling of read counts. Data sets were individually integrated, followed by PCA, generation of UMAP plots, and cell clustering using Seurat functions with default parameters. Annotation of cell types was performed manually by investigating canonical markers in the literature. Gene expression analysis in T cell subsets was performed using Seurat software (45, 46), Nebulosa packages (47), and Monocle 3 packages (17–19).

### Adoptive cell transfer.

To isolate identifiable donor-sensitized cells, DBA/2J skin grafts were transplanted into B6.*Ptprc*^a^ *Pepc*^b^/BoyJ (CD45.1) or B6.129S7-*Ifngr1^tm1Agt^*/J (IFNGR-KO) mice. Donor-sensitized recipient spleen cells were isolated 30 days after the skin allograft was rejected. The cells were sorted using a pan-T cell isolation kit (Miltenyi Biotec) according to the manufacturer’s protocol. Sorted cells were resuspended in RPMI and then injected intravenously into WT CD45.2 B6 recipient or B6.*Ptprc*^a^ *Pepc*^b^/BoyJ (CD45.1) through the tail vein. Cells (2 × 10^6^) were injected approximately 2 months after kidney transplantation or in untreated recipient mice 3 days prior to the kidney transplantation. Serum BUN and creatinine levels were monitored before and after the adoptive cell transfer of alloreactive T cells to ascertain kidney function. Cells were recovered from kidney allograft, spleen, and mesenteric lymph nodes 14 days after adoptive transfer or when mice were euthanized due to kidney allograft rejection and analyzed by flow cytometry. Pathological examination was performed on kidney allograft samples.

### ELISPOT.

IFN-γ–producing cells were quantified using the mouse IFN-γ ELISpot kit (R&D Systems) according to the manufacturer’s instructions. The cells were sorted using a Pan T Cell Isolation Kit (Miltenyi Biotec) or CD8^+^ T Cell Isolation Kit (Miltenyi Biotec) according to the manufacturer’s protocol. A total of 5 × 10^5^ T cells or CD8^+^ T cells enriched from spleen cell suspensions of the donor-sensitized mouse or kidney allografts and recipient spleen in kidney-transplanted recipients were placed in each antibody-precoated well and were cocultured with intact donor (DBA/2J) and self (B6) splenocytes at 37°C in 5% CO_2_. After 48 hours of incubation, biotinylated anti–IFN-γ antibodies were added overnight and then detected with streptavidin-conjugated alkaline phosphatase and 5-bromo-4-chloro-3′-indolylphosphate *p*-toluidine salt/nitro-blue tetrazolium chloride (BCIP/NBT) substrate. Resulting spots representing IFN-γ–producing responders were counted and analyzed by ImmunoSpot Analyzer (Cellular Technology Limited).

### Suppression assay.

Isolated cells from accepted kidney allografts at 3 weeks after transplantation were sorted for viable CD8^+^CD122^+^ or CD8^+^CD122^–^ T cells via flow cytometry using an anti-CD8 antibody (APC-CY7), anti-CD122 antibody (BV421), and a fixable viability dye (eFlour 506, 1:1,000 dilution; Invitrogen, L34976 A). Splenic CD4^+^CD25^–^ responder cells purified from naive mice were labeled using the CellTrace Violet kit (Thermo Fisher Scientific). The cells were cocultured with CD8^+^CD122^+^ or CD8^+^CD122^–^ T cells from accepted kidney allografts or splenic CD4^+^CD25^+^ Tregs from naive mice with or without anti-CD3/anti-CD28 beads (Dynabeads, Gibco) for 72 hours. Cells were retrieved and analyzed by flow cytometry. Labeled cells with dilute fluorescence were considered proliferating cells.

### Statistics.

Data are presented as mean ± standard deviation (SD) for technical replicates and mean ± SEM for biological replicates. Variables among groups were compared using the 2-tailed Student’s *t* test for comparison of 2 conditions and 1-way ANOVA test for comparison of more than 2 conditions. A *P* value of less than 0.05 was considered significant. Allograft survival curves were constructed by the Kaplan-Meier method, and comparisons were performed using the log-rank test. These analyses were performed with Prism v10.0 (GraphPad Software) and SPSS Statistics v28.0 (IBM).

### Study approval.

All research with animal models was subject to prior review and approval and conducted in compliance with institutional guidelines set forth by the Animal Care and Use Committees of the Massachusetts General Hospital.

### Data availability.

Raw and processed scRNA-seq data have been deposited in the NCBI GEO database (GSE252337) .All other raw data are provided in the Supporting Data Values file. Other data are available upon reasonable request from the corresponding authors, subject to institutional review and approval.

## Author contributions

TY and AA conceptualized the study. TY, ESS, IR, MTG, ASL, TB, DAR, MP, PSR, JCM, RBC, and AA developed the methodology. TY, ESS, IR, MTG, ASL, TB, DAR, MP, JA, PSR, JCM, RBC, and AA conducted experiments. TY, ESS, IR, MTG, ASL, TB, DAR, MP, and AA analyzed the data. TY, ESS, and AA wrote the original draft of the manuscript, which was reviewed and edited by TY, ESS, IR, MTG, ASL, TB, DAR, MP, JA, ABC, PSR, JCM, RBC, and AA. TY, JCM, RBC, and AA acquired funding. AA supervised the study.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
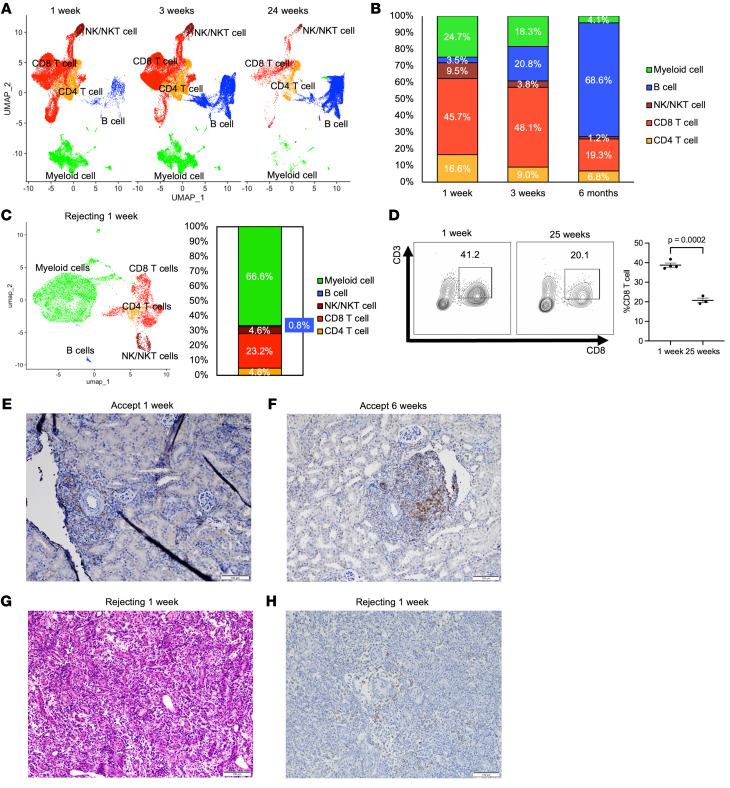
scRNA-seq and flow cytometry show that CD8^+^ T cells constitute the significant population of infiltrating immune cells in the early stages of kidney allograft acceptance. (**A–C**) UMAP plots (**A** and **C**) and bar graphs (**B** and **C**) of immune cell populations at each time point in scRNA-seq data of accepted kidney allografts (**A** and **B**) and rejecting kidney allografts at 1 week after transplantation (**C**). (**D**) Flow cytometric analysis of CD8^+^ T cells in accepted kidney allografts at 1 week and 25 weeks after transplantation. Data are represented as mean ± SEM, compared by 2-tailed Student’s *t* test. (**E–H**) Histopathological findings in accepted kidney allografts at 1 week (**E**) and 6 weeks (**F**) after transplantation and rejecting kidney allografts at 1 week (**G** and **H**) after transplantation. (**E**, **F**, and **H**) Immunohistochemistry of CD8 staining. (**G**) H&E staining. Scale bars: 100 μm.

**Figure 2:**
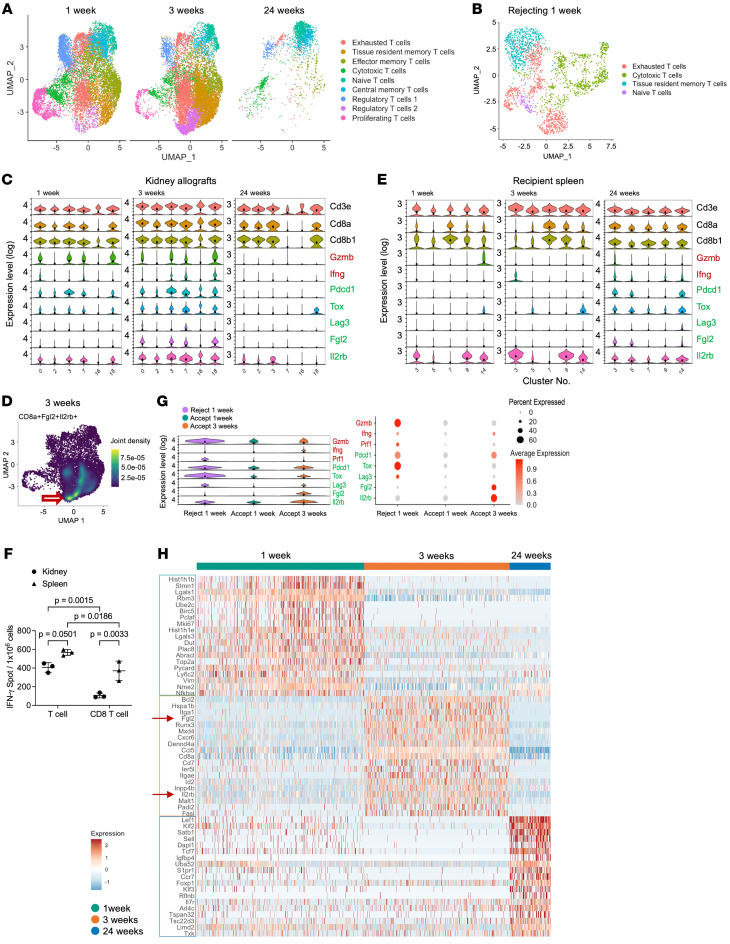
Intragraft gene expression within the CD8^+^ T cell clusters in accepted kidney allografts shows changes from a cytotoxic to an exhausted/regulatory-like phenotype. (**A** and **B**) UMAP plots of CD8^+^ T cell cluster subsets at each time point in accepted kidney allografts (**A**) and rejecting kidney allografts at 1 week (**B**). (**C** and **E**) Violin plots of cytotoxic (red) and exhaustion/regulatory (green) genes in CD8^+^ T cell clusters in accepted kidney allografts (**C**) and accepted recipient’s spleen (**E**). The vertical axis indicates log-ranked gene expression levels. Mean expression levels are indicated as black points. (**D**) Density plot of *CD8a*^+^*Fgl2*^+^*Il2rb*^+^ cells in accepted kidney allografts at 3 weeks after transplantation. (**F**) Bar graph shows ELISPOT analysis of IFN-γ production in T cells and CD8^+^ T cells obtained from accepted kidney allograft and recipient’s spleen at 24 weeks after transplantation. Data are represented as mean ± SD, compared by 2-way ANOVA test. (**G**) Violin plot and dot plot of cytotoxic (red) and exhaustion/regulatory (green) genes in CD8^+^ T cell clusters, comparing rejecting grafts at 1 week and accepted kidney allografts at 1 and 3 weeks. The black dot in violin plots indicates the mean value of expression levels. (**H**) Heatmap of top differentially expressed genes in CD8^+^ T cell clusters at each time point in accepted kidney allografts.

**Figure 3:**
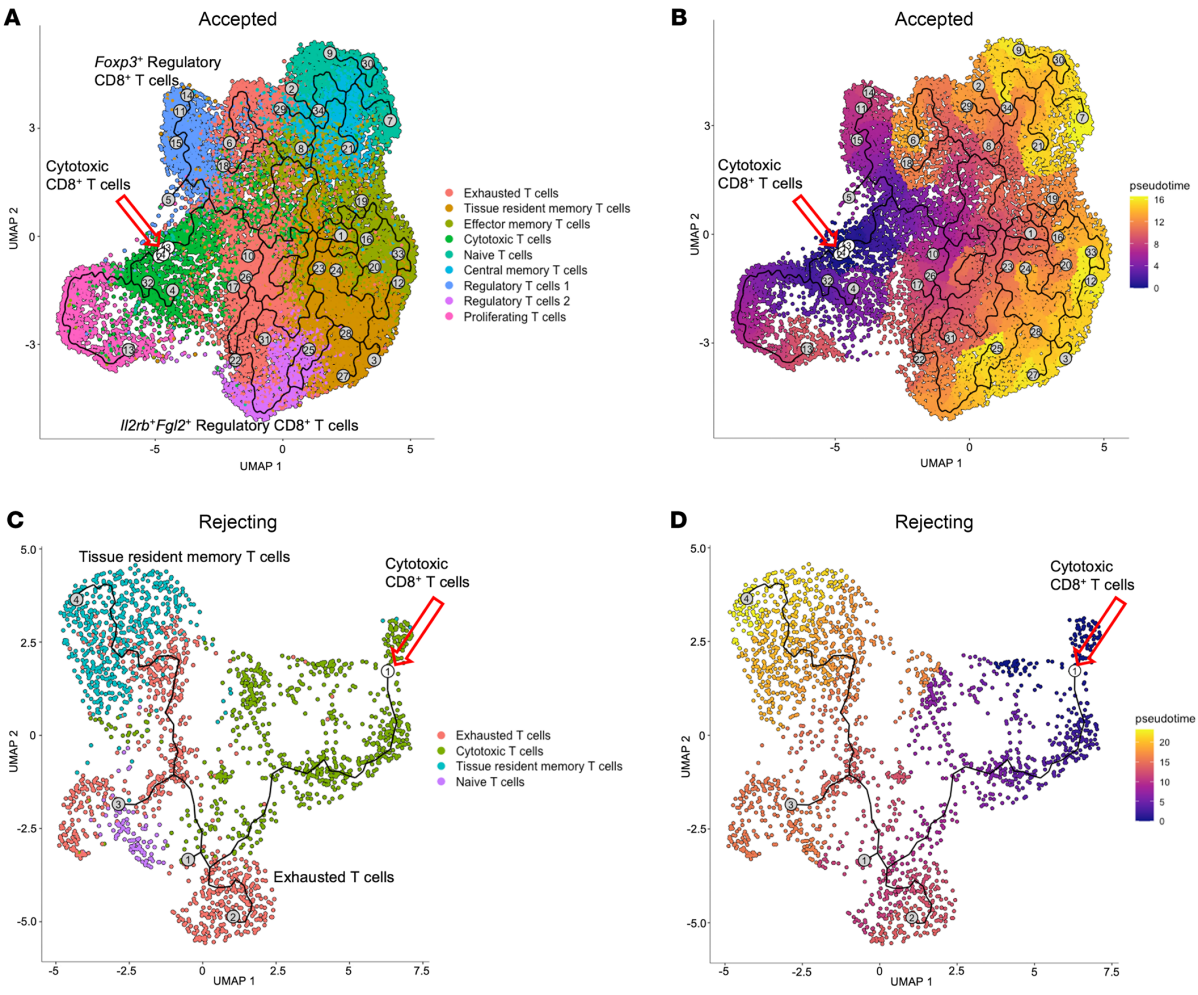
CD8^+^ T cells are reprogrammed to an exhausted/regulatory-like phenotype in the graft. (**A**–**D**) Trajectory analysis of CD8^+^ T cells in accepted kidney allografts (**A** and **B**) and rejecting kidney allografts (**C** and **D**). (**A** and **C**) Monocle 3 map illustrating trajectory nodes and origin cells (cytotoxic CD8^+^ T cells) on the CD8^+^ T cell data set. The red arrow points to nodes within the Monocle data set chosen as the origin cells, represented by the cytotoxic CD8^+^ T cell population. Gray circles represent termination states of cell trajectories. (**B** and **D**) Pseudotime analysis for CD8^+^ T cell populations. The red arrow pointing to the white circle represents the origin point (cytotoxic CD8^+^ T cells). Gray circles represent termination states of cell trajectories. Pseudotime is overlaid on the UMAP plot on a gradient color scale (purple to yellow representing less time to longer time needed to reach a given state, respectively).

**Figure 4:**
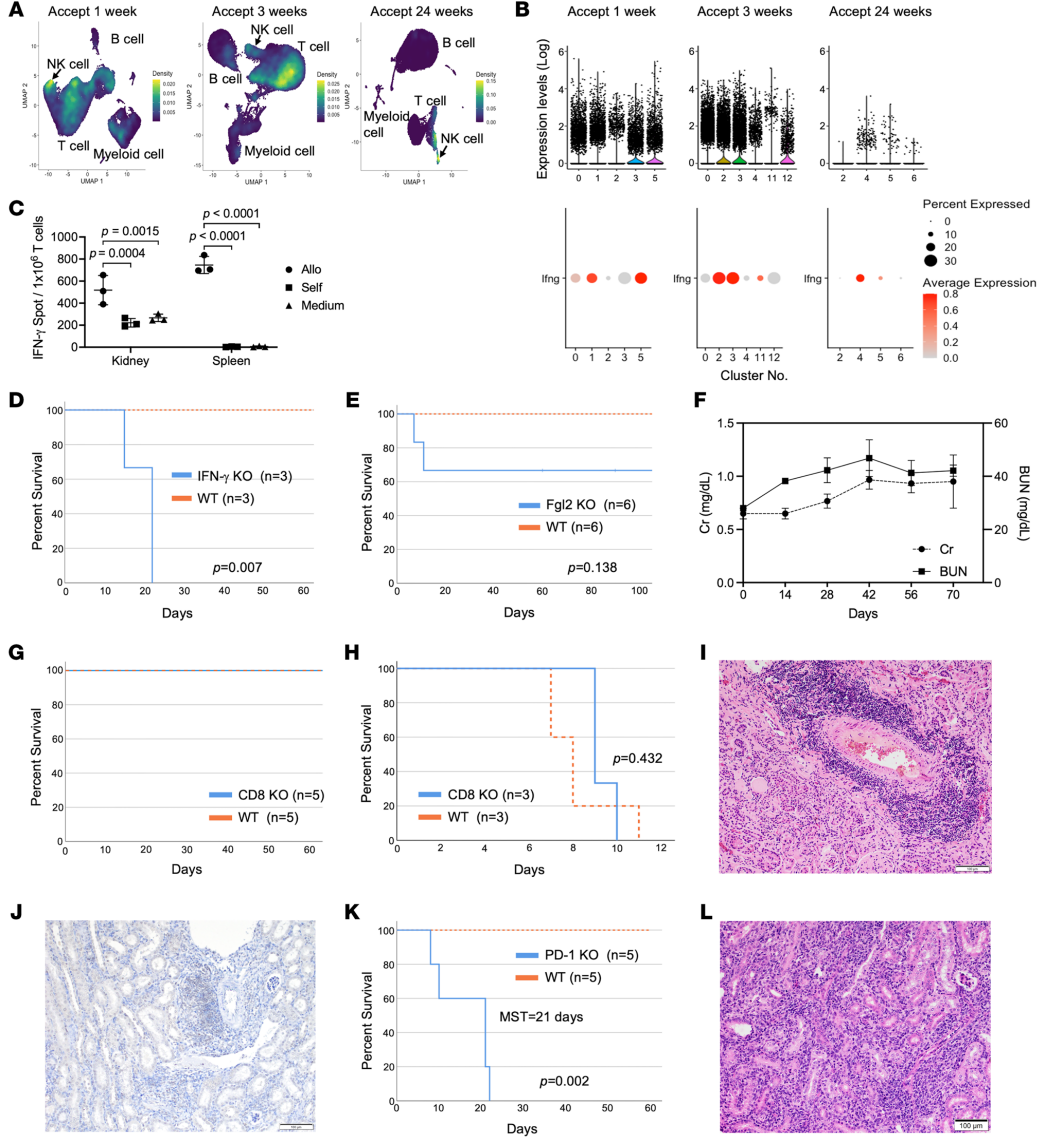
Increased IFN-γ expression and production within the T cell population in accepted kidney allografts, but FGL2 and CD8^+^ cells are not needed for the induction and maintenance of accepted kidney allografts. (**A**) Density plots of *Ifng*^+^ cells in total cells in accepted kidney allografts at each time point. (**B**) Violin plots and dot plots show levels and percentages of *Ifng* expression in T cell subset in accepted kidney allografts at each time point. (**C**) Bar graph shows ELISPOT analysis of IFN-γ production in T cells obtained from accepted kidney allograft and recipient’s spleen at 4 weeks after transplantation. Data are represented as mean ± SD, compared by 2-way ANOVA test. (**D**) Graft survival curve after kidney transplantation into IFN-γ–KO (*n* = 3) or WT (*n* = 3) mice (*P* = 0.007). (**E**) Graft survival curve after kidney transplantation into Fgl2-KO (*n* = 6) or WT (*n* = 6) mice (*P* = 0.138). (**F**) Line graph of serum levels of creatinine (Cr) and blood urea nitrogen (BUN) in long-term-surviving Fgl2-KO recipients (*n* = 3). Data represent the mean ± SEM. (**G**) Graft survival curve after kidney transplantation into CD8-KO (*n* = 5) and WT (*n* = 5) mice. (**H**) Graft survival curve after heart transplantation into CD8-KO (*n* = 3) and WT (*n* = 3) mice (*P* = 0.432). (**I** and **J**) Pathological findings of kidney allografts obtained from CD8-KO recipients. (**I**) H&E staining shows perivascular rTLO formation. (**J**) Immunohistochemistry of CD8 staining shows the absence of CD8^+^ cell infiltration in kidney allografts taken from CD8-KO recipients. (**K**) Graft survival curve after kidney transplantation into PD-1–KO (*n* = 5) and WT (*n* = 5) mice (*P* = 0.002). (**L**) H&E staining of kidney allografts obtained from PD-1–KO mice shows signs of rejection. Statistical significance was determined by log-rank test (**D**, **E**, **H**, and **K**). Scale bars: 100 μm (**I**, **J**, and **L**).

**Figure 5:**
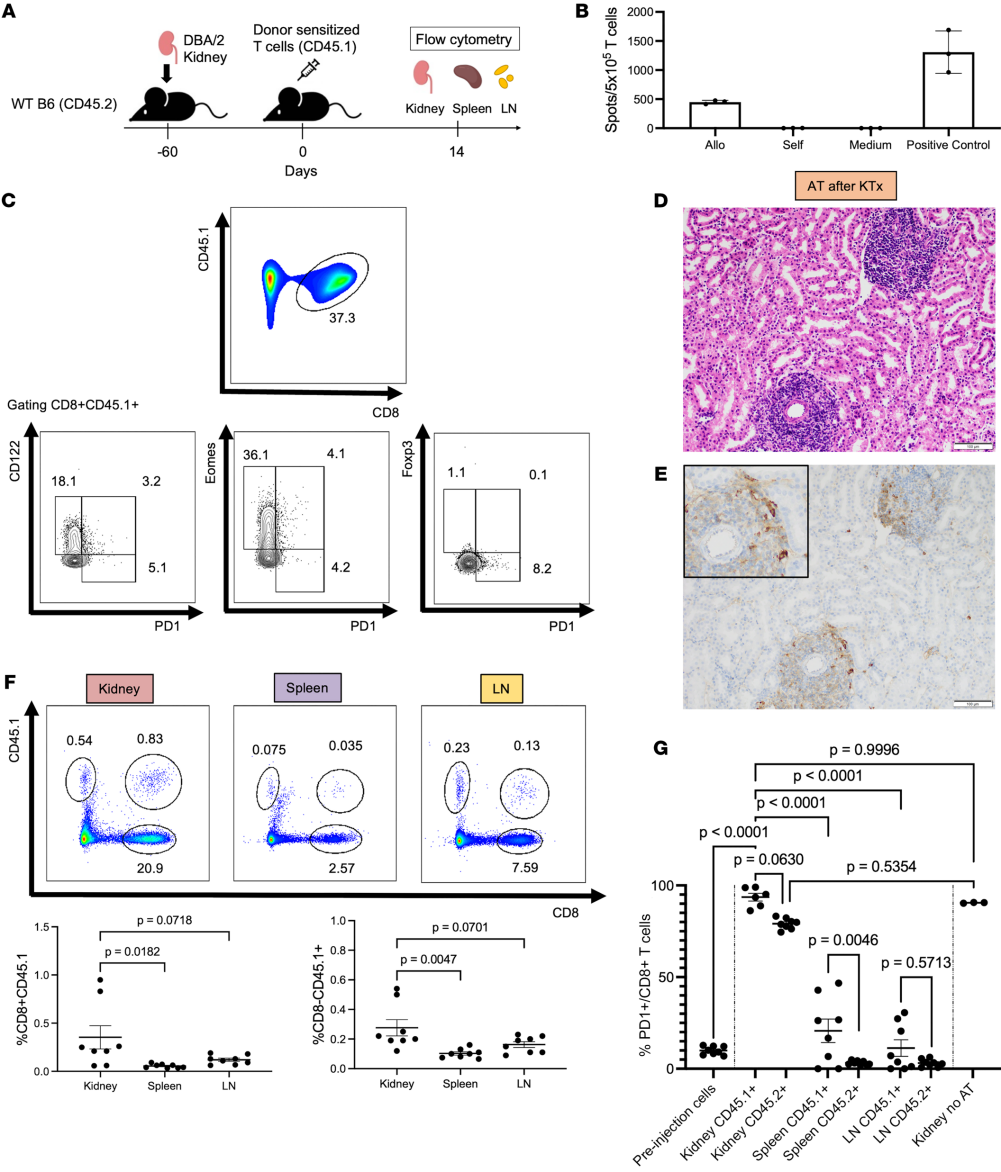
Reprogramming of donor-reactive T cells following adoptive transfer in the presence of an accepted kidney allograft. (**A**) Schematic of experimental design. (**B**) ELISPOT assay of donor-sensitized T cells prior to transfer (*n* = 3). Data represent the mean ± SD. (**C**) Frequency of CD8^+^ T cells in donor-sensitized T cells and levels of PD-1, CD122, Eomes, and Foxp3 expression in CD8^+^CD45.1^+^ donor-sensitized T cells prior to transfer. (**D** and **E**) Pathological findings of kidney allografts collected from recipient mice that underwent adoptive transfer (AT) after kidney transplantation (KTx) at 14 days after AT. H&E staining (**D**) and CD45.1 immunohistochemical staining (**E**). Scale bars: 100 μm. (**F**) Frequency of CD8^+^CD45.1^+^ T cells and CD8^–^CD45.1^+^ T cells in kidney, spleen, and lymph node (LN) obtained from recipients that underwent AT after KTx. (**G**) Frequency of the percentage of PD-1^+^ cells per CD8^+^CD45.1^+^ adoptively transferred cells and CD8^+^CD45.2^+^ recipient endogenous cells. Data in **F** and **G** are represented as mean ± SEM, compared by 1-way ANOVA with Tukey’s post hoc test for multiple comparisons.

**Figure 6:**
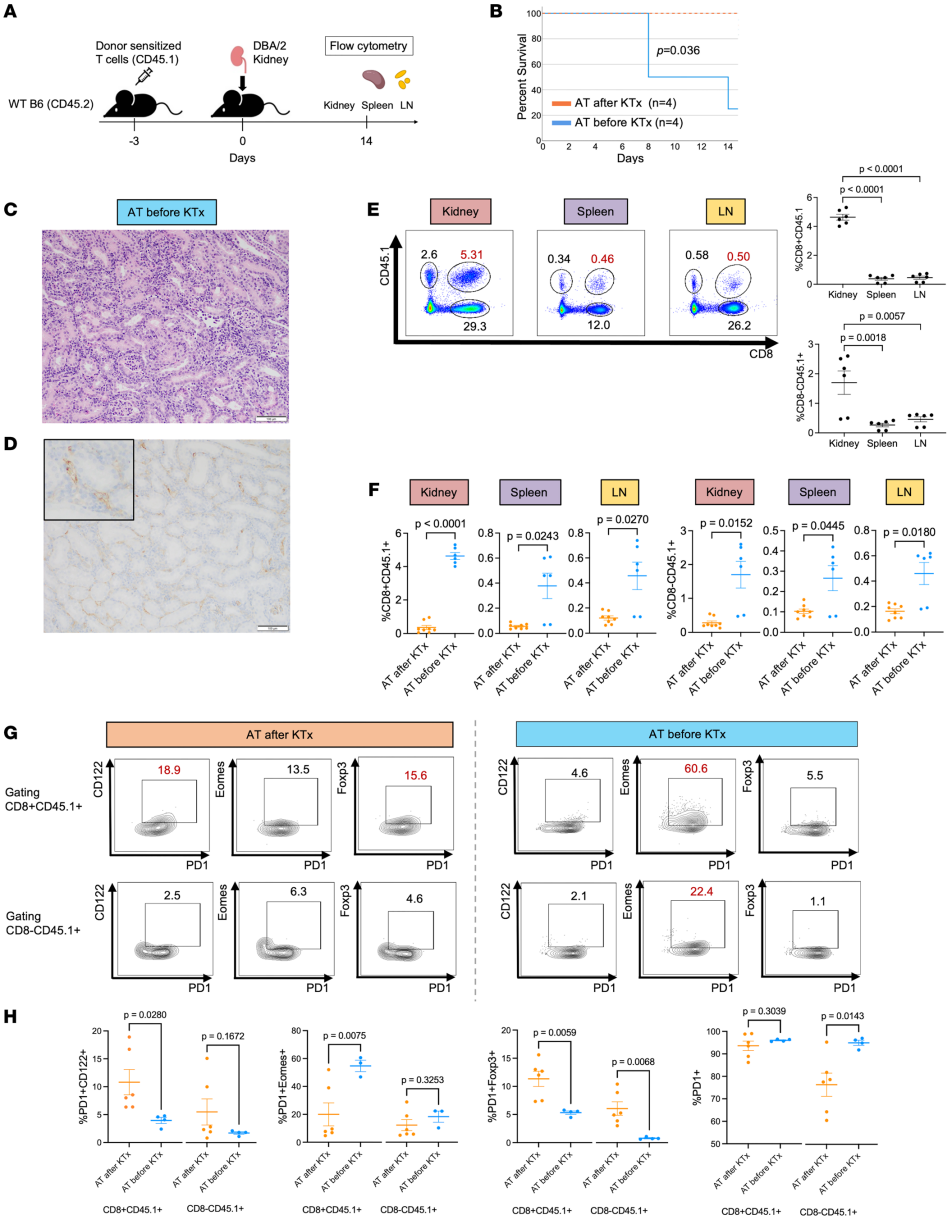
Reprogramming of donor-reactive T cells does not occur in the absence of an accepted kidney allograft. (**A**) Schematic of experimental design. (**B**) Graft survival curve of kidney transplantation in the setting of adoptive transfer (AT) before kidney transplantation (KTx) (*n* = 4) or AT after KTx (*n* = 4). Log-rank test, *P* = 0.036. (**C** and **D**) Pathological findings of kidney allografts obtained from recipients that underwent adoptive transfer (AT) before kidney transplantation (KTx). H&E staining (**C**) and CD45.1 immunohistochemical staining (**D**). Scale bars: 100 μm. (**E**) Frequencies of CD8^+^CD45.1^+^ T cells and CD8^–^CD45.1^+^ T cells in kidney, spleen, and lymph node (LN) obtained from recipients that underwent AT before KTx. Data are represented as mean ± SEM, compared by 1-way ANOVA with Tukey’s post hoc test for multiple comparisons. (**F**) Frequency of the percentage of CD8^+^CD45.1^+^ cells and CD8^–^CD45.1^+^ cells per viable lymphocyte in kidney, spleen, and LN was compared between AT after KTx and AT before KTx. (**G**) Frequencies of PD-1^+^CD122^+^, PD-1^+^Eomes^+^, and PD-1^+^Foxp3^+^ cells per CD8^+^CD45.1^+^ T cell and CD8^–^CD45.1^+^ T cell in accepted kidney allografts obtained from AT after KTx and rejecting kidney allografts from AT before KTx were analyzed. (**H**) Frequencies of PD-1^+^CD122^+^, PD-1^+^Eomes^+^, PD-1^+^Eoxp3^+^, and PD-1^+^ cells per CD8^+^CD45.1^+^ and CD8^–^CD45.1^+^ cell were compared between accepted kidney allografts obtained from AT after KTx and rejecting kidney allografts from AT before KTx. Data in **F** and **H** are represented as mean ± SEM, compared by 2-tailed Student’s *t* test.

**Figure 7:**
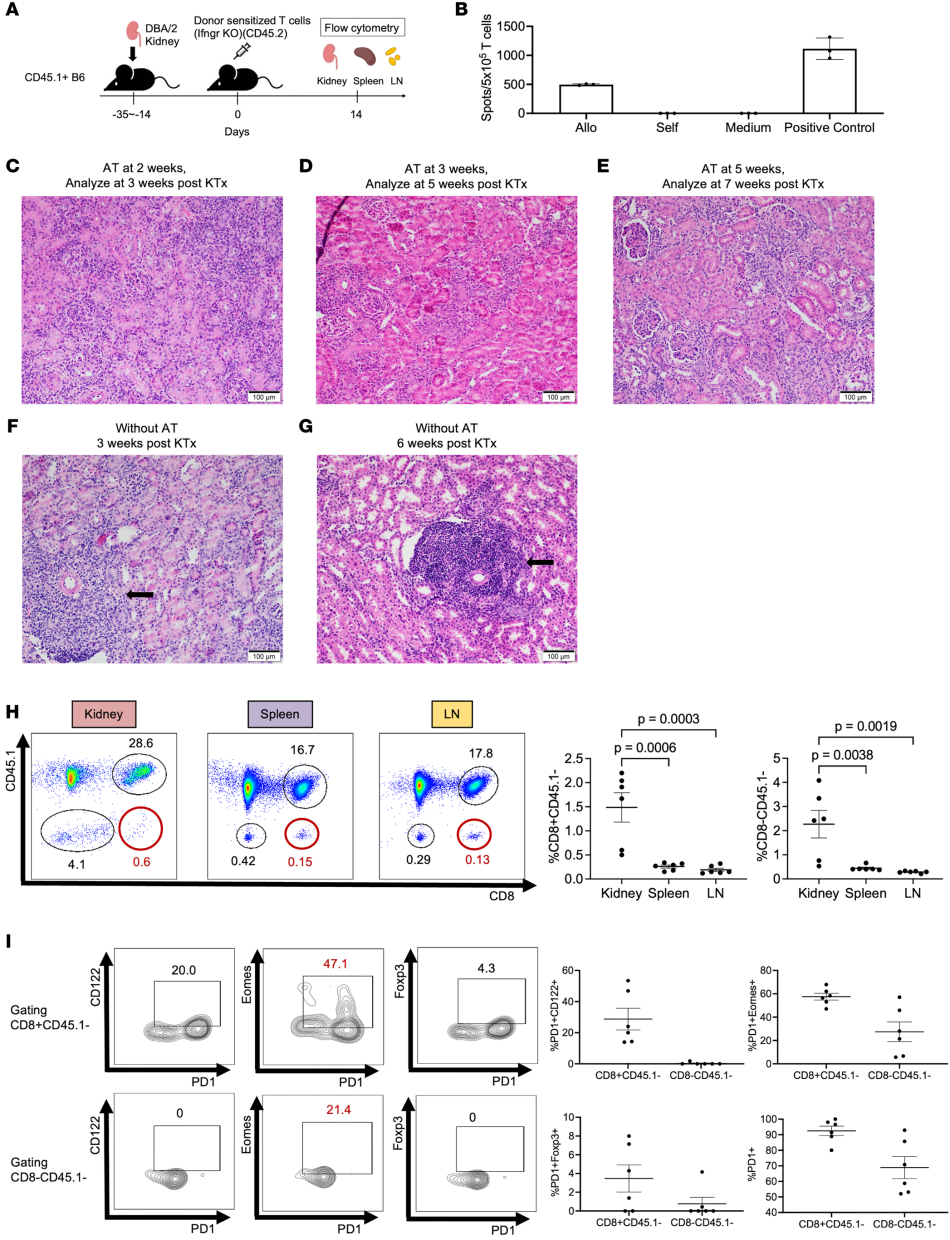
Reprogramming of donor-reactive T cells does not occur in alloreactive T cells that lack the IFN-γ receptor (IFNGR). (**A**) Schematic of experimental design. (**B**) ELISPOT assay of donor-sensitized T cells prior to transfer (*n* = 3). Data represent the mean ± SD. (**C**–**G**) Pathological findings of kidney allografts collected from recipients that underwent adoptive transfer (AT) after kidney transplantation (KTx) at 2 to 5 weeks after transplantation (**C**–**E**) and from WT.B6 without AT at 3 weeks (**F**) and 6 weeks after KTx (**G**). H&E staining (**C**–**G**). The black arrow indicates rTLOs (**F** and **G**). Scale bars: 100 μm. (**H**) Frequency of CD8^+^CD45.1^–^ T cells and CD8^–^CD45.1^–^ T cells in kidney, spleen, and lymph node (LN) obtained from recipients that underwent AT of IFNGR-KO alloreactive cells after KTx. Data are represented as mean ± SEM, compared by 1-way ANOVA with Tukey’s post hoc test for multiple comparisons. (**I**) Frequency of PD-1^+^CD122^+^, PD-1^+^Eomes^+^, and PD-1^+^Foxp3^+^ cells per CD8^+^CD45.1^–^ T cell and CD8^–^CD45.1^–^ T cell in rejecting kidney allografts from recipients that underwent AT of IFNGR-KO alloreactive cells after KTx. Data are represented as mean ± SEM.

**Figure 8:**
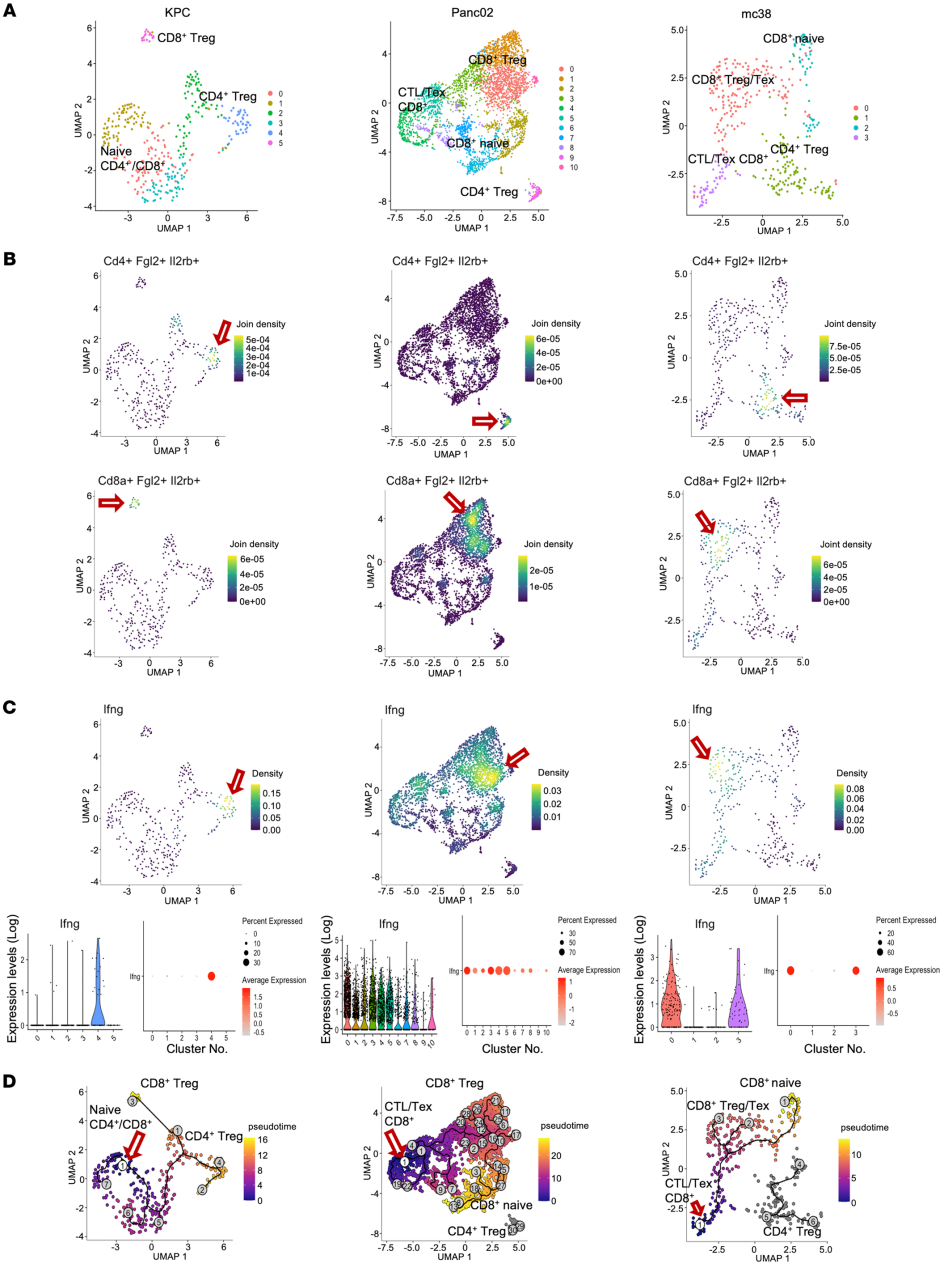
The T cell population in pancreatic and colorectal tumors also exhibits *Cd8*^+^*Fgl2*^+^*Il2rb*^+^ cells, similar to tolerant allografts. (**A**) UMAP plots of T cell clusters in KPC tumor– (left), Panc02 tumor– (middle), and mc38 tumor–infiltrated (right) immune cells (see also Supplemental Figure 7, A and B). (**B**) Density plots of *CD4^+^Fgl2^+^Il2rb^+^* (top) and *CD8^+^Fgl2^+^Il2rb^+^* (bottom) expression. Red arrows indicate high-density areas. (**C**) Density plot, violin plot, and dot plot show the *Ifng* expression in T cell clusters. (**D**) Pseudotime analysis of T cell clusters. The red arrow marks the point of origin (white circle) — naive cells for KPC tumors, and cytotoxic CD8^+^ T cells for Panc02 and mc38 tumors. Pseudotime graphic is overlaid on the UMAP plot on a gradient color scale. Pancreatic cancer cell (Panc02-SIY) data sets GSM6048775, GSM6048776, GSM6048777, and GSM6048778 contained in data set GSE201026, and colon cancer cell (mc38) data sets GSM5460383, GSM5460384, GSM5460385, and GSM5460386 contained in data set GSE180296, were downloaded from the NCBI Gene Expression Omnibus.

# Supplementary material for: Dysfunction of infiltrating cytotoxic CD8+ T cells within the graft promotes murine kidney allotransplant tolerance
**Source:** J Clin Invest. 2024 Jun 18;134(16):e179709. doi: 10.1172/JCI179709
**Supplement:** Supplemental data

## Supplementary Material

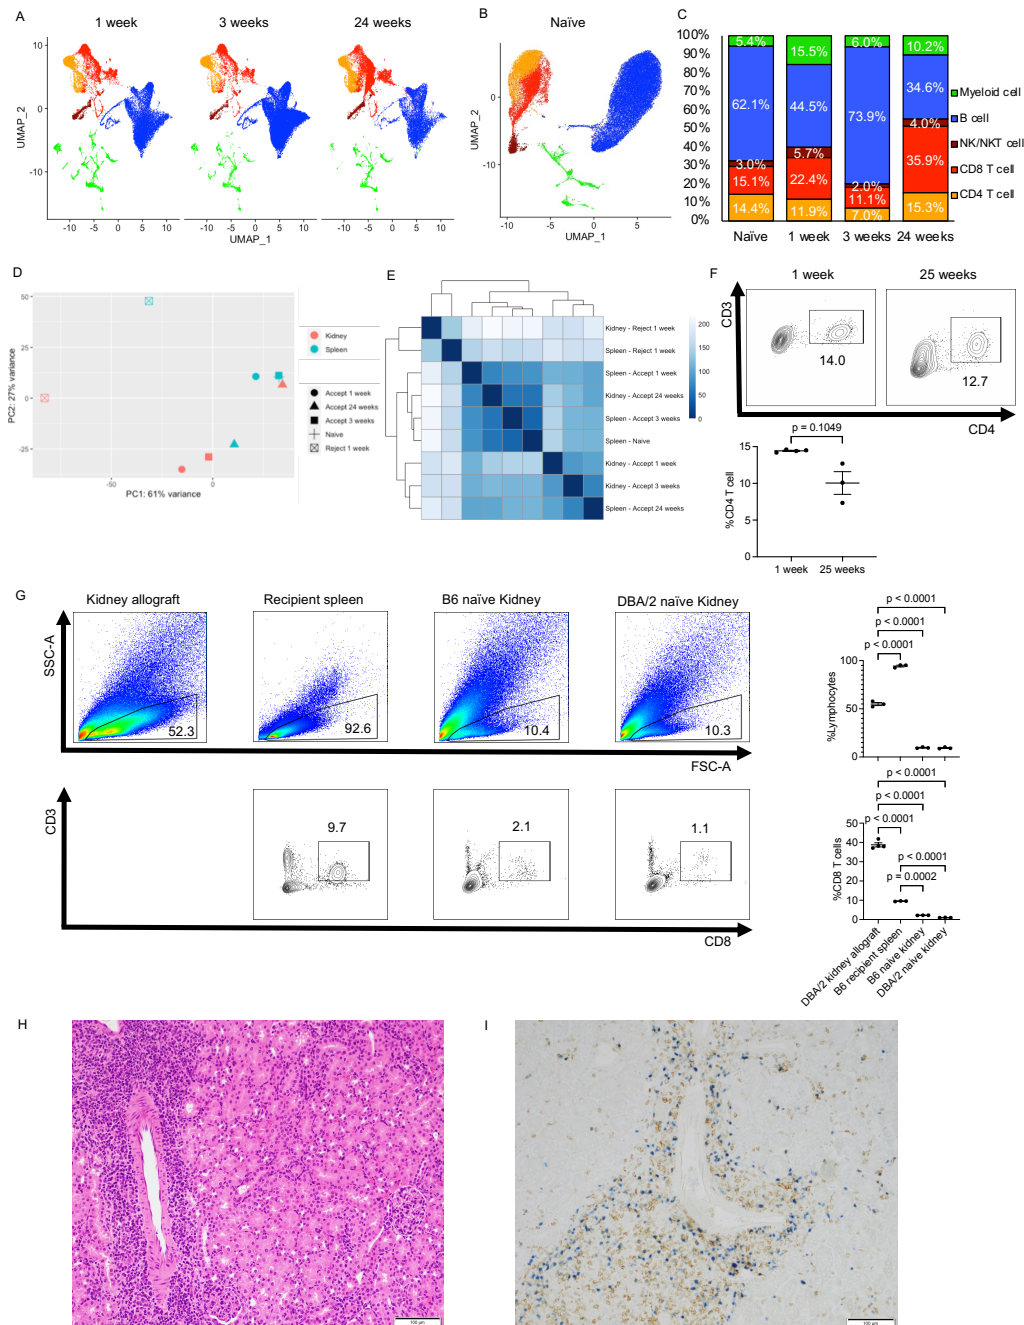

**Supplemental Figure 1. Single-cell RNA sequencing and flow cytometric analysis of immune cell populations.** (A, B) UMAP plot of immune cell populations in scRNAseq data of recipient spleen at each time point (A) and naïve spleen (B). (C) Bar graph of immune cell population in recipient spleen and naïve spleen. (D, E) PCA (D) and heatmap (E) of sample-to-sample distance analysis in total immune cells in kidney and spleen from accepted, rejecting, and naïve mice. (F) Frequency of CD4<sup>+</sup> T cells in viable lymphocytes obtained from accepted kidney allografts at one week and 25 weeks post-transplant. Data are represented as mean  $\pm$  SEM, compared by 2-tailed Student's t-test. (G) Frequency of lymphocytes per total cells (top) and CD8<sup>+</sup> T cells in viable lymphocytes (bottom) in accepted kidney allografts and recipient's spleen at 1-week post-transplant, and B6 and DBA/2 naïve kidney were analyzed. Data are represented as mean  $\pm$  SEM, compared by 1-way ANOVA test. (H, I) Histopathological findings of H&E staining (H) and immunohistochemistry of CD3 (brown) and Foxp3 (blue) (I) in accepted kidney allografts at 2 weeks. Low magnification with the scale bar indicated 100 $\mu$ m.

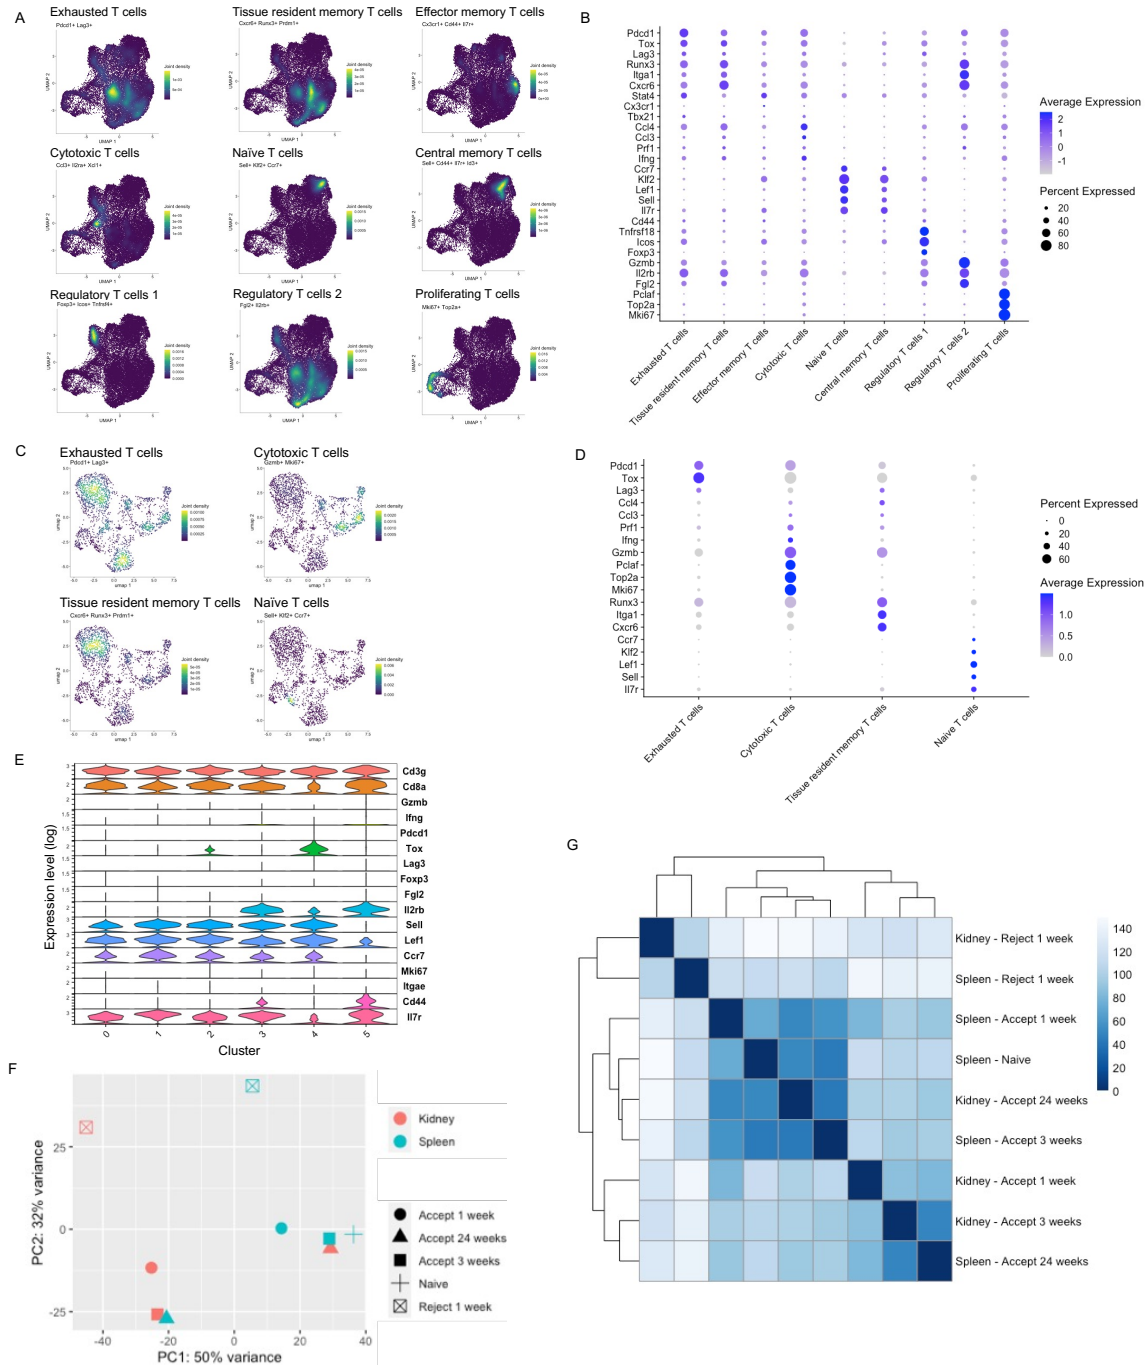

**Supplemental Figure 2. scRNAseq analysis in CD8<sup>+</sup> T cell subset.** (A–D) Joint density plots identify CD8<sup>+</sup> T cell subpopulations based on multiple gene expressions (A, C) and dot plot of gene expression in CD8<sup>+</sup> T cell cluster (B, D) in accepted (A, B) and rejecting kidney allografts (C, D). (E) Violin plots of cytotoxic, exhaustion/regulatory, naïve, and memory cell marker genes in CD8<sup>+</sup> T cell subsets in naive spleen. F, G PCA (F) and heatmap (G) of sample-to-sample distance analysis in CD8<sup>+</sup> T cells in kidney and spleen from accepted, rejecting, and naïve mice.

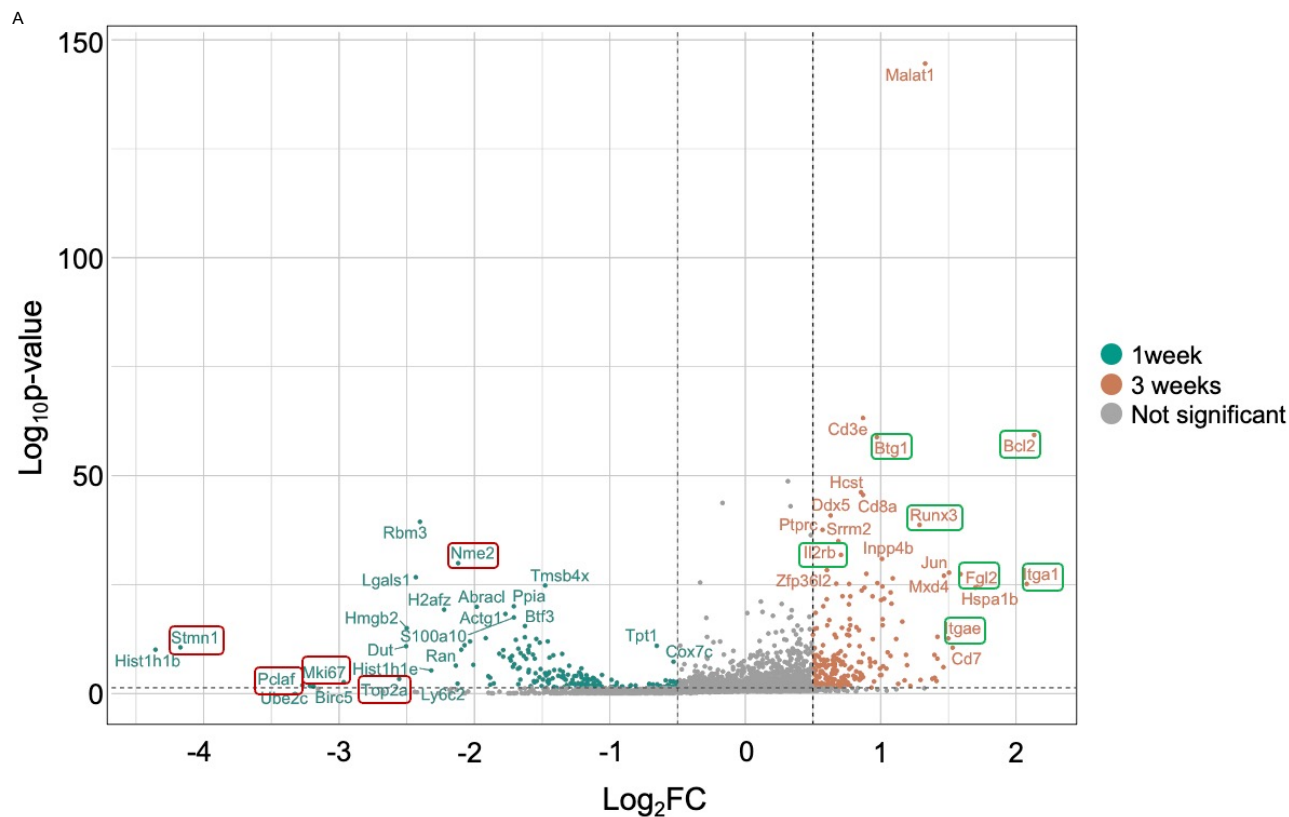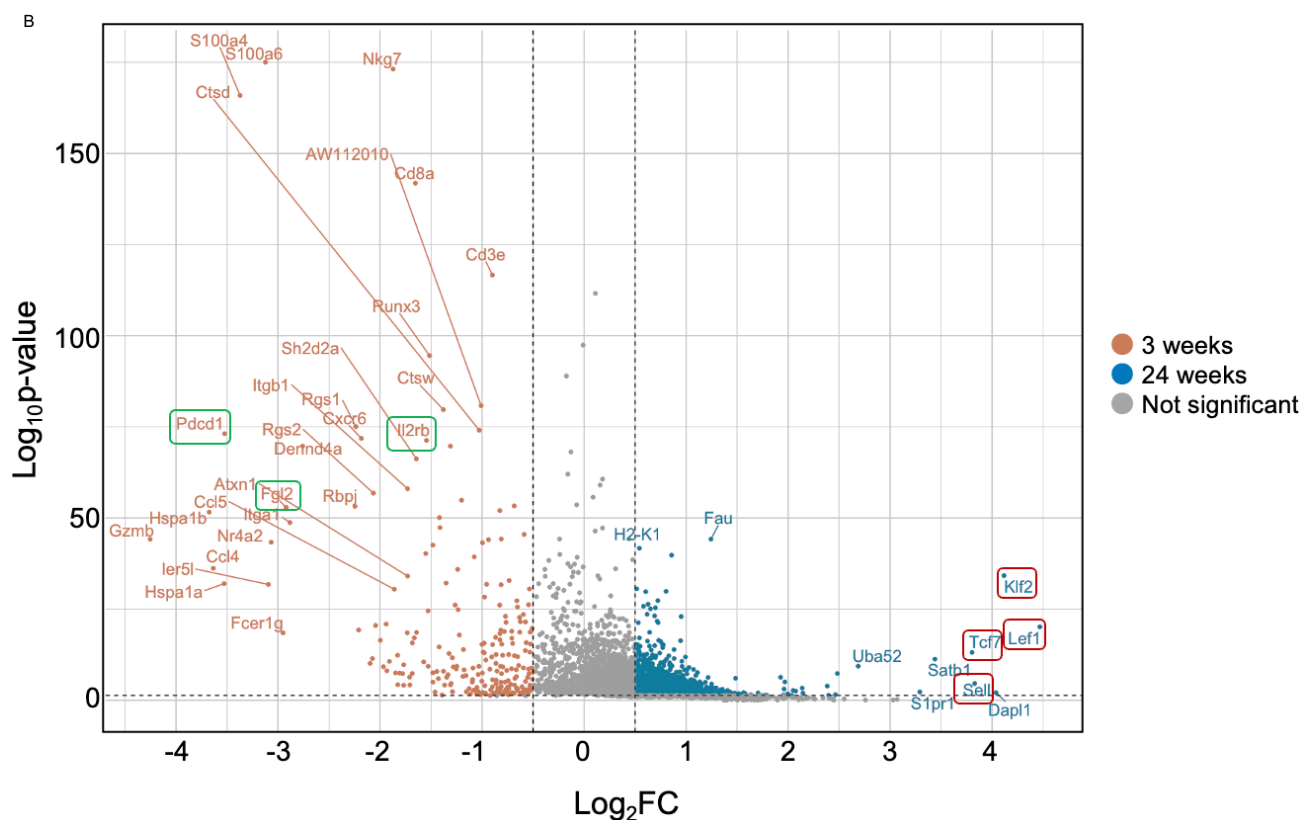

**Supplemental Figure. 3. Volcano plots of differentially expressed gene analysis in CD8<sup>+</sup> T cells cluster in accepted kidney allografts. (A, B) Volcano plots of comparison of differential gene expression analysis in CD8<sup>+</sup> T cell clusters between 1 week and 3 weeks (A) and 3 weeks and 6 months (B).**

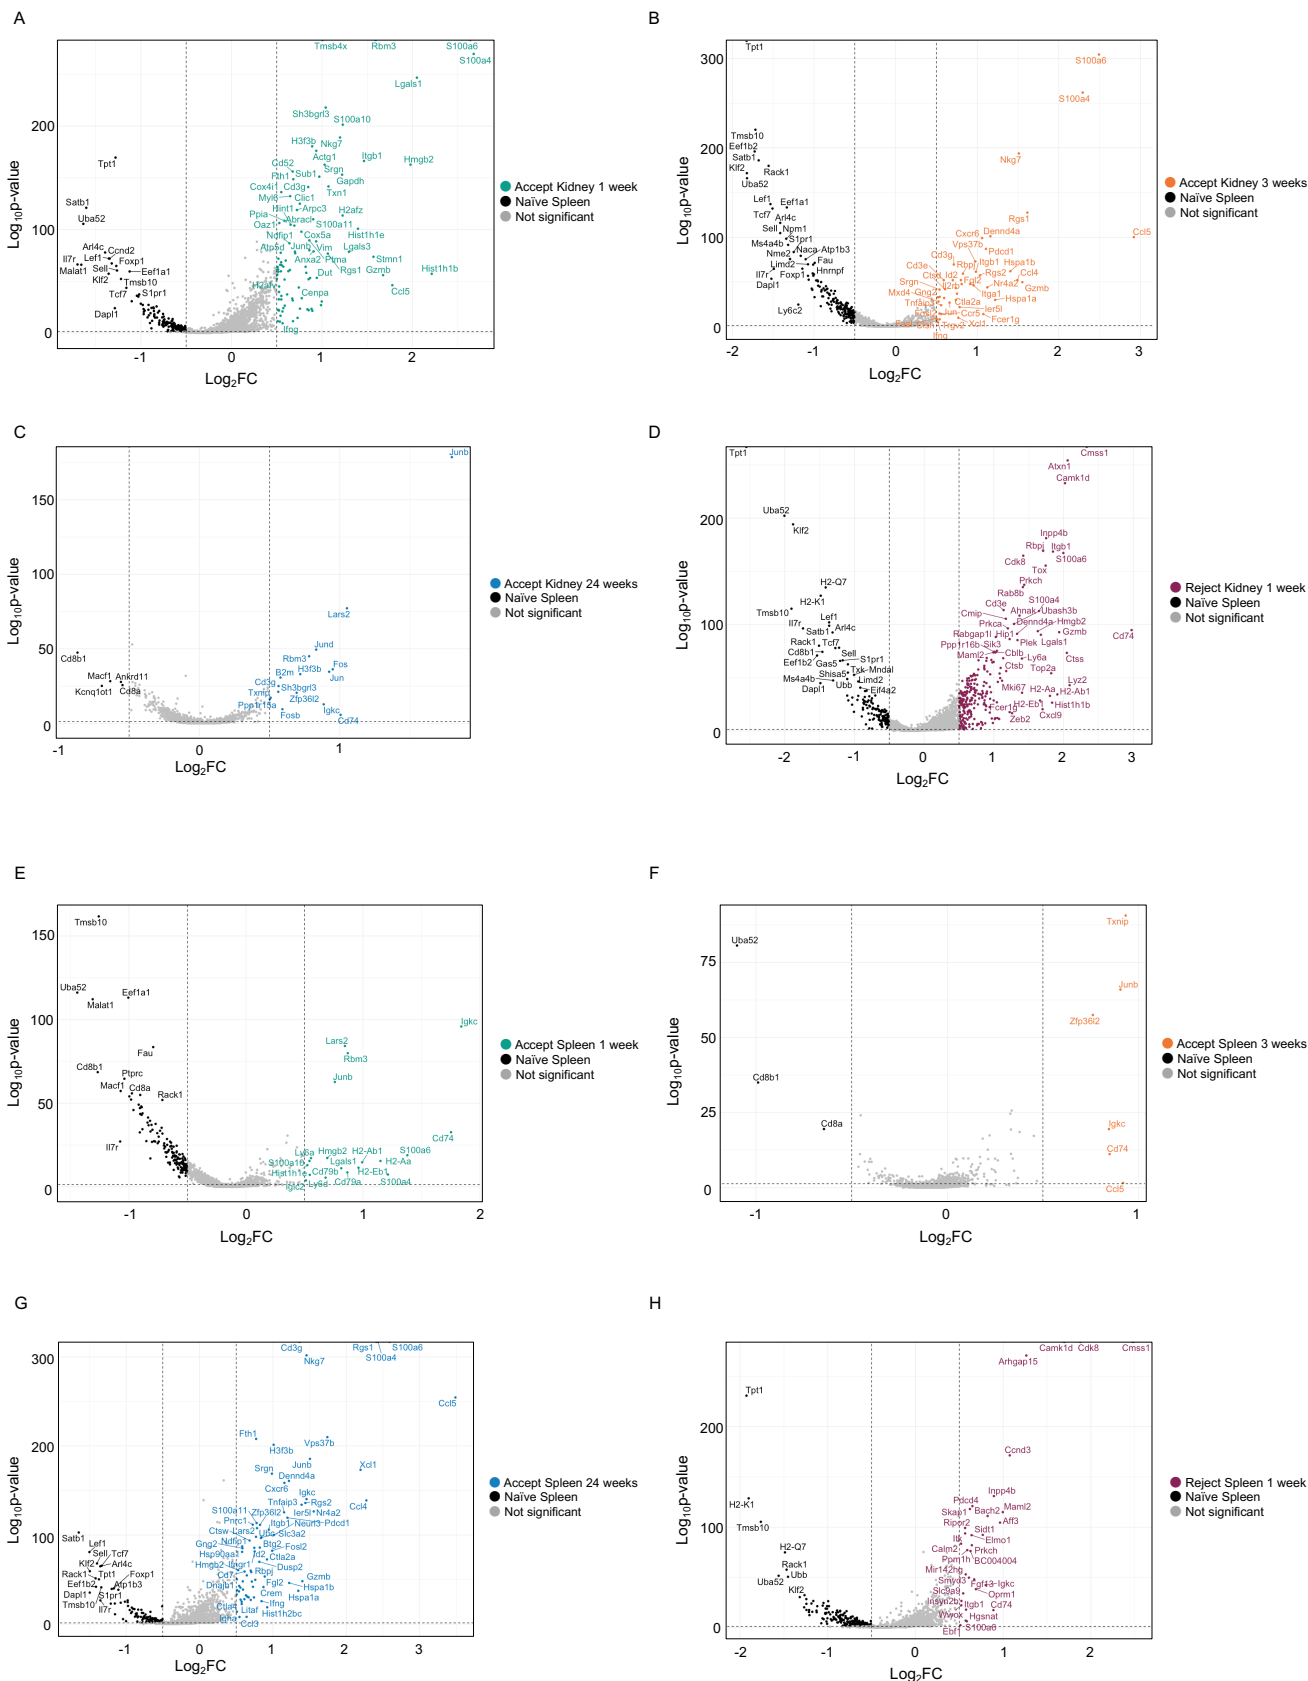

**Supplemental Figure 4. Volcano plots of differentially expressed gene analysis in CD8<sup>+</sup> T cells in each sample compared with naïve spleen. (A–C) Accepted kidney allografts at 1 week (A), 3 weeks (B), 24 weeks (C). (D) Rejecting kidney allografts at 1 week. (E–G) Accepted recipient spleen at 1 week (E), 3 weeks (F), 24 weeks (G). (H) Rejecting recipient spleen at 1 week.**

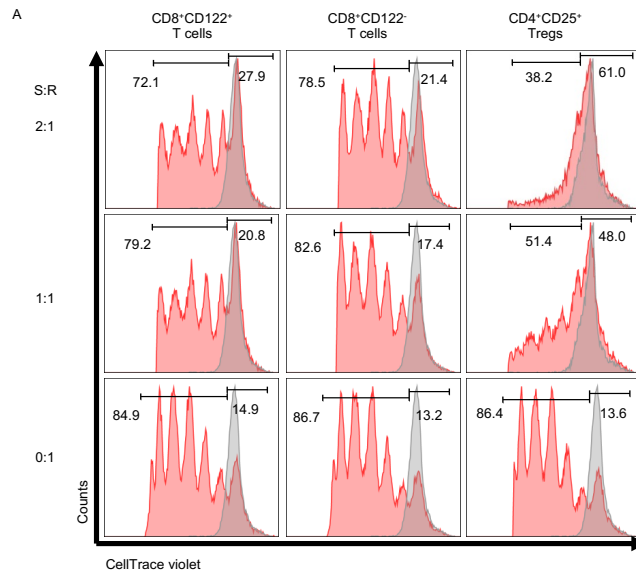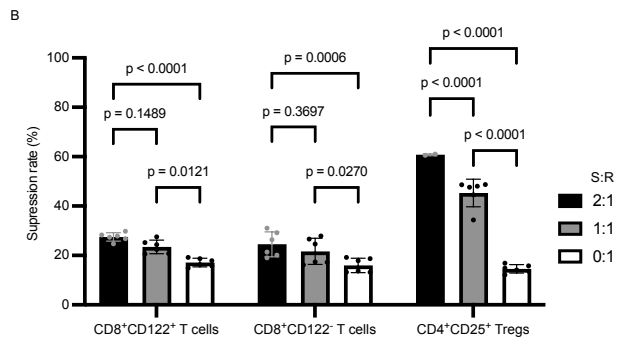

**Supplemental Figure 5. Suppression assay.** (A) Suppressor cells are CD8<sup>+</sup>CD122<sup>+</sup> T cells and CD8<sup>+</sup>CD122<sup>-</sup> T cells obtained from accepted kidney allografts and CD4<sup>+</sup>CD25<sup>+</sup> Tregs from naive spleen. Suppressor: Responder ratios (S:R) are 2:1 (upper row), 1:1 (middle row), and 0:1 (bottom row). (B) Suppression rates were compared for each S:R ratio within each suppressor cell group. Data are represented as mean  $\pm$  SD, compared by 2-way ANOVA test.

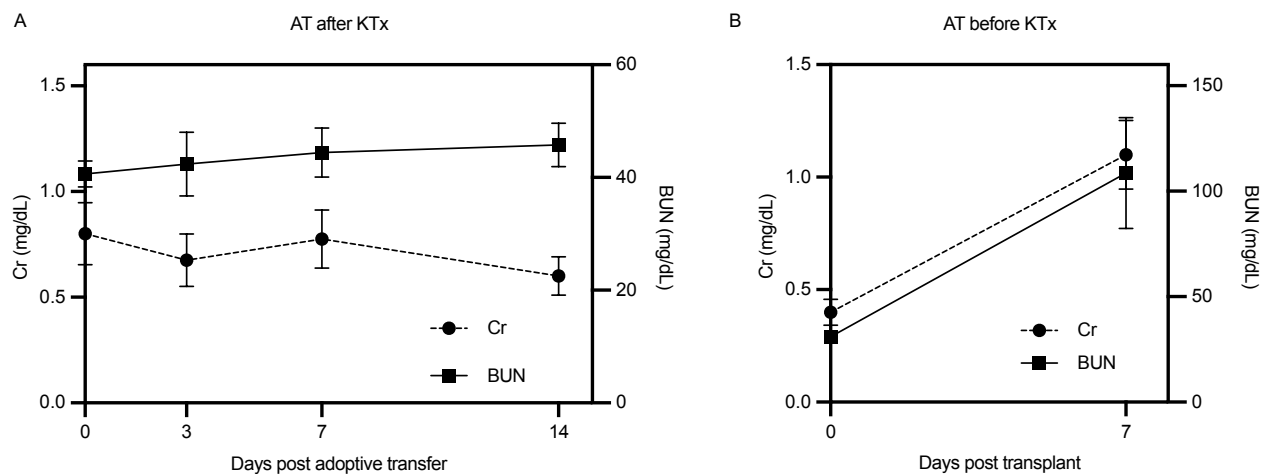

**Supplemental Figure 6. Line graph of serum creatinine levels (Cr) and blood urea nitrogen (BUN).** (A) adoptive transfer (AT) after kidney transplantation (KT<sub>x</sub>) recipients (n=4). (B) AT before KT<sub>x</sub> whose grafts were rejected (n=3). Data represent the mean  $\pm$  SEM.

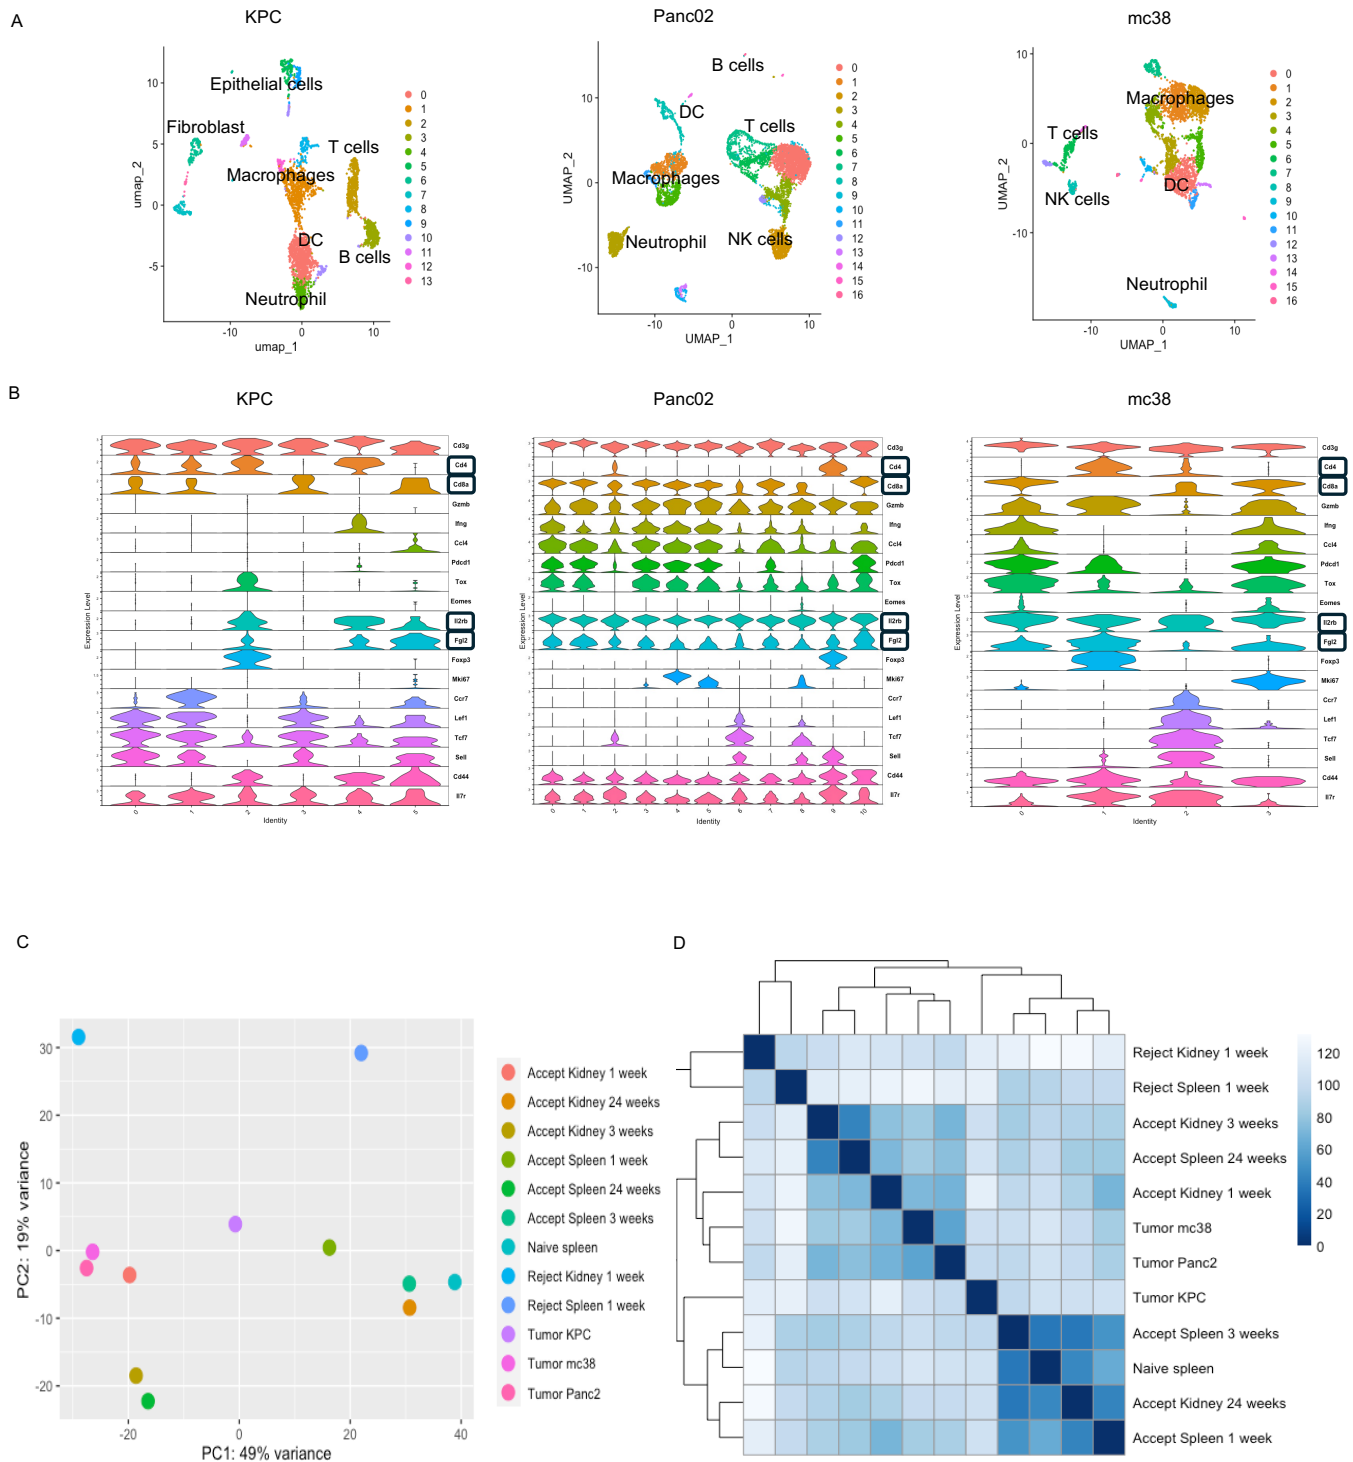

**Supplemental Figure 7. scRNAseq data analysis of pancreatic and colorectal tumors in mice.** (A) UMAP plots of total cells in KPC tumor (left), Panc02 tumor (middle), and mc38 tumor (right) infiltrated immune cells. (B) Violin plot of cytotoxic, exhausted, regulatory, naive, memory T cell marker gene expression in T cell clusters in KPC tumor (left), Panc02 tumor (middle), and mc38 tumor (right). (C, D) PCA (C) and heatmap (D) of sample-to-sample distance analysis in CD8<sup>+</sup> T cells in kidney and spleen from accepted, rejecting, and naïve mice and T cells in pancreatic and colorectal tumors in mice. Pancreatic cancer cell (Panc02-SIY) data sets, GSM6048775, GSM6048776, GSM6048777, and GSM6048778, contained in dataset GSE201026, and colon cancer cell (mc38) data sets, GSM5460383, GSM5460384, GSM5460385, and GSM5460386, contained in dataset GSE180296 were downloaded from the Gene Expression Omnibus. DC: dendritic cells.

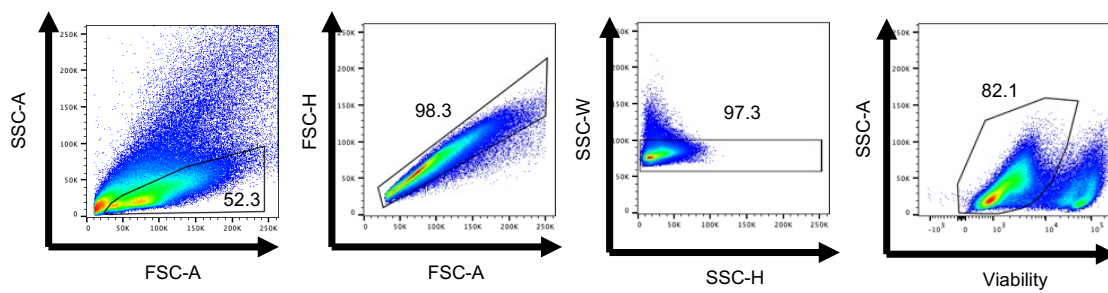

**Supplemental Figure 8. Gating strategy.** Gating strategy for flow cytometry.

**Supplemental Table 1. Major CD8 T cell population based on gene expression.**

|               | Naïve      | Accept                     |                        |                        | Reject                     |
|---------------|------------|----------------------------|------------------------|------------------------|----------------------------|
|               |            | 1 week                     | 3 weeks                | 24 weeks               | 1 week                     |
| <b>Kidney</b> | -          | CTL, Tex,<br>Proliferative | TRM, Tex,<br>Treg, CTL | Naive, Tcm             | CTL, Tex,<br>Proliferative |
| <b>Spleen</b> | Naïve, Tcm | Naïve, Tcm                 | Naïve, Tcm             | CTL, Tex,<br>Treg, TRM | Naïve, Tcm                 |

CTL: cytotoxic T lymphocyte, Tex: exhausted T cell, TRM: tissue resident memory T cell, Treg:

Regulatory T cell, Tcm: central memory T cell

**Supplemental Table 2. Antibody information**

| <b>Antibody</b>                                 | <b>Color</b>     | <b>Manufacturer</b> | <b>Catalog #</b> | <b>Clone</b> | <b>Dilution</b> | <b>Isotype</b>              |
|-------------------------------------------------|------------------|---------------------|------------------|--------------|-----------------|-----------------------------|
| <b>anti-mouse PD1</b>                           | PE-Cy7           | Biolegend           | 109109           | RMP1-30      | 1:400           | Rat IgG2b, k                |
| <b>anti-mouse CD4</b>                           | APC-Cy7          | Biolegend           | 100413           | GK1.5        | 1:800           | Rat IgG2b, k                |
| <b>anti-mouse Cd16/32</b>                       | Unconjugated     | Biolegend           | 101302           | 93           | 1:100           |                             |
| <b>anti-FGL2</b>                                | Unconjugated     | Invitrogen          | PA5-71472        | Polyclonal   | 1:200           | Rabbit, IgG                 |
| <b>anti-mouse Eomes</b>                         | PE               | Biolegend           | 157705           | W17001A      | 1:400           | Rat IgG2b, l                |
| <b>anti-mouse CD8a</b>                          | APC-Cy7          | Biolegend           | 100713           | 53-6.7       | 1:800           | Rat IgG2a, k                |
| <b>anti-mouse CD122</b>                         | BV421            | BD Biosciences      | 562960           | TM-B 1       | 1:400           | Rat IgG2b, k                |
| <b>anti-mouse CD45.1</b>                        | Percp-Cy5.5      | Biolegend           | 110727           | A20          | 1:800           | Mouse<br>(A.SW)<br>IgG2a, k |
| <b>anti-mouse Foxp3</b>                         | APC              | Invitrogen          | 17-5773-80       | FJK-16s      | 1:400           | Rat IgG2a, k                |
| <b>anti-mouse CD8a</b>                          | FITC             | Biolegend           | 100706           | 53-6.7       | 1:800           | Rat IgG2a, k                |
| <b>anti-mouse CD3e</b>                          | Percp-Cy5.5      | Biolegend           | 100217           | 17A2         | 1:800           | Rat IgG2b, κ                |
| <b>Viability Dye</b>                            | eFluor 506       | Biolegend           | 103137           | 30-F11       | 1:1000          | --                          |
| <b>Zip Alexa Fluor 488 reactive dye</b>         | Alexa Fluor 488  | Invitrogen          | Z11233           | --           | 1:200           | --                          |
| <b>CellTrace™ Violet Cell Proliferation Kit</b> | Violet (405/450) | Invitrogen          | C34557           | --           | 1:1000          | --                          |

How the deposited data were processed for this re-analysis (not part of the article)

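Droplet scRNA-seq of CD45+ cells was available for accepted DBA/2J-to-B6 kidney allografts and recipient spleens at 1, 3, and 24 weeks, for rejecting B6-to-DBA/2J kidney allografts and recipient spleens at 1 week, and for naive spleen. The authors mapped reads with Cell Ranger and deposited raw UMI counts without normalization, after filtering cells by UMIs, mitochondrial content, and expressed genes and after calling cell types. The limits of these filters, the Cell Ranger version, and the genome build are not stated for these data in the paper's text. All 9 matrices of CD8+ T cells were used, with 16243 genes present in each of them and 32285 genes in any, and so were the CD45+ matrices of rejecting kidneys and naive spleen. Of the CD45+ data of accepted mice, only the barcodes were used, as denominators, and the matrices were not used here. Conditions were taken from the sample labels, and library tags in the barcodes told the libraries apart.

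UMIs were summed per library and scaled to CPM by plain library totals. Libraries of 24 weeks were compared with those of 3 weeks, and libraries of 3 weeks with those of 1 week, by edgeR 4.0.16 (R 4.3.3) with its filter on low counts, its quasi-likelihood test, Benjamini-Hochberg adjustment, and a threshold of 0.05 on the adjusted p. DESeq2 1.42.0 and TMM factors served as alternatives. As a further alternative, the median shift of genes of similar intron length, in 10 groups of length, was taken out of each library. Rejecting kidneys, with 2 libraries, were compared with accepted kidneys by ratios of summed counts with 95% intervals from the exact binomial split of the 2 counts, and also by edgeR. The difference between the changes of kidney and spleen was tested as an interaction in edgeR. The tests of 3 against 5 libraries were repeated for all 56 splits of the 8 libraries into such groups. The test was also run on simulated data, in which 200 genes were changed, at the depths and group sizes of each comparison. At 3 against 5 libraries edgeR recovered most of the changed genes, and with 2 rejecting libraries it recovered fewer. The genes named are every gene the paper's results name for a comparison, and the 5 genes with the largest and the 5 with the smallest ratio among genes with a mean of at least 100 CPM, without mitochondrial, ribosomal protein, immunoglobulin, and T cell receptor genes. Of these genes 1 gene, with the lists of subset genes that hold it, is not reported here.

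Shares of cells were counted after thinning each cell to 1000 UMIs with a fixed seed, and lists of subset genes counted a cell with at least 2 of their genes. Clopper-Pearson intervals at 95% and exact permutation tests over libraries, which double the smaller one-sided p, were computed with scipy 1.17.1. The CD45+ cells were scaled to 10000 counts, reduced to 2000 variable genes and 30 principal components, and clustered by scanpy 1.11.5 with 15 neighbors and a Leiden resolution of 0.8 (leidenalg 0.10.2). A cluster was named from the cell type whose markers had the highest mean share of cells relative to the mean over clusters. It stayed unnamed with fewer than 3 of these markers in at least 10% of its cells, with 3 markers of each of 2 lineages in at least 50% of its cells, with more markers of another cell type than of its own among its 10 leading genes, or when shallow with no marker of its own there. Distances used the 500 most variable genes with at least 10 CPM in a condition, on log2 CPM with 1 CPM added. Diffusion pseudotime used up to 2500 cells per time point and 10 diffusion components, since Monocle 3 was not available. The cytotoxic root was the 1-week or rejecting cell nearest the centre of the cells of the cytotoxic list. It was not required to meet the list itself, and the other roots were set in the same way.

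Gene coordinates and intron lengths are from GENCODE release 21 of GRCm38, to which 31372 of the 32285 gene symbols (97.2%) were matched. As the build behind the counts is not stated, the coordinates serve as the location of the gene only. Subset lists and the lists of kidney parenchyma RNA, long-intron genes, and H-2 class I genes, the alternatives below, and the rule for named genes were fixed before the data were examined. The subset lists hold genes that the paper reports for these same cells.

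The alternatives set beforehand were other scalings and gene sets, another test, leaving out each library in turn, no thinning or thinning to 500 UMIs, 1 or 3 list genes per cell, cells with a CD8 UMI and no marker of other cells, a filter of 200 to 7000 genes, 1000 to 40000 UMIs, and at most 10% mitochondrial counts, Leiden resolutions of 0.4 and 1.5, leaving out doublets, other gene sets and a rank measure for distances, and other roots, neighbors, and components for pseudotime. Pseudotime differences within each library, the adjustments for intron length, the cells with a Foxp3 UMI, and the alternatives of the difference between kidney and spleen were added after the data were seen. The design was first written for 1 pooled library per condition. The library tags were seen only with the data, so tests across libraries and leaving out each library were laid out for them only then. Precision is limited by 2 to 5 libraries per group more than by counts, except in the rejecting recipient spleen and for genes with few UMIs at 24 weeks.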

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

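The test of an exchange of labels and that of the long-intron list were set beforehand. The test among CD8-positive cells only, the test of Tox, the test of the difference between tissues, the shortening of the kidney list to 17 genes, and the count of its genes as the measure of the exchange were chosen only after the result was seen.

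Between 3 and 24 weeks, CD8+ T cells of kidney and of recipient spleen changed in opposite directions, and the difference itself was tested (edgeR interaction test, 3 and 5 libraries in each tissue). The log2 difference, kidney minus spleen, was −14.85 for Gzmb, −8.22 for Ifng, −15.67 for Pdcd1, −11.79 for Lag3, −4.65 for Tox, −11.55 for Fgl2, and −3.74 for Il2rb. The largest adjusted p among the 7 genes was 3.55e-17, for Il2rb. For each of these genes all 3 kidney libraries of 24 weeks lay below all 5 of 3 weeks, and all 3 spleen libraries of 24 weeks lay above all 5 of 3 weeks.

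RNA of the kidney parenchyma gave a signal that the paper does not report. Summed over 17 genes, it was at 4.19 CPM in kidney and 0.468 CPM in spleen at 1 week, and at 11.1 and 0.530 CPM at 3 weeks. At 24 weeks it was at 0.308 CPM in the libraries labelled kidney (6 UMIs) and at 7.62 CPM in those labelled spleen (98 UMIs), above the 0.470 CPM of naive spleen. Each library had the level of its group, with 0.260 to 0.361 CPM in the 24-week kidney and 7.16 to 8.34 CPM in the 24-week spleen. The 17 genes leave out Napsa, Atp1b1, and Ass1, which T cells express and which dominate the sum of all 20. The sums of all 20 ran the other way. They were 51.4 CPM in kidney and 138 CPM in spleen at 1 week, and 39.8 and 108 CPM at 3 weeks. At 24 weeks they were 111 CPM in the libraries labelled kidney and 44.0 CPM in those labelled spleen. Over the whole list, 16 genes were higher in the 24-week spleen and 3 in the 24-week kidney.

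For the 24-week pattern, an exchange of the kidney and spleen labels would place parenchyma RNA in the wrong tissue, and the 16 of 20 genes that were higher in the spleen are in line with such an exchange. Cells without CD8 in the 24-week kidney matrix, as the cause of its likeness to spleen, are argued against. Among cells with a CD8 UMI and no marker of other cells, the log2 ratio of its distances to 3-week spleen and to 3-week kidney was still −2.38. Depth does not give the pattern either, as the thinned shares moved the same way. A biological change, with naive cells in the kidney and activated cells in the spleen at 24 weeks, is not excluded. It may be that the cells and not the labels moved, but it would leave the parenchyma RNA without an explanation. The flow cytometry and ELISPOT of the paper rest on other samples. Flow cytometry found fewer CD8+ T cells in kidneys at 25 weeks than at 1 week. This cannot tell the labels apart, as both 24-week shares (19.3% and 14.9%) were low. In the ELISPOT of 24 weeks, graft CD8+ T cells made less IFN-γ to donor antigen than those of spleen. That is the direction of Ifng RNA under the labels as given. In recipients of transferred T cells, at an earlier time, the paper found PD-1 far more often on CD8+ T cells of kidney than of spleen, the other direction. The parenchyma RNA is the check of the labels made here, and it goes against those of 24 weeks. It does not prove an exchange.

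In CD8+ T cells of the rejecting recipient spleen, Cmss1 was at 2224 CPM, against 15.0 CPM in the accepted recipient spleen at 1 week and 13.8 CPM in naive spleen. The paper does not discuss this gene. It holds 302868 bp of introns. The list of long-intron genes, less the median of all genes, was 2.62 higher on the log2 scale in rejecting than in naive spleen, and 2.71 higher in rejecting than in accepted kidney at 1 week. Ratios and intron length had Spearman correlations across genes of 0.519 and 0.665, where genes are not independent replicates. Counting of intron reads in the rejecting libraries only is a candidate explanation. Tox, by 2.04 higher in rejecting than in accepted recipient spleen, goes the same way as in the kidneys. A smaller slope was also seen between accepted kidneys of 3 weeks and 1 week (0.67 for the list, Spearman correlation 0.343). Recipient spleens of 3 weeks over 1 week had it too (0.475, Spearman correlation 0.367). Intron counting in the rejecting libraries only would not give these slopes between accepted libraries. With the kidney slope taken out, an alternative also chosen after the result was seen, the rise of Tox between these kidneys fell from 0.93 to 0.12. Other causes of more unspliced RNA, such as nuclei among the cells or the strain, stay open and were not tested.

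Single libraries lay apart from the others of their group in 4 of 81 tests, where chance alone gives about 1 in 20 groups, or 4.05 tests. In 3-week kidney library 1 the effector memory share was 58.2%, against 49.9% to 52.1% in the other 4 libraries, and Lag3 was at 180.4 CPM, against 117 to 131 CPM. In 3-week spleen the tissue-resident memory share was 2.37% in library 3, against 1.71% to 1.85%, and the share of the Foxp3/Icos list was 1.26% in library 5, against 0.325% to 0.574%. The number of such libraries is that of chance, and no biological explanation was tested.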

How the results depend on the processing

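In all, 158 results were recomputed under 2018 alternative settings. In 1914 of these the direction and the side of the threshold, or the value within its spread, stayed the same. Another 65 values moved, 18 lost the threshold, 7 passed it only under the alternative, and 14 changed direction. The alternatives chosen only after the data were seen are the permutation tests over libraries, edgeR for rejecting kidneys and for spleens, the adjustment for intron length, the cells with a Foxp3 UMI, the highest doublet scores left out, the rule for mixed clusters, the distances among CD8-positive cells, the pseudotime differences within each library, and those of the difference between kidney and spleen. The cell filter removed 0 CD8+ T cells of the kidneys, so it tests nothing there, and in rejecting kidneys scrublet marked 3 of 11948 cells, so that test is void too.

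The scaling mattered most. For 3 weeks over 1 week, TMM gave 4112 higher and 4165 lower genes and DESeq2 gave 3884 and 4068. For 24 weeks over 3 weeks, TMM gave 3689 higher and 3928 lower genes, DESeq2 gave 3541 and 3666, totals without mitochondrial and ribosomal protein genes gave 3483 and 4094, and the adjustment for intron length gave 3708 and 3862. Each of these scalings centers the median gene closer to 0, which moves genes from one direction to the other. In the first of these contrasts, Gzmb reversed to −0.16 under TMM (adjusted p = 0.289) and −0.17 in DESeq2 (adjusted p = 0.263), and Ifng reversed to −0.15 (adjusted p = 0.187) and −0.16 (adjusted p = 0.193), none past the threshold. Ifng also lost it among CD8-positive cells (0.19, adjusted p = 0.0884) and with totals without mitochondrial and ribosomal protein genes (0.15, adjusted p = 0.176). Without 1 library, Gzmb stayed between 0.17 and 0.33, Ifng between 0.14 and 0.30, and Tpt1 between −0.20 and −0.10, with 9 changes of the call among them. With the adjustment for intron length, Gzmb passed the threshold at 0.28 and Tox lost it at 0.12. With each library left out, all other named genes held their call.

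For rejecting over accepted kidneys at 1 week, TMM on summed counts turned Ifng to −0.68, Fgl2 to −0.54, and Il2rb to −0.49 and left 5 of 8 markers above 0. Totals without mitochondrial and ribosomal protein genes turned Ifng to −0.0867. Against 3 weeks, TMM turned Lag3 to −0.25, and Ifng turned to 0.0351 as a mean over cells and to 0.0358 less the median of genes of similar intron length. The cause was not tested.

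Among shares, thinning and the number of list genes mattered. Without thinning, between 1 and 3 weeks, the exhausted share rose by 12.9 percentage points (exact permutation test, p = 0.107) and the cytotoxic share by 14.0 (p = 0.0714). Between 3 and 24 weeks the Foxp3/Icos share with 3 list genes changed by −0.0644 (exact permutation test, p = 0.143), and the share with a Foxp3 UMI by 0.0338 (p = 0.464). The proliferating share changed by −0.153 without thinning (exact permutation test, p = 0.464), by −0.0373 among CD8-positive cells (p = 0.571), and by 0 with 3 list genes (p = 1). For single genes from 1 to 3 weeks without thinning, the shares of Ifng, Tox, and Lag3 lost the threshold. For rejecting minus accepted kidneys at 1 week without thinning, the Foxp3/Icos share differed by −8.28, the Il2rb+Fgl2+ share reversed to −2.63 (exact permutation test, p = 0.8), and the Cd8a+Fgl2+Il2rb+ share differed by −3.54. With 1 list gene the Il2rb+Fgl2+ difference was 5.91. Against 3 weeks, the Foxp3/Icos difference was 5.85 without thinning, 8.13 with 1 list gene, and 0.879 with 3. The Il2rb+Fgl2+ difference was −27.1 without thinning, −3.88 at 500 UMIs, and −25.6 with 1 list gene, and the Cd8a+Fgl2+Il2rb+ difference was −27.8 without thinning and −2.14 at 500 UMIs. Fewer UMIs per cell and more required genes lower any such share by construction. The cause of the reversals was not tested.

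The CD8 T cell–like share was 23.3% in rejecting kidneys at a Leiden resolution of 0.4 and 11.4% in naive spleen at 1.5. The log2 ratios of distances for 1-, 3-, and 24-week kidneys were −0.59, −1.35, and −1.40 with all genes of at least 10 CPM, −0.57, −1.82, and −2.03 with 2000 genes, and −0.11, −3.48, and −3.65 with Spearman's correlation, all below 0.

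In pseudotime of accepted kidneys, proliferating minus cytotoxic cells was −0.102 with a root nearest the centre of proliferating cells, −0.0233 with 15 principal components, and 0.0739 as the mean of the differences within each library. In rejecting kidneys it reversed to −0.218 with the proliferating root, as a root is 0 by construction, and was 0.212 with a naive root and 0.393 with 15 components. There, exhausted minus cytotoxic cells was 0.0582 with 15 components. Il2rb+Fgl2+ minus exhausted cells was 0.0196 with the proliferating root, 0.0341 with the naive root, and 0.172 with 15 components. Tissue-resident and effector memory minus exhausted cells were −0.131 and −0.146 with 15 components. The cause was not tested.

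Kidney and spleen libraries of a week carry the same numbers, and weeks are different mice. With the number as a replicate block, the change from 3 to 24 weeks differed between the tissues for 7939 genes, and that from 1 to 3 weeks for 5397 genes and 23 of 28 named genes. Under TMM these were 7457, 4535, and 20. The 7 genes tested at 24 weeks held their call in each of these settings and with each library left out. Same-numbered libraries deviated from their group means with Spearman correlations across genes of 0.0291 to 0.444, above 0.1 in 7 of 11 pairs, against 4 of 32 pairs of unlike numbers. Not every pair passed 0.1, and no source says that a number marks 1 mouse, so the pairing stays open and the values without the block are kept.

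Depth was lowest in the rejecting recipient spleen, with 153266 to 794456 UMIs per library. On simulated changes, edgeR recovered 92.0% with 3 and 5 kidney libraries of 1 and 3 weeks and 92.9% with those of 24 and 3 weeks, but 59.4% with 2 rejecting libraries against 3.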

Differences from the paper's values

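The share of CD8+ T cells among CD45+ cells of recipient spleen at 1 week was 34.3% (11913 of 34717 cells), and the paper's value is about 22% in Supplemental Fig. 1, read by eye. At 24 weeks it was 14.9% (4538 of 30382 cells), and the paper's value is about 36% in Supplemental Fig. 1, read by eye. No alternative for the spleens was set before the data were examined. A Cd8a or Cd8b1 UMI was found in 44.2% of the matrix cells of spleen at 1 week and in 94.6% at 24 weeks. For accepted kidneys the paper's text gives a fall from 48% to 19% by 24 weeks without naming the week of the first value. The shares here were 43.2% at 1 week, 36.2% at 3 weeks, and 19.3% at 24 weeks. In Fig. 1, read by eye, the 1-week value is about 46%. If 48% is the 3-week value, every 3-week library lay below it, with 41.8% as the highest. As a 1-week value it would lie within the range of the libraries, 35.5% to 52.8%.

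At the lower clustering resolution of 0.4, which was set before the data were examined, the CD4 T cell–like share of rejecting kidneys was 0%, where the paper's value is about 4.8% in Fig. 1, read by eye. Under the main setting and the others it did not differ.

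The paper states that Gzmb and Ifng decreased with time. Their log2 fold changes from 1 to 3 weeks were both 0.23. TMM gave −0.16 and −0.15 and DESeq2 gave −0.17 and −0.16, none past the threshold. From 3 to 24 weeks, by the labels, they changed by −8.15 and −3.79, in the direction the paper states.

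The paper states that CD8+ Treg subsets were a small fraction in rejecting grafts compared with accepted ones. At 1 week a Foxp3 UMI was found in 1.33% of the cells in rejecting and 1.12% in accepted kidneys after thinning, within the spread between libraries, a measure chosen after the data were seen. In the myeloid-like cells of rejecting kidneys, with a median of 2312 UMIs against 1964 in their CD8+ T cells, it was 0.0268%, and 1 of their 108 B cell–like cells had one. Both Il2rb and Fgl2 were found in 2.70% and 1.77%. At 3 weeks the Il2rb+Fgl2+ share of accepted kidneys was 13.9%. Without thinning, the differences at 1 week were −1.06 percentage points for Foxp3 and −2.63 for Il2rb+Fgl2+, in the direction the paper states. The Foxp3/Icos list was then met by 254 of 2184 cells in rejecting and 3214 of 16467 cells in accepted kidneys, in the same direction. After thinning, 103 and 801 of these cells met it. The 2 matrices were not selected alike, as 849 of the accepted cells and 0 of the rejecting cells had a Cd4 UMI. Foxp3 of CD4 T cells may thus raise the accepted values, and Foxp3 was not counted among CD8-positive cells only.

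The paper places CD8+ T cells after B cells in naive spleen. CD4 T cell–like clusters held 14.1% of the cells and CD8 T cell–like clusters 12.1%.

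The paper states that Pdcd1 was higher in accepted kidneys at 3 weeks than in rejecting kidneys. The log2 ratio was −0.02 (edgeR adjusted p = 0.944), and −0.53 under TMM on the summed counts. For Fgl2 and Il2rb, which the paper gives as higher in rejecting kidneys at 1 week, the ratios were 0.33 and 0.37, and −0.54 and −0.49 under TMM on the summed counts.

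The paper lists Tpt1 as elevated at 1 week. Its change to 3 weeks was −0.14 (adjusted p = 0.121, edgeR), which is not past the threshold, while TMM (−0.52) and DESeq2 (−0.53) called it.

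The paper states that exhausted cells preceded Il2rb+Fgl2+ regulatory, tissue-resident memory, and effector memory cells. Their median pseudotimes lay 0.00292, 0.00134, and 0.000757 above that of exhausted cells, when cells of all time points were pooled. Within the 5 mice of 3 weeks, a comparison chosen after the data were seen, the steps were 0.000502 ± 0.00165, −0.000708 ± 0.000866, and −0.00147 ± 0.00116 (SD), so effector memory cells lay below exhausted cells in 5 of 5 mice of 3 weeks. Within the 3 mice of 1 week the steps to tissue-resident memory and effector memory cells were 0.000492 ± 0.00349 and 0.000635 ± 0.00390 (SD), within the spread between mice. In rejecting kidneys the median of tissue-resident memory cells (0.225) lay below that of cytotoxic cells (0.237).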

Other observations

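Among the tests of this part, that of H-2 genes was set beforehand. The tests of batches and of other splits of the libraries were chosen only after the result was seen.

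The number of genes that differed was compared with all 56 splits of the same 8 libraries into 3 and 5. Between kidneys of 3 weeks and 1 week, 8767 genes differed, and 1 of 56 splits, the real one, gave as many, while the next gave 2. Between kidneys of 24 and 3 weeks 8543 genes differed, and between recipient spleens of 24 and 3 weeks 6312 genes did, each again in 1 of 56 splits, with 0 genes in the next. Chance in the grouping of libraries is thus excluded, but not a batch that goes with the time point.

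A batch shared by kidney and spleen of a time point could explain changes from 1 to 3 weeks. The change differed between kidney and spleen for 4939 of 12319 genes, or 40.1% (edgeR interaction test), and for 20 of 28 named genes, which argues against such a batch as the whole cause. The changes correlated across genes between the tissues, with a Spearman correlation of 0.54 and a Pearson correlation of 0.527, and 74.4% of the genes had the same sign. Genes are not independent replicates. For the shared part, a batch and a response of the whole animal cannot be told apart, since each time point was its own set of mice. A batch in kidneys only was not tested.

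In the 2 rejecting conditions, whose recipients are DBA/2J, 2 of 6 H-2 class I genes lay below every other library, H2-K1 (−1.56 in kidney and −1.47 in spleen on the log2 scale over naive spleen) and H2-Q7 (−2.28 and −1.98). H2-D1 did not (0.16 and 0.23). Klrd1 was at 30.2 to 92.1 CPM in the rejecting libraries and 104 to 417 CPM in the others. Nnt was not higher, and H2-Ea is not listed. A strain variant against the reference may lower the counts of these genes, but the strain and the outcome go together in this design, so the explanation cannot be told apart from rejection.

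In rejecting kidneys 59 CD45+ cells had a CD3, a CD8, and a Cd4 UMI, and 0 of them were in the CD8+ T cell matrix, against 1679 of 2138 such cells without a Cd4 UMI (78.5%). The matrices of accepted kidneys held cells with a Cd4 UMI. The paper's text does not name the rule by which the CD8+ T cells were taken, and no explanation was tested.

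Over 46 pairs of libraries of the same condition, a pair shared at most 0.267% of its barcodes.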
